# Adaptation of maize source leaf metabolism to stress related disturbances in carbon, nitrogen and phosphorus balance

**DOI:** 10.1186/1471-2164-14-442

**Published:** 2013-07-03

**Authors:** Urte Schlüter, Christian Colmsee, Uwe Scholz, Andrea Bräutigam, Andreas PM Weber, Nina Zellerhoff, Marcel Bucher, Holger Fahnenstich, Uwe Sonnewald

**Keywords:** Abiotic stress, Nutrient stress, Transcriptome, Metabolome, Ionome, Maize

## Abstract

**Background:**

Abiotic stress causes disturbances in the cellular homeostasis. Re-adjustment of balance in carbon, nitrogen and phosphorus metabolism therefore plays a central role in stress adaptation. However, it is currently unknown which parts of the primary cell metabolism follow common patterns under different stress conditions and which represent specific responses.

**Results:**

To address these questions, changes in transcriptome, metabolome and ionome were analyzed in maize source leaves from plants suffering low temperature, low nitrogen (N) and low phosphorus (P) stress. The selection of maize as study object provided data directly from an important crop species and the so far underexplored C_4_ metabolism. Growth retardation was comparable under all tested stress conditions. The only primary metabolic pathway responding similar to all stresses was nitrate assimilation, which was down-regulated. The largest group of commonly regulated transcripts followed the expression pattern: down under low temperature and low N, but up under low P. Several members of this transcript cluster could be connected to P metabolism and correlated negatively to different phosphate concentration in the leaf tissue. Accumulation of starch under low temperature and low N stress, but decrease in starch levels under low P conditions indicated that only low P treated leaves suffered carbon starvation.

**Conclusions:**

Maize employs very different strategies to manage N and P metabolism under stress. While nitrate assimilation was regulated depending on demand by growth processes, phosphate concentrations changed depending on availability, thus building up reserves under excess conditions. Carbon and energy metabolism of the C_4_ maize leaves were particularly sensitive to P starvation.

## Background

The photoautotrophic life-style of plants depends on availability of light, water and air as well as the balanced access to at least 14 elements in the soil [1]. Limiting supply of one (or more) of these environmental resources leads to abiotic stress. Depending on the nature of the stress, different parts of metabolism are affected, and adaptation to the stress requires readjustment of homeostasis on molecular, cellular and whole plant level [2]. Additionally, protective mechanisms have to be initiated. Independent of the nature of the stress, adaptive processes are realized at the expense of growth. In agriculture, environmental stress is responsible for considerable yield losses every year [3]. Elucidation of the different interacting mechanisms underlying the complex plant stress response is therefore of great general interest [4], and precondition for the improvements of crops and agricultural practices.

Modern transcriptome analysis allows the monitoring of stress related changes on a genomic scale. However, the majority of studies concentrated on one particular stress, and the function of small groups of very stress specific transcripts. This approach makes it difficult to distinguish between specific and general responses. The search for general stress features has been implemented by systematic analysis of transcript data from plants grown under different stress conditions, and identified mainly genes involved in the cross-talk of regulatory systems including transcription factors, Ca^2+^ dependent regulators, protein modifying enzymes, redox regulators, sugar and hormone signaling related features [5,6]. So far, these studies provided only limited information about molecular features directly involved in the down-stream re-adjustment of metabolic pathways and physiological alterations of plants exposed to stress. Detailed investigation of individual cellular processes and the involvement of these processes in the specific or general response could considerably increase our knowledge about molecular changes (transcriptional and other) observed under stress. The parallel analysis of microarrays from different environmental conditions supplemented with metabolite datasets can substantially facilitate data interpretation in this direction. The power of this approach had for instance been demonstrated by Hirai and coworkers [7,8] who characterized a cluster of genes specific for the glucosinolate metabolism, and identified new regulators of the pathways by co-expression analysis.

Plant growth and biomass production are largely connected to activity of the primary metabolism in the source leaf, because it represents the site of carbon (C) fixation in photosynthesis. High plant growth rates also require incorporation of large amounts of nitrogen (N) into amino acids and proteins; and phosphorus (P) for the synthesis of RNA and realization of energy metabolism [9,10]. The plant’s performance under environmental stress is therefore connected to its capacity for re-adjustment of the cellular C-N-P homeostasis.

The aim of this paper is the mechanistic dissection of the metabolic C-N-P balancing system under extreme environmental conditions. For this, maize seedlings were grown under conditions with contrasting effects on N and P metabolism. Deficiencies of N or P would not only affect compounds containing the elements, but would also require re-balancing of metabolism of all other elements which are then available in relatively large amounts. Comparable studies on N and P deficiency stress so far mainly focused on adjustment of C-metabolism. Despite differences in the way the metabolism was perturbed, both nutrient stresses were connected to accumulation of carbohydrates, alteration in source sink allocation and decline in photosynthesis [11-13]. The nutrient stress experiments will be further compared to plants under low temperature stress. This type of stress is not primarily connected to limitation of substrate for synthesis of specific metabolites, but characterized by disturbances in enzymatic kinetics and membrane features [14]. Effects of low temperature stress on some C related pathways are, however, similar to the described effects of nutrients stress, and include accumulation of carbohydrates, changes in carbohydrate utilization and decline in photosynthesis [15-17].

In contrast to model species, maize represents an important crop plant which is used as food, feed and energy source. The fast growth rate and large size of maize plants allow sampling of large amounts of specific tissues. In this study, we concentrate on the metabolism in the source leaf of the plants since it represents the site of synthesis of primary compounds utilized for biomass production. The C_4_ shuttle operating in maize possesses a number of significant consequences for its primary metabolism and tolerance to stress. Carbon dioxide is initially bound to phospho*enol*pyruvate in the mesophyll cells and transported to the bundle sheath, thus allowing enhanced concentrations of CO_2_ at the site of Rubisco and favoring the carboxylase activity of the enzyme. This setup increases the tolerance of the plant to water and N limitation by enhancement of photosynthetic performance under low stomatal conductance and the increased efficiency of C assimilated per amount of protein respectively [18,19]. On the other hand, activity of the C_4_ shuttle depends on enhanced exchange of metabolites between the different cells and compartments [20], and this would increase the complexity of processes involved in maintenance of metabolic homeostasis under stress. The C_4_ enzymes are also more chilling sensitive and performance of maize in low temperatures is impaired [21].

Transcriptional responses to N deficiency, [22-26]; P starvation [13,27-30] or low temperature treatment [16,31-33] have been investigated in a variety of plants species. However, the comparison of data from different experiments is usually problematic because different plant species, different plant tissues, different developmental stages and different stress applications were used. Even very similar experimental setups often reveal considerable variance in transcriptional responses. Yang and colleagues [24] for instance tested the response of various maize genotypes to N starvation and selected a list of marker genes with N stress specific expression patterns. Some of these marker genes exhibited opposite patterns of mRNA accumulation as observed in another N deprivation experiment with maize plants conducted by Amiour and colleagues [25]. To resolve this issue, detailed metadata on experimental conditions, plant development and harvesting procedure will be necessary for the elucidation of the functional relevance of the observed transcriptional changes.

The presented data on transcriptional changes in maize source leaves to N deficiency, P deficiency and low temperature stress is therefore supplemented with phenotype data (shoot biomass, leaf elongation rate) and physiological parameters (gas exchange, PSII fluorescence). The influence of stress severity on the transcript data was reduced by selection of conditions with comparable effects on plants growth; this way the analysis focuses on the different nature of exposed stress, not to its extend. The datasets are further supplemented with data on metabolite profiles for relation of transcriptional changes to behavior of N and P containing compounds but also metabolites from related pathways. Additionally, ion profiles of the leaves are monitored. Especially the nutrient deficiencies strongly influence the performance of the plant’s root and this could have consequences for the uptake and transport of other ions.

The obtained results will be used for identification of (i) molecular processes commonly regulated under different stress conditions, and (ii) metabolic features differently influenced by the experiments. Processes associated with the first group will be analyzed for their possible connection to general stress adaptation, re-adjustment of photosynthesis and growth retardation. The second groups would be particularly relevant for characterization of the N and P homeostasis control under stress, because the system is challenged into different directions by limitation or abundance of selected element. A possible role of the identified processes in the management of C, N and P balance will be discussed.

## Results

### Growth response of maize seedlings to low night temperature, low N and low P stress

Long-term stress conditions with comparable effects on growth parameters were chosen. Under low temperature treatment, reduction in growth started immediately after the onset of stress and the leaf elongation rate was reduced to 59% already at day 20 after germination (Table 1). In nutrient deficient plants, changes in leaf elongation rate developed more slowly. A comparable effect was observed in low N treated plants at day 30 after germination, at the same time-point leaf elongation rate in low P treated plants was reduced to 69% (Table 1). The shoot biomass of the plants was of course influenced by the time of harvest, but comparison between control and stressed plants resulted in similar reduction of the shoot fresh weight. It amounted to 40% under low temperature or low P, and to 30% under low N conditions (Table 1). Controls from the N and P experiment were treated exactly the same, the slight differences in elongation rate represented natural variation between experiments. Maize seedlings from the low temperature experiment were cultivated under slightly different conditions (e.g. different light sources). It had been shown in previous experiments, that growth stage and leaf series had significant influence on the transcriptome and metabolome profiles of maize seedlings, however treatment specific changes differed thereby primarily in the amplitude of the change and not in the direction of the change [26]. For the study of the different nature of stresses we therefore prioritized on experimental setups representing similar effects of growth parameter, and focused data analysis on the comparison of datasets from stressed plants vs. the associated controls.

**Table 1:** Phenotypic characterization of maize seedlings

		**Low temperature**			**Low nitrogen**			**Low phosphorus**		
**Growth feature**	**Unit**	**Control T**	**Cold**	**%**	**Control N**	**Low N**	**%**	**Control P**	**Low P**	**%**
**shoot FW**	g FW	16.23	6.40	**39.42**	60.00	17.58	**29.29**	60.60	24.81	**40.94**
		(±4.25)	(±0.79)		(±3.69)	(±2.18)		(±4.18)	(±2.48)	
**leaf elongation rate**	cm d^-1^	6.51	3.87	**59.38**	7.17	4.35	**60.70**	6.03	4.18	**69.38**
		(±0.65)	(±0.72)		(±0.58)	(±0.61)		(±0.29)	(±0.21)	

Stressed and control plants were always grown within the same experiment. Plants from the low temperature experiment were harvested 20 days after germination; in the nutrient deficiency experiment, plants were harvested 30 days after germination.

### Effects of low temperature, low N and low P stress on photosynthetic gas exchange

Photosynthetic C assimilation provides the basic module for all structural compounds of plant biomass, and measurements of photosynthetic parameters present important information related to general plant performance. Low night temperatures had no negative influence on the measured photosynthetic parameters indicating that the photosynthetic apparatus was intact and C assimilation capacity was not influenced by the treatment (Table 2). Damage to the photosystems as it often occurs when suboptimal temperatures are applied during the photoperiod [34] was not detected in our experiment. When plants were subjected to either N or P deficiency, C assimilation rate and effective PSII quantum efficiency decreased. In low N grown leaves, C assimilation was reduced to 67% and effective PSII quantum efficiency to 86% respectively, indicating reduction in photosynthetic capacity. Stomatal conductance also decreased in low N treated leaves, and this seemed to be a reaction to the reduced C assimilation rate, because the internal CO_2_ concentration in the leaf (Ci) was comparable to control conditions (Table 2). Cultivation of plants under low P conditions, caused a much stronger reduction of photosynthetic capacity of the leaves, and C assimilation as well as effective PSII fluorescence were reduced to 50% or 45% respectively (Table 2). In contrast to the situation under low N stress, stomatal conductance remained on the same level as in the controls causing an increase in the calculated Ci values (Table 2).

**Table 2:** Photosynthetic parameter of maize seedlings

		**Low temperature**			**Low nitrogen**			**Low phosphorus**		
**PS parameter**	**Unit**	**Control T**	**Cold**	**%**	**Control N**	**Low N**	**%**	**Control P**	**Low P**	**%**
**assimilation**	μmol m^-2^ s^-1^	8.00	8.92	**111.51**	8.11	5.46	**67.33**	8.11	4.06	**49.98**
		(±1.29)	(±1.20)		(±1.07)	(±1.41)		(±1.07)	(±1.39)	
**conductance**	mmol m^-2^ s^-1^	74.71	90.25	**120.79**	47.19	32.58	**69.04**	47.19	47.19	**99.99**
		(±10.11)	(±16.54)		(±7.68)	(±7.74)		(±7.68)	(±6.49)	
**Ci**	ppm	161.59	167.24	**103.49**	154.57	166.47	**107.70**	154.57	283.11	**183.16**
		(±12.00)	(±43.79)		(±19.14)	(±17.40)		(±19.14)	(±22.75)	
**PSII efficiency**		0.187	0.224	**119.75**	0.312	0.269	**86.32**	0.312	0.139	**44.56**
		(±0.028)	(±0.046)		(±0.028)	(±0.014)		(±0.028)	(±0.030)	

Gas exchange and fluorescence measurements were performed on leaf 4 at day 20 after germination in the cold stress experiment, and on leaf 6 at days 28–30 after germination in the nutrient experiments. Photosynthesis measurements for nutrient deficient leaves were performed on plants which were cultivated in the greenhouse at the same time and the data for control N and P was therefore the same.

### Ion balance of low temperature, low N and low P stressed leaves

Application of low temperature, low N or low P stress caused significant changes in leaf concentrations of the majority of essential elements (Table 3; Additional file 1: Table S1). Major and minor elements thereby tended to react in the same direction. Of the major elements, S, Mg and Ca were generally reduced in stressed leaves, while K levels increased under the same conditions. A more distinct pattern was observed for N and P. As expected, total N and P concentrations decreased when the relevant ions were deficient in the nutrient solution. However, total N concentrations changed only slightly under low temperature or low P stress. P concentration on the other hand accumulated significantly when plants were subjected to low temperature or low N stress. Mn and Zn showed opposite behavior to P. Concentration of all other minor elements declined under stress. The strongest decrease was observed for Mo, especially under low N stress. In contrast to the minor elements, most measured trace elements accumulated under stress.

**Table 3:** Changes in ion profile under different stress conditions

**element**		**Low T**	**Low N**	**Low P**
major	**N**	−0.199*	−0.993*	0.1431
	**P**	0.858*	1.463*	−1.194*
	**S**	−0.297*	−0.846*	−0.482*
	**K**	0.265*	0.406*	0.197*
	**Mg**	−0.886*	−0.674*	−0.288
	**Ca**	−1.144*	−1.095*	−0.247*
minor	**Mn**	−0.632*	0.003	0.510*
	**Fe**	−0.166	−0.663*	−0.143
	**Zn**	−0.284	−0.719*	0.288*
	**Cu**	−0.289*	−0.813*	−0.100
	**Mo**	−1.702*	−3.486*	−0.509*
	**Sr**	−1.306*	−1.140*	−0.241*
trace	**Li**	nd	−1.804*	−0.214*
	**V**	0.667	0.620	0.253*
	**Cr**	3.044	0.463	0.403
	**Co**	nd	0.542	−0.203
	**Ni**	0.757	0.882*	0.751*
	**As**	−1.198*	−0.466	−0.366*
	**Rb**	0.375	0.363*	0.406*
	**Cs**	−0.290	0.626*	0.114
	**Pb**	−0.675	−1.488*	nd
	**Cd**	−0.606*	−2.050*	0.229

Data is shown as log_2_ fold change of stressed vs control values. The asteriks mark significant changes (*t*-test, p < 0.05); nd indicates that the measurement was below detection limit (not determined); *low T* low temperature, *low N* low nitrogen, *low P* low phosphorus.

### Metabolite profiles of low temperature, low N and low P stressed leaves

The general influence of low temperature, low N and low P stress on the metabolite profile (known and unknown metabolites) of maize source leaves was first tested by PCA. Figure 1A shows that experiment specific variation lay behind the first principle component (PC1 representing 44.7% variation). Experimental differences in metabolite profiles had been observed regularly and can be explained by the influence of small environmental differences [35]. In our work, differences in soil batches, seed batches or the influence of age on the performance of lamps in the growth chambers could have contributed to the experimental differences. Plants from the low temperature experiment were harvested at an earlier growth stage and were grown in different chambers. These aspects were also expected to have influence on separation of samples along PC1. Within each experiment there was a clear separation of samples from control and stressed plants. Differences between low temperature stressed and associated control T samples were also found along the PC1 axis, while samples from the nutrient experiments on the other hand were separated along PC2 (18.7%). The control samples from both nutrient experiments clustered together in the middle of PC2, and low N and low P samples were placed on opposite sides of the controls indicating that N and P deficiencies had contrasting effects on metabolite pattern.

**Figure 1:**
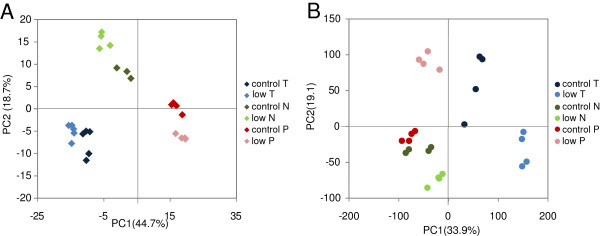
**Principal component analysis.** PCA was performed using **(A)** 539 metabolites peaks (153 known plus 386 unknown) and **(B)** 31501 transcript features.

Metabolite peaks with known identity were used for further analysis. Low temperature and low P stress caused significant changes (*t*-test, p < 0.05) in 84 and 87 metabolites respectively. About the same number of metabolites increased and decreased under these stresses (Figure 2). N limitation resulted in significant changes of 54 known metabolites, of these more (36) were reduced than enhanced (18). Figure 3 summarizes the changes in metabolite patterns of the most important metabolite groups in source leaf metabolism. N containing amino acids and P containing phosphorylated metabolites are reduced when the specific element was limiting. Phosphorylated metabolites generally reacted in the same direction as the soluble Pi concentration (Figure 3, Additional file 2: Figure S1). The overview also showed that most metabolites from a biochemical group usually reacted in the same direction.

**Figure 2:**
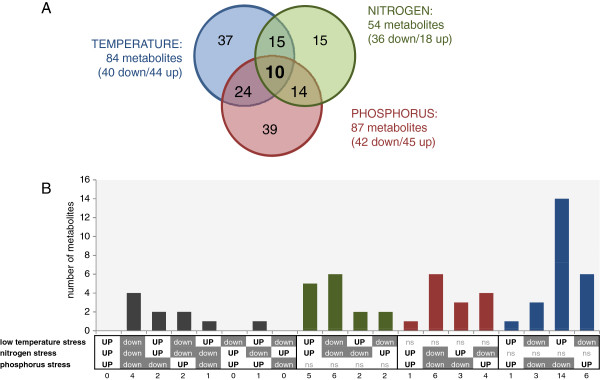
**Intersection of significantly regulated known metabolites under different stress conditions. (A)** Venn diagram of intersection between metabolites regulated by low temperature, low N and low P stress, **(B)** Overview of direction of regulation of metabolites responding to at least two stress situations (ns = not significant).

**Figure 3:**
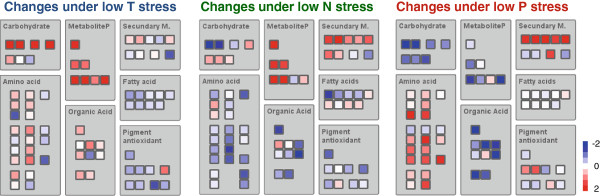
**Changes in metabolites from different biochemical groups under low temperature, low N and low P stress.** Data is presented as heatmaps for log2 fold changes in stressed vs control conditions. The squares indicate the following metabolites: carbohydrate (1st line: glucose, fructose, sucrose, starch; 2nd line: raffinose, melibiose, stachyose); amino acid (1st line: glutamate, glutamine, alanine; 2nd line: aspartate, asparagine; 3rd line: glycine, serine; 4th line: arginine, proline, cysteine; 5th line: threonine, isoleucine, lysine; 6th line: valine, leucine; 7th line: tyrosine, phenylalanine, tryptophane; 8th line: oxoproline, GABA; 9th line: ornithine, beta-alanine); MetaboliteP (1st line: phosphate; 2nd line: ribose-5-P, sedoheptulose-7-P; 3rd line: glucose-6-P, fructose-6-P, glucose-1-P, UDPglucose); organic acids (1st line: pyruvate; 2nd line: citrate, cis-aconitate, 2- oxoglutarate; 3rd line: succinate, fumarate, malate; 4th line: glycerate, glyoxylate); secundary metabolites (1st line: shikimic acid, quinic acid, chlorogenic acid, neochlorogenic acid, coumaronyquinic acid; 2nd line: trans-caffeic acid, trans-ferulic acid, DIMBOA, salicylic acid); fatty acid (1st line: lauric acids (C12:0), myristic acid (C14:0), palmitic acid (C16:0), stearic acid (C18:0), eicosanoic acid (C20:0); 2nd line: behenic acid (C22:0), lignoceric acid (C24:0), cerotic acid (C26:0), montanic acid (C28:0)); pigment/antioxidant (1st line: chlorophyll; 2nd line: zeaxanthin, antheraxanthin, violaxanthin, ascorbic acid; 3rd line: alpha-tocopherol, gamma-tocopherol, beta-carotin, lutein).

Low temperature stress generally resulted in increases in pools of carbohydrates such as sugars (glucose, fructose, sucrose, raffinose) and starch, but also phosphorylated metabolites and organic acids accumulated. Concentrations of most amino acids were also slightly enhanced (Figure 3). Proline, which represents a stress marker for different abiotic stress situations, showed a particularly pronounced increase (Additional file 3: Table S2). General decreases could be observed for all shown fatty acids and pigments. The majority of measured secondary compounds were not influenced by low temperature treatment.

Besides the decrease in amino acids, N limitation also caused reductions in the pools of organic acids (with exception of citrate), medium to long chain fatty acids as well as pigments (Figure 3). Phosphorylated metabolites and all phenylpropanoid secondary metabolites increased under low N stress. The picture for the most important carbohydrates of primary leaf metabolism was more complex under low N conditions (Figure 3). While the sugars glucose, fructose and sucrose decreased, sugars from the raffinose family accumulated, starch concentration also increased in leaves under low N conditions.

Under low P treatment, the pattern of primary metabolites looked almost opposite to the picture obtained under low temperature. Carbohydrates, phosphorylated metabolites and organic acids, which had increased under low temperature stress, were reduced by low P stress (Figure 3; Additional file 2: Figure S1). Some protective pigments such as zea- and antheraxanthin, which had decreased under low temperature conditions, were enhanced under low P. Only amino acids responded in the same direction under both stress treatments, but the degree of change was more pronounced under low P, especially high was the increase of glycine and serine (Additional file 3: Table S2). Phenylpropanoid related secondary metabolites also accumulated under low P stress similar to the situation caused by N limitation. Fatty acids were not influenced by the low P stress.

The Venn diagram (Figure 2A) revealed that only ten metabolites were actually significantly altered in all three applied stress conditions. Only four of these changed in the same direction and were commonly reduced, namely phytylesters (including chlorophyll a and b), salicylic acid, digalactosylglycerol and galloylhexose (Figure 2; Table 4). No metabolite marker with positive correlation to the applied stresses could be identified. All other metabolites from the intersection reacted differently to the applied stresses. Glucose-6P, a metabolite with central role in primary carbohydrate metabolism, was accumulated strongly under low temperature and low N stress, but decreased under low P. As described above, most other measured phosphorylated metabolites and to some degree also starch followed the same pattern as glucose-6P (Figure 3). Another significantly changed metabolite with very central function in metabolism was the organic acid pyruvate. Its pool was enhanced under low temperature stress and reduced under low P and low N conditions. The majority of other measured organic acids followed the same response pattern (Figure 3). Phenylalanine increased under low temperatures and low P stress, but decreased under low N stress thus representing the general response pattern of most amino acids. The carotenoid lutein serves in the chloroplast as photoprotective compound, in the present study it was only increased by low P stress, and decreased under low temperature and low N. Intersections between only two stress situations revealed overlap for regulation of 24, 15 and 14 metabolites under low temperature and low P, low temperature and low N, and low N and low P respectively (Figure 2A).

**Table 4:** Metabolites significantly changed by low temperature, low N and low P stress

**Metabolite name**	**Biochemical group**	**Low T**	**Low N**	**Low P**
Phytylesters (additional: Chl a, Chl b)	Pigments and antioxidants	−0.692	−1.156	−0.277
Salicylic acid	Phytohormones	−1.254	−0.872	−0.711
Digalactosylglycerol	Lipids, fatty acids	−0.654	−0.931	−0.922
Galloylhexose	Secondary metabolism	−1.895	−0.886	−0.984
7-OH-HBOA-2-O-glucoside	Secondary metabolism	−0.738	−1.134	1.311
Lutein	Pigments and antioxidants	−0.454	−0.368	0.41
Pyruvate	Organic acids	0.641	−1.426	−2.482
Glucose-6-phosphate	Carbohydrates	3.086	2.36	−1.487
Serine, lipid fraction	Lipids, fatty acids	0.576	0.766	−1.416
Phenylalanine	Amino acids	1.109	−1.22	1.438

The values represent log_2_ data of fold changes between stressed and control samples.

### Transcript profiles of low temperature, low N and low P stressed leaves

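RNA from source leaves of the maize inbred line B73 was labelled with 1 dye and hybridized to Agilent microarrays, with 1 array for each leaf sample. The 24 arrays came from 3 experiments, each with its own control plants, and every one of the 6 groups held 4 biological replicates. On each array 43197 spots were scanned, of which 41780 were transcript probes, and each probe was spotted once. The number of arrays per group, not a read depth, limits the precision of the values, and for dim probes the signal over background does so too.

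The authors scanned the arrays and extracted the spot signals with Agilent's Feature Extraction software, which subtracted the background of each spot. From these signals the log2 value of each probe was taken here, and the 75th percentile of the array was subtracted, as in the Methods. Spots with an outlier flag were left out and saturated spots were kept. Probes well above background on all 4 arrays of at least 1 group were tested, which left 31507 probes. Each stress was compared with its own control by limma over the 8 arrays of the experiment, and a transcript was called changed at a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05, the limits of the Methods. The paper's text gives these limits without naming the test for the arrays. Positive log2 changes are higher in the stressed leaves throughout.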

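In the low temperature experiment, 31188 to 32410 probes per array were well above background in the low temperature leaves and 29962 to 35451 in their controls. Replicates 1 and 2 of both groups shared 1 slide and replicates 3 and 4 another, so that the slide could be entered as a block.

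In the low N experiment the corresponding numbers were 26928 to 30864 in the low N leaves and 25780 to 33163 in the controls. Its arrays lay on 4 slides, of which 1 held arrays of both groups, and the slide was entered as a random block.

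In the low P experiment 28075 to 36966 probes were well above background in the low P leaves and 29600 to 31363 in the controls. All 4 control P arrays lay on 1 slide and all 4 low P arrays on another, so that slide and low P treatment cannot be told apart in these data.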

Differences in transcript patterns of low temperature, low N, and low P stressed leaf samples and the associated controls were also tested by PCA. 

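Over the 31185 tested probes with a value on all 24 arrays, Pareto-scaled log2 values placed 34.1% of the variance on the first component. With each array left out in turn this share had an SD of 1.20 percentage points and stayed between 31.6% and 35.6%. The low temperature arrays had a mean score of 149.9 ± 4.23 (SD, n = 4) and their controls of 54.1 ± 15.7 (SD, n = 4). Against this, the means were -59.98 ± 26.2 for control N, -23.4 ± 13.2 for low N, -78.4 ± 11.2 for control P and -42.1 ± 17.7 for low P (SD, n = 4 each). All 8 arrays of the low temperature experiment scored between 31.9 and 155.9 and all 16 arrays of the nutrient experiments between -93.5 and -12.1, with no overlap. The alternative that moved this share most was the omission of the background filter, with 28.3%. The experiment accounted for 81.7% of the variance of the scores on this component. It accounted for only 33.8% under normexp background correction and 33.6% under scaling on spike-in probes. Under the same scaling restricted to spike-in probes well above background on all arrays it was 36.7%. On the second component the experiment accounted for 59.6%, 57.4% and 52.8% under these settings, in the same order, against 41.5% without them.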

The first principal component (33.9%) separated samples from the low temperature experiment from the nutrient experiment samples (Figure 1B). Since plants from N and P experiments were harvested at a later growth stage and were grown in different chambers than in the low temperature experiment, this component could be influenced by developmental differences. The second principal component (19.1%) separated low N and low P samples from the controls from both experiments. 

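The second component held 19.2% of the variance, with an SD of 0.622 percentage points over the omission of single arrays and a range from 18.2% to 20.2%. Its mean score was -73.3 ± 8.15 (SD, n = 4) for low N and 90.9 ± 10.6 (SD, n = 4) for low P, while control N had -32.7 ± 3.43 and control P -13.9 ± 6.96 (SD, n = 4 each). The arrays of the low temperature experiment spread widely along it, from 3.10 to 96.7 for control T and from -55.1 to -7.61 for low T, so that some control T arrays scored within the range of low P. Group membership accounted for 90.6% of the variance of these scores, and for 53.9% with no background filter.

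**Figure D1:**
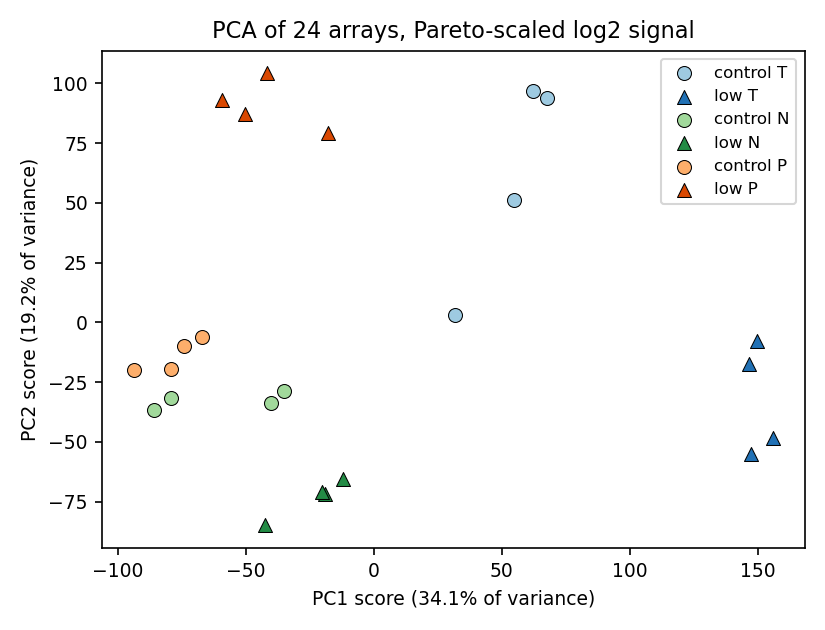
Scores of the 24 arrays on the first and the second principal component of Pareto-scaled log2 values (unitless), with 1 point per array and the colour giving the group. The arrays of the low temperature experiment lie above 31.9 on the first component, and on the second component the low P arrays lie above 79.0 and the low N arrays below -65.7.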

Experimental differences were still visible but much less pronounced than in the analysis of metabolite profiles. 

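Control N and control P plants were compared directly, since both had been grown with full nutrient supply. Their mean positions on the first 2 components were 26.4 apart, and the array farthest from its own group mean lay 26.1 away in control N and 16.2 away in control P. The distance between control P and low P was 110.9 and that between control N and low N 54.6. By limma, 396 of 31507 transcripts were called between the 2 control groups, 182 higher in control N and 214 higher in control P. Of these, 176 were also called under low temperature, 138 under low N and 187 under low P. The number rested on few arrays. Without replicate 1 and without replicate 2 limma called 0 transcripts, with 4511 and 4334 at an unadjusted p under 0.05, against 7254 with all arrays. It called 185 without replicate 3 and 249 without replicate 4. Normexp background correction gave 7 calls, with 2840 at an unadjusted p under 0.05. No slide held arrays of both control groups, so that slide and experiment cannot be told apart.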

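Along the second component, all 4 low N arrays scored from -84.9 to -65.7 and all 4 low P arrays from 79.0 to 104.2. The controls lay between them without overlap, from -36.8 to -28.6 for control N and from -19.8 to -6.03 for control P.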

Again, low P and low N treated samples clustered on opposite sides of the controls.

Overall, 3816, 3236, and 1179 transcripts were significantly changed by low temperature stress, P stress and N stress respectively (Figure 4, Additional file 4: Table S3). 

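By limma, 4528 transcripts were called under low temperature (14.4% of 31507), 3537 under low P (11.2%) and 1828 under low N (5.80%). The median size of the log2 change among the called transcripts was 1.50, 1.50 and 1.47, respectively. At the adjusted p alone, without the fold change limit, 9783, 12963 and 3493 transcripts passed, and 13704, 15873 and 8677 at an unadjusted p under 0.05. The median residual SD of a transcript was 0.191 in the low P experiment, compared with 0.296 for low temperature and 0.304 for low N. As a ratio, the alternative that moved the counts for low temperature and low P most, apart from the removal of the fold change limit, was normexp background correction, with 1635 and 1610 calls. For low N it was a test against a 1.5-fold change, with 401 calls. Omission of single replicates left between 3552 and 4341 calls under low temperature and between 3181 and 3429 under low P. The low N count fell to 621 without replicate 1, 659 without replicate 2 and 1126 without replicate 4, and was 1302 without replicate 3. With the slide as a block there were 4992 calls under low temperature and 3355 under low N, and no such fit was possible for low P.

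Scaling on the 10 spike-in probes in place of the 75th percentile moved the median log2 change of all tested probes up by 0.445 under low temperature, 0.531 under low N and 0.215 under low P. Of these probes 3 were not well above background on every array. Scaling on the other 7 (restricted spike-in scaling), which was chosen after seeing the data, moved it up by 0.218, 0.574 and 0.517 and gave 4659, 3161 and 7076 calls. All changes in the following are relative to the 75th percentile of the array, and do not show whether the total amount of transcript changed.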

About equal amounts of transcripts were down- and up-regulated by low temperatures. 

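Of the 4528 transcripts called under low temperature, 2285 (50.5%) were higher and 2243 (49.5%) lower. The share of higher transcripts was 58.6% under quantile normalization and 49.4% under normexp background correction. It rose to 82.9% of 6317 calls under spike-in scaling and to 69.8% of 4659 under restricted spike-in scaling. Omission of single replicates left it between 47.2% (without replicate 4) and 57.5% (without replicate 3).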

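Under low N, 983 of the 1828 called transcripts (53.8%) were lower and 845 (46.2%) higher. Quantile normalization brought the share of higher transcripts to 49.8%, and normexp background correction to 42.3%. Under spike-in scaling the split turned around, and 86.5% of 1851 calls were higher, as were 90.6% of 3161 under restricted spike-in scaling. The share was 38.2% without replicate 1 and 37.6% without replicate 3.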

N deficiency caused more down- than up-regulation of transcripts. 

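In the low P leaves, 2588 of the 3537 called transcripts (73.2%) were higher and 949 lower, a ratio of 2.73. Higher transcripts made up 57.7% of the calls under quantile normalization, 63.0% under normexp background correction, 86.5% under spike-in scaling and 94.9% under restricted spike-in scaling. Without replicate 1 the share was 66.2%, and over probes well above background on all 24 arrays 66.1%. At an adjusted p under 0.05 with no fold change limit it was 50.8%.

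**Figure D2:**
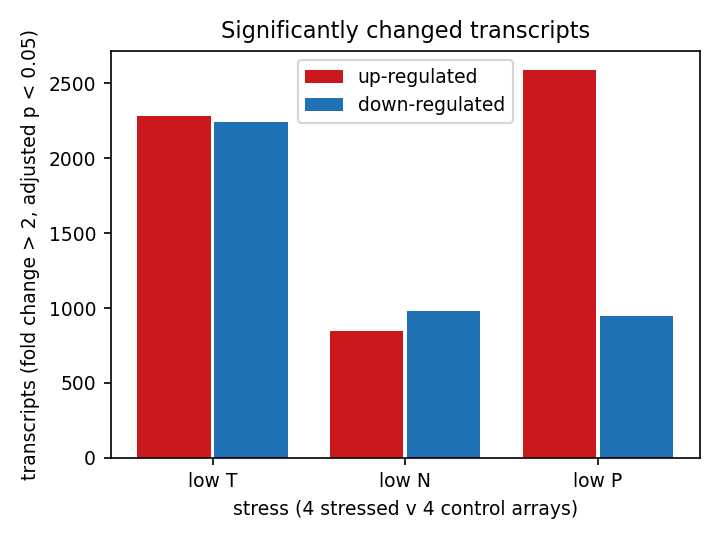
Number of transcripts called higher and lower under low temperature, low N and low P (bars, starting at 0). In low P the higher transcripts (2588) exceed the lower ones (949), and they did so under the other scalings, with between 57.7% and 94.9% of the calls higher.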

The opposite was true for P deficient sample and about 2.5 times more transcripts were up- than down-regulated (Figure 4). The GO-term enrichments tool (AgriGO; [36]) indicated that low temperature caused reduction in transcripts related to transport processes, protein modification, lipid and carbohydrate metabolism (Table 5). 

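The list of ribosomal proteins in Table S4 holds 204 transcripts of this array. Under low temperature 183 of them were higher and 21 lower, and 106 were called higher (107 called when adjusted over the list alone).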

Nitrogen, protein, polysaccharide metabolism and ribosomal protein related transcripts on the other hand were up-regulated (Table 5; Additional file 5: Table S4). Gene expression related transcripts such as transcription factors were affected in both directions by low temperature stress (Table 5). 

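Of the 17 phosphate transporters listed in Table S4, 11 had a lower signal under low N and 6 were called lower (6 called when adjusted over the list alone), although the mean of the list turned to 0.013 under spike-in scaling and 0.055 under restricted spike-in scaling. Among 12 transcripts of sucrose synthesis, 9 were lower, of which 3 were called (3 when adjusted over the list alone). The enrichment of gene ontology terms in Table 5 was not repeated here.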

N deficiency was characterized by down-regulation of transcripts involved in phosphate transport, oligosaccharide biosynthesis and amine metabolism (Table 5). In contrast, under low P stress functional enrichment was only found for the up-regulated features, among them transcripts from oxidative stress, polysaccharide metabolism, phosphate transport, cell wall degradation and alcohol metabolism (Table 5).

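Under low P, 13 of 17 phosphate transporters were higher, with 7 called higher and 1 called lower (8 called when adjusted over the list alone). Of 23 cellulose biosynthesis transcripts 20 were higher, 9 were called higher and 1 lower (10 when adjusted over the list alone).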

**Figure 4:**
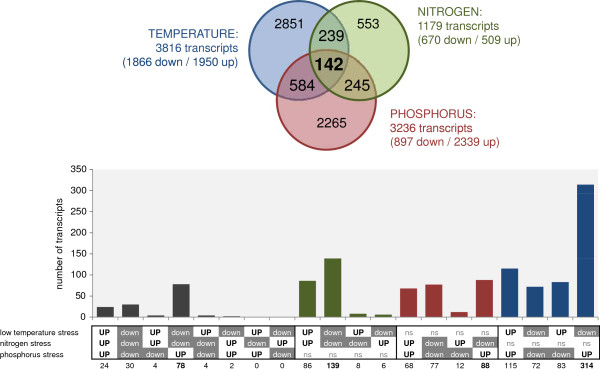
**Intersection of significantly regulated transcripts under different stress conditions. (A)** Venn diagram of intersection between transcripts regulated by low temperature, low N and low P stress, **(B)** Overview of direction of regulation of transcripts regulated in at least two stress situations (ns = not significant).

**Table 5:** GO term enrichment in transcript groups significantly regulated by low temperature, low N or low P stress

**Stress**	**Regulation**	**Process**	**Function**	**Compartment**
LOW T	down	anion transport	heme binding	none significant
		phosphate transport	tetrapyrrole binding	
		organic acid transport	phosphoric ester hydrolase	
		amino acid phosphorylation	anion transmembrane transporter	
		protein modification	phosphate transmembrane transporter	
		lipid metabolism	protein kinase activity	
		carbohydrate metabolism	transcription factor regulation	
		gene expression	oxidoreductase regulation	
		regulation of nitrogen metabolism	lipase activity	
			sugar binding	
	up	translation	glycosyl bond hydrogenase	ribosome
		protein metabolism		cytoplasm
		nitrogen compound metabolism		
		gene expression		
		polysaccharide metabolism		
LOW N	down	nitrogen compound metabolism	phosphoric ester hydrolase	none significant
		phosphate transport	phosphate transmembrane transport	
		oligosaccharide biosynthesis	phosphatase	
		trehalose biosynthesis	heme binding	
		amine metabolism	tetrapyrrole binding	
	up	none significant	glycosyl group transferase	none significant
			enzyme regulator activity	
			nucleoside-triosephosphatase regulation	
LOW P	down	none significant	none significant	none significant
	up	response to oxidative stress	oxidoreductase	cell wall
		lipid metabolism	heme binding	
		polysaccharide metabolism	tetrapyrrole binding	
		nitrogen compound metabolism	antioxidant activity	
		phosphate transport	lipase activity	
		cell wall degradation	phosphoric ester hydrolase	
		alcohol metabolism	phosphate transmembrane transport	
			phosphatase activity	
			chitinase activity	

Analysis was performed using the AgriGO webtool [36]. The results were summarized to avoid repetition.

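With the limma calls, 239 transcripts were changed under all 3 stresses. If the calls under the 3 stresses had been independent of each other, the product of their shares would have given 29.5 transcripts. As a ratio, the alternative that moved this number most was a test against a 1.5-fold change, which gave 52, while the removal of the fold change limit gave 791. The number depended on single replicates, with 97 without replicate 1, 82 without replicate 2, 129 without replicate 3 and 142 without replicate 4.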

A total of 142 transcripts were significantly changed under all three applied stress conditions. Of those 30 and 24 were commonly down- and up-regulated respectively (Figure 4; Table 6, Additional file 6: Table S5). 

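Of the 239 transcripts, 49 were lower and 49 higher under all 3 stresses. Under spike-in scaling 21 were lower and 174 higher in all 3, and 14 and 226 under restricted spike-in scaling. Table 6 lists 48 transcripts with a common direction, 27 lower and 21 higher, and all 48 were called under all 3 stresses in the direction given there. Their log2 changes correlated with those of Table 6 at r = 1 across transcripts, which are not independent replicates. Without replicate 1 there were 21 lower and 10 higher transcripts in common, and without replicate 2 there were 19 and 15.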

Among the commonly down-regulated genes only two nitrate reductases and an amino acid transporter would translate into proteins with direct metabolic function. 

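The nitrate reductase GRMZM2G142386 had a log2 change of -1.20 (standard error 0.20, adjusted p = 0.00340) under low temperature, -3.11 (standard error 0.19, adjusted p = 0.000160) under low N and -1.17 (standard error 0.10, adjusted p = 0.000106) under low P. For the nitrate reductase GRMZM2G076723 the values were -1.19 (standard error 0.23, adjusted p = 0.00635), -3.01 (standard error 0.21, adjusted p = 0.000226) and -1.20 (standard error 0.12, adjusted p = 0.000188). The amino acid transporter changed by -1.35 (standard error 0.23, adjusted p = 0.00360), -1.78 (standard error 0.13, adjusted p = 0.000292) and -1.15 (standard error 0.14, adjusted p = 0.000539). In each of these comparisons the 4 stressed and the 4 control arrays did not overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 arrays allow). GRMZM2G142386 lost its call for low temperature under normexp background correction (adjusted p = 0.0595), under quantile normalization (-0.90), under spike-in scaling (adjusted p = 0.0593) and under restricted spike-in scaling (-0.98), and for low P under spike-in scaling (-0.95) and under restricted spike-in scaling (-0.65). GRMZM2G076723 lost its call for low temperature under normexp background correction (adjusted p = 0.0697), under quantile normalization (-0.93), under spike-in scaling (adjusted p = 0.0572) and under restricted spike-in scaling (-0.97), and for low P under spike-in scaling (-0.99) and under restricted spike-in scaling (-0.68). The amino acid transporter lost its call for low temperature under spike-in scaling (adjusted p = 0.0594), and for low N under spike-in scaling (adjusted p = 0.0666), and for low P under spike-in scaling (-0.93) and under restricted spike-in scaling (adjusted p = 0.0578).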

Most other commonly down-regulated transcripts are not very well described for maize, but are predicted to have regulatory functions such as kinases or transcription factors. Transcripts with predicted regulatory function also dominate the general positive stress markers (Table 6). 

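Among the 49 transcripts higher under all 3 stresses were all 21 positive stress markers of Table 6. The names and predicted functions of these markers were taken from the table, and no enrichment of regulatory functions was tested here.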

The MYB transcription factor rough sheath *RS2* (GRMZM2G403620) has already been described as a negative regulator of maize leaf development [37]. 

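The probe for RS2 had a normalized log2 signal of 2.63 ± 0.29 (SD, n = 4) in the low temperature leaves and -0.49 ± 1.50 (SD, n = 4) in their controls. Its log2 change was 3.13 (standard error 0.66, adjusted p = 0.00926) under low temperature, 1.99 (standard error 0.39, adjusted p = 0.0168) under low N and 1.82 (standard error 0.29, adjusted p = 0.00186) under low P. RS2 lost its call for low temperature without replicate 3 (adjusted p = 0.0610), and for low N without replicate 1 (adjusted p = 0.0800), without replicate 3 (adjusted p = 0.0682) and without replicate 4 (adjusted p = 0.0628), and for low P under normexp background correction (adjusted p = 0.0905).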

Two additional stress stimulated transcripts were predicted to be involved in structural assembly of chloroplasts (chaperonin: AC215201.3_FG005; GSA2: GRMZM2G116258).

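The chaperonin-60 alpha transcript increased by 1.85 (standard error 0.17, adjusted p = 0.000334) on the log2 scale under low temperature, 1.66 (standard error 0.28, adjusted p = 0.00984) under low N and 1.36 (standard error 0.17, adjusted p = 0.000676) under low P. Its increase lost its call for low N without replicate 2 (adjusted p = 0.0706). For GSA2 the log2 changes were smaller and similar in size, with 1.17 (standard error 0.15, adjusted p = 0.00116), 1.06 (standard error 0.22, adjusted p = 0.0213) and 1.16 (standard error 0.14, adjusted p = 0.000511). GSA2 lost its call for low N without replicate 1 (adjusted p = 0.0661), without replicate 2 (adjusted p = 0.132), without replicate 4 (adjusted p = 0.0850) and with the slide as a block (0.97).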

**Table 6:** Transcripts significantly changed into the same direction by low temperature, low N and low P stress

			**LOG**_**2 **_**FC stress vs control**		
**OptiID**	**Parent 4a.53**	**Short description**	**Low T**	**Low N**	**Low P**
OptiV1C13059	GRMZM2G038281	Glycosyl hydrolases family 35	−1.375	−1.633	−1.779
OptiV1C01796	GRMZM2G430936	Glycosyl hydrolases family 18	−2.416	−1.964	−1.302
OptiV1S19512	GRMZM2G052625	Glutathione S-transferase	−3.028	−2.607	−1.172
OptiV1S33411	GRMZM2G050307	SAM dependent carboxyl methyltransferase	−3.403	−1.785	−1.378
OptiV1S28200	GRMZM2G133996	SAM dependent carboxyl methyltransferase	−3.481	−1.774	−1.294
OptiV1S33603	GRMZM2G050321	SAM dependent carboxyl methyltransferase	−3.407	−1.725	−1.303
OptiV1C06941	GRMZM2G048904	GDSL-like Lipase/Acylhydrolase superfamily	−1.238	−1.545	−2.086
OptiV1C08466	GRMZM2G142386	cytosolic isoform of nitrate reductase	−1.203	−3.109	−1.166
OptiV1S19330	GRMZM2G076723	nitrate reductase	−1.190	−3.012	−1.201
OptiV1C15441	GRMZM2G110195	transmembrane amino acid transporter	−1.349	−1.785	−1.147
OptiV1S27277	GRMZM2G332660	calcium-dependent protein kinase	−2.708	−1.947	−2.072
OptiV1S18644	GRMZM2G075286	wall-associated kinase	−3.521	−5.376	−3.073
OptiV1S18504	GRMZM2G173710	histidine-containing phosphotransmitter	−3.184	−1.447	−2.076
OptiV1S27555	GRMZM2G401606	S-locus lectin protein kinase	−4.052	−2.573	−1.641
OptiV1C01433	GRMZM2G086066	Heavy metal transport/detoxification superfamily	−2.426	−2.280	−1.938
OptiV1S26323	GRMZM2G010920	myb-like HTH transcriptional regulator	−1.174	−2.835	−1.170
OptiV1C00704	GRMZM2G086231	2OG-Fe(II) oxygenase superfamily	−3.268	−4.826	−3.697
OptiV1C04996	GRMZM2G168552	abscisic stress-ripening, putative	−1.088	−1.102	−1.313
OptiV1C11463	GRMZM2G122954	endosomal targeting BRO1-like domain-containing protein	−1.399	−2.072	−1.815
OptiV1C02712	GRMZM2G166906	Glucose-methanol-choline (GMC) oxidoreductase	−4.346	−4.293	−1.252
OptiV1S19822	GRMZM2G079616	HXXXD-type acyl-transferase family protein	−2.505	−3.119	−1.238
OptiV1S26828	GRMZM2G057467	Cytochrome b561/ferric reductasetransmembrane domain	−2.315	−6.245	−3.414
OptiV1S34472	GRMZM2G428119	BTB-POZ and MATH domain 4	−2.438	−1.392	−1.525
OptiV1S24670	GRMZM2G073969	unknown	−4.009	−3.256	−1.747
OptiV1S19308	GRMZM2G134219	unknown	−1.834	−3.057	−1.950
OptiV1C14939	GRMZM2G470882	unknown	−3.374	−2.211	−1.400
OptiV1S18877	GRMZM2G439246	unknown	−1.011	−1.636	−1.279
OptiV1C11114	GRMZM2G111324	Glucan endo-1,3-beta-D-glucosidase	1.738	1.529	1.098
OptiV1S18343	GRMZM2G090441	Glycosyl hydrolases family 18	5.732	2.414	1.432
OptiV1C04728	GRMZM2G062974	basic chitinase	1.656	2.002	2.282
OptiV1S31825	GRMZM2G046750	Bifunctional inhibitor/lipid-transfer protein	5.542	3.523	2.572
OptiV1C01291	GRMZM2G396212	Class-II DAHP synthetase family	1.621	1.162	1.804
OptiV1S28228	AC215201.3_FG005	chaperonin-60 alpha involved in Rubisco folding	1.847	1.664	1.363
OptiV1S23488	GRMZM2G116258	glutamate-1-semialdehyde 2,1-aminomutase 2 (GSA2)	1.174	1.057	1.158
OptiV1S33616	GRMZM2G072569	Leucine-rich receptor-like protein kinase	1.061	1.359	1.324
OptiV1C17401	GRMZM2G017355	Mitochondrial transcription termination factor	1.142	1.179	1.208
OptiV1S23917	GRMZM2G171466	Transcription factor containing NAC and TS-N domains	1.146	1.582	1.391
OptiV1C00118	GRMZM2G403620	MYB transcription factor (rough sheath2)	3.127	1.987	1.818
OptiV1C02069	GRMZM2G132169	Multicopper oxidase/laccase	3.789	1.599	1.736
OptiV1C09392	GRMZM2G391042	Calcium transporting ATPase	1.357	1.057	1.201
OptiV1S19459	GRMZM2G120897	Actin filament-coating protein tropomyosin	5.247	1.336	1.461
OptiV1S30839	GRMZM2G150791	Ankyrin repeat	1.128	1.559	1.202
OptiV1C14068	GRMZM2G060029	Armadillo/beta-catenin-like repeats	2.081	2.121	4.472
OptiV1C03999	GRMZM2G154414	Cyclin-dependent kinase inhibitor family	2.470	2.813	1.220
OptiV1S20962	GRMZM2G143457	unknown	1.453	2.321	1.437
OptiV1C15394	GRMZM2G004349	VIRB2-interacting protein 1 (BTI1)	1.640	1.372	1.600
OptiV1C13551	GRMZM2G015603	alpha/beta hydrolase superfamily	3.798	2.658	2.490
OptiV1C10502	GRMZM2G095404	Peroxidase superfamily	5.299	3.578	2.478

The values represent log_2_ data of fold changes between stressed and control samples. Transcripts appearing twice in the list but representing the same genome loci were reduced to one entry, transcripts without localization on the current genome (4a.53) were omitted. The complete list can be accessed in the Additional file 6: Table S5.

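Of the 239 transcripts called under all 3 stresses, 120 (50.2%) were lower under low temperature and low N and higher under low P. The next most frequent were the 2 common directions, and 8 transcripts were lower under low temperature only, 6 were higher under low temperature only, 6 were lower under low P only and 1 was higher under low N only. The share of the first pattern was moved most by spike-in scaling, to 21.6% of 292 transcripts, where a common increase became the most frequent pattern. It was 22.2% of 365 under restricted spike-in scaling, again with more common increases, and 68.9% under normexp background correction. Without replicate 1 it was 61.9%, and omission of each of the other replicates left it between 50.0% and 58.9%.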

The bulk of commonly regulated transcripts (55%) followed the pattern: down-regulated under low temperature and low N, but up-regulated under low P conditions (Figure 4). This pattern was dominated by transcripts which had been previously described for their involvement in regulation of phosphate homeostasis, such as SPX domain proteins, phosphate transporters, phosphoesterases or sulfolipid synthesis related proteins [38]. They amounted to 41% of the functionally annotated transcripts in this group (Additional file 6: Table S5). 

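The 5 lists of Pi related transcripts in Table S4 (phosphate transporters, SPX domain proteins, regulation of the Pi response, acid phosphatases and other Pi related transcripts) hold 54 transcripts, and 15 of them were called under all 3 stresses. All 15 had the pattern of a decrease under low temperature and low N and an increase under low P, which makes 15 of the 120 transcripts with this pattern. The tables of the paper paired 110 of the 120 with a locus. The paper's share is taken over the functionally annotated transcripts of Table S5, which was not used here. The 15 of 120 count members of the Table S4 lists over all transcripts with the pattern, so that they cannot be set against that share.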

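In this count, 1538 transcripts were called under exactly 2 stresses, of which 864 changed in the same direction under both and 674 in opposite directions. Of those called under low temperature and low P only, 408 were lower under low temperature and higher under low P, 164 higher under both, 103 higher under low temperature and lower under low P and 74 lower under both. Those called under low N and low P only comprised 160 higher under both, 119 lower under both, 111 lower under low N and higher under low P and 16 the other way. Under low N and low temperature only, 201 were lower and 146 higher under both, and 18 took each of the mixed patterns. Across all 31507 transcripts the log2 changes under low temperature and low N correlated at r = 0.351, those under low N and low P at 0.128 and those under low temperature and low P at -0.159. These correlations are across transcripts, which are not independent replicates.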

The majority of transcripts with significant regulation in only two of the applied stress situations actually followed the same pattern: common down-regulation under low N and low temperature, but up-regulation under low P (Figure 4). Generally, 584, 245 and 239 transcripts were significantly regulated by low temperature and low P, low P and low N, or low N and low temperature respectively (Figure 4).

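The numbers called under exactly 2 stresses were 749 for low temperature and low P, 406 for low P and low N and 383 for low N and low temperature. A single stress was left for 3157 transcripts under low temperature, 800 under low N and 2143 under low P. With the transcripts of all 3 stresses included, low temperature and low P shared 988 calls, low N and low P 645 and low temperature and low N 622, where the products of the shares would give 508, 205 and 263.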

### Effects of low temperature, low N and low P stress on transcripts of primary C, N and P metabolism of source leaves

The regulation of primary C, N and P metabolism under stress had been the specific focus of this study. Therefore, transcripts involved in the selected pathways were singled out and associated with the features on the maize microarray chip. 

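The lists of Table S4 were used here as printed, with sucrose and starch divided by the enzyme names into synthesis, degradation and transport, which made 38 lists. Every listed probe was kept whatever its background flag, and each probe was counted once per list. Of the log2 changes printed in the paper for the named transcripts, 129 could be set beside the values here, and the largest difference was 0.00081.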

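For each list the normalized log2 values were centred on the mean of each probe over all 24 arrays, and their mean was taken on every array. The 8 means of an experiment were compared by limma with Benjamini-Hochberg adjustment over 38 lists and 3 stresses. The mean change was called for 22 lists under low temperature (7 higher, 15 lower), 23 under low N (4 higher, 19 lower) and 22 under low P (13 higher, 9 lower). Omission of single replicates left at least 14 lists called under low temperature (without replicate 3), 17 under low N and 18 under low P. Whether stresses differed was tested separately by interaction contrasts over all 24 arrays, which were called for 59 of 114 pairs of list and contrast.

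The alternative that moved the number of called lists most, apart from set tests, was spike-in scaling, which left 8, 4 and 8 lists. The lists called under that scaling were sucrose transport, cellulose biosynthesis, Arg, Pro metabolism, Thr, Lys metabolism, SPX domain proteins, acid phosphatases, cytoskeleton and ribosomal proteins for low temperature, cellulose biosynthesis, nitrate reduction, SPX domain proteins and senescence markers for low N and photosystem II, cellulose biosynthesis, nitrate reduction, phosphate transporters, acid phosphatases, senescence markers, senescence related proteases and aspartyl proteases for low P, and calls lost under it are not repeated below. Under restricted spike-in scaling 15, 10 and 26 lists were called, namely sucrose transport, starch degradation, cellulose biosynthesis, nitrate transport, GS/GOGAT cycle, Arg, Pro metabolism, Leu, Val, Ile metabolism, Thr, Lys metabolism, phosphate transporters, SPX domain proteins, regulation of the Pi response, acid phosphatases, autophagy, cytoskeleton and ribosomal proteins for low temperature, cellulose biosynthesis, nitrate reduction, Leu, Val, Ile metabolism, SPX domain proteins, acid phosphatases, senescence markers, cytoskeleton, chlorophyll degradation, senescence related proteases and ribosomal proteins for low N and photosystem I, photosystem II, glycolysis, TCA cycle, oxidative pentose phosphate pathway, sucrose synthesis, sucrose degradation, sucrose transport, starch degradation, cellulose biosynthesis, nitrate reduction, Arg, Pro metabolism, Leu, Val, Ile metabolism, Thr, Lys metabolism, Ser, Gly, Cys metabolism, aromatic amino acid metabolism, phosphate transporters, SPX domain proteins, regulation of the Pi response, acid phosphatases, senescence markers, cytoskeleton, senescence related proteases, senescence related transcription factors, aspartyl proteases and serine proteases for low P. A competitive set test (camera with its preset correlation) called 10, 15 and 10 lists. Of these calls, all 10, 11 and 8 also held under the self-contained set test fry, namely Arg, Pro metabolism, SPX domain proteins, acid phosphatases, cellulose biosynthesis, cytoskeleton, phosphate transporters, photosystem I, photosystem II, ribosomal proteins and sucrose synthesis for low temperature, C4 shuttle, SPX domain proteins, TCA cycle, acid phosphatases, glycolysis, nitrate reduction, other Pi related transcripts, oxidative pentose phosphate pathway, phosphate transporters, serine proteases and sucrose synthesis for low N and acid phosphatases, aspartyl proteases, autophagy, nitrate reduction, phosphate transporters, photorespiration, ribosomal proteins and starch synthesis for low P. When camera estimated the correlation between transcripts from the arrays it called 0 lists, with 1, 10 and 2 lists at an unadjusted p under 0.05, while fry alone called 21, 18 and 23. Under spike-in scaling 11 of the interaction contrasts were called, namely nitrate reduction (low temperature minus low N), SPX domain proteins (low temperature minus low N), sucrose transport (low temperature minus low P), nitrate reduction (low temperature minus low P), phosphate transporters (low temperature minus low P), SPX domain proteins (low temperature minus low P), regulation of the Pi response (low temperature minus low P), acid phosphatases (low temperature minus low P), ribosomal proteins (low temperature minus low P), SPX domain proteins (low N minus low P) and acid phosphatases (low N minus low P). Restricted spike-in scaling left 19, namely photosystem II (low temperature minus low N), cellulose biosynthesis (low temperature minus low N), nitrate reduction (low temperature minus low N), SPX domain proteins (low temperature minus low N), photosystem I (low temperature minus low P), photosystem II (low temperature minus low P), sucrose synthesis (low temperature minus low P), nitrate transport (low temperature minus low P), phosphate transporters (low temperature minus low P), SPX domain proteins (low temperature minus low P), regulation of the Pi response (low temperature minus low P), acid phosphatases (low temperature minus low P), senescence related transcription factors (low temperature minus low P), serine proteases (low temperature minus low P), nitrate reduction (low N minus low P), phosphate transporters (low N minus low P), SPX domain proteins (low N minus low P), regulation of the Pi response (low N minus low P) and acid phosphatases (low N minus low P).

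**Figure D3:**
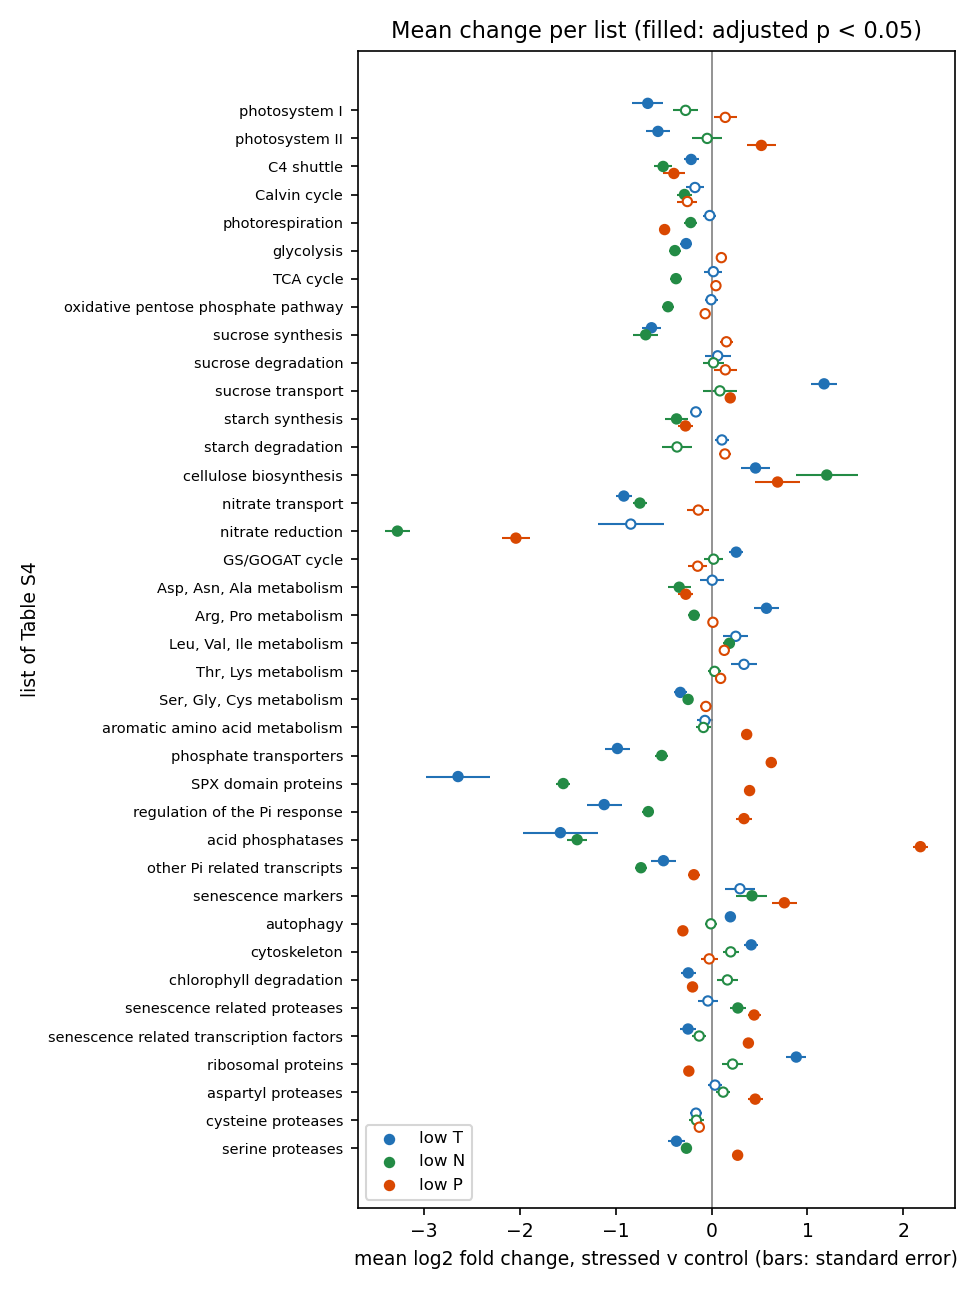
Mean log2 change of each of the 38 lists of Table S4 under low temperature, low N and low P against the matching controls (horizontal axis, 1 marker per list and stress), with filled markers for called lists. The largest changes are those of nitrate reduction under low N, SPX domain proteins under low temperature and acid phosphatases under low P, and none of these 3 changes sign under another scaling.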

The mean change of transcripts from a particular pathway is summarized in Figure 5, and data from the individual sequences can be found in supplements (Additional file 5: Table S4).

**Figure 5:**
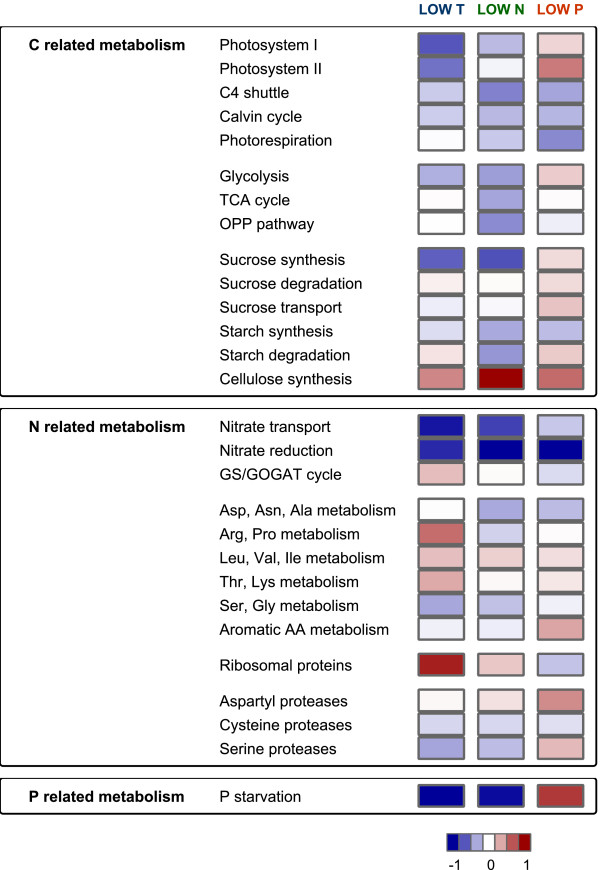
**Summarised transcriptional changes in primary metabolism under low temperature, low nitrogen or low phosphorous stress.** Data is presented as log_2_ values of fold changes (stressed vs control) from the average changes in the pathway. The data behind the average values are presented in Additional file 5: Table S4.

The majority of transcripts belonging to both photosystems were not changed significantly under stress, nevertheless the transcripts all tended to react in the same direction indicating high transcriptional coordination. 

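Of 15 listed photosystem I transcripts, 3 were called lower under low temperature (3 when adjusted over the list alone), and the log2 changes ranged from -1.35 to -0.33. By direction, 15 were lower under low temperature, 15 lower under low N (but the list mean was 0.13 under quantile normalization, 0.26 under spike-in scaling and 0.30 under restricted spike-in scaling) and 13 higher under low P. For photosystem II, 11 of 11 were lower under low temperature, 7 lower under low N (with a list mean of 0.24 under quantile normalization, 0.49 under spike-in scaling and 0.53 under restricted spike-in scaling) and 11 higher under low P, of which 2 were called higher.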

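The mean log2 change of the photosystem I list was -0.66 (standard error 0.16, adjusted p = 0.00854) under low temperature, -0.27 (standard error 0.13, adjusted p = 0.0963, but 0.13 under quantile normalization, 0.26 under spike-in scaling and 0.30 under restricted spike-in scaling) under low N and 0.14 (standard error 0.12, adjusted p = 0.320) under low P. For photosystem II it was -0.56 (standard error 0.12, adjusted p = 0.00537), -0.045 (standard error 0.15, adjusted p = 0.841, but 0.24 under quantile normalization, 0.49 under spike-in scaling and 0.53 under restricted spike-in scaling) and 0.52 (standard error 0.15, adjusted p = 0.0164). The photosystem I list under low N was called without replicate 3 (-0.42, adjusted p = 0.0320), and under low P it was called under restricted spike-in scaling (0.66). The photosystem II list under low P lost its call without replicate 4 (adjusted p = 0.0838) and under fry (adjusted p = 0.0619). Under low temperature the means of photosystem I and II were -0.25 and -0.19 under quantile normalization, where both stayed called, and -0.59 and -0.52 under normexp background correction. They were not called under spike-in scaling (-0.22 and -0.11) or restricted spike-in scaling (-0.45 and -0.34). The change under low temperature differed from that under low P by -0.81 (adjusted p = 0.00337) for photosystem I and -1.08 (adjusted p = 0.000399) for photosystem II. Between low temperature and low N the differences were -0.39 (adjusted p = 0.132, and 0.00788 under quantile normalization) and -0.51 (adjusted p = 0.0605, and 0.0140 under quantile normalization, 0.0400 by the median over the list on each array and 0.0427 without replicate 1), and between low N and low P -0.41 (adjusted p = 0.117, and 0.0331 without replicate 3) and -0.57 (adjusted p = 0.0401, and 0.118 under quantile normalization, 0.251 without replicate 1, 0.130 without replicate 2 and 0.0968 without replicate 4).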

Low temperature and to a less degree also low N stress caused down-regulation of photosystem related transcripts, but low P initiated enhanced transcription. 

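For the 18 transcripts of the C4 shuttle the mean log2 change was -0.21 (standard error 0.077, adjusted p = 0.0399, but 0.23 under spike-in scaling and 0.0057 under restricted spike-in scaling) under low temperature, -0.50 (standard error 0.092, adjusted p = 0.00139, but 0.027 under spike-in scaling and 0.069 under restricted spike-in scaling) under low N and -0.39 (standard error 0.11, adjusted p = 0.0150, but 0.12 under restricted spike-in scaling) under low P. The C4 shuttle list lost its call for low temperature under normexp background correction (adjusted p = 0.376), under quantile normalization (adjusted p = 0.641), in 1 fit over 24 arrays (adjusted p = 0.0751), without replicate 1 (adjusted p = 0.122), without replicate 2 (adjusted p = 0.0561), without replicate 3 (adjusted p = 0.181) and without replicate 4 (adjusted p = 0.0715), and for low P under normexp background correction (adjusted p = 0.0903), without replicate 1 (adjusted p = 0.0601) and without replicate 2 (adjusted p = 0.0835). The 28 Calvin cycle transcripts had mean changes of -0.17 (standard error 0.096, adjusted p = 0.144, but 0.096 under quantile normalization, 0.27 under spike-in scaling and 0.045 under restricted spike-in scaling), -0.28 (standard error 0.083, adjusted p = 0.0166, but 0.25 under spike-in scaling and 0.29 under restricted spike-in scaling) and -0.25 (standard error 0.10, adjusted p = 0.0588, but 0.27 under restricted spike-in scaling). The Calvin cycle list lost its call for low N under quantile normalization (adjusted p = 0.568), without replicate 1 (adjusted p = 0.0948), without replicate 2 (adjusted p = 0.0811) and under fry (adjusted p = 0.0554). The Calvin cycle list was called for low temperature with the replicate number as a block (-0.17, adjusted p = 0.0340) and with the slide as a block (-0.17, adjusted p = 0.0226), and for low P under quantile normalization (-0.26, adjusted p = 0.0264), in 1 fit over 24 arrays (-0.25, adjusted p = 0.0348) and without replicate 3 (-0.26, adjusted p = 0.0432). None of the differences between stresses was called for either list, and the largest was 0.29 (adjusted p = 0.0924) for the C4 shuttle between low temperature and low N.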

Transcripts involved in the C_4_ specific shuttle tended to be down-regulated under all applied stress conditions, and a similar trend was observed for Calvin-Benson cycle related transcripts. Photorespiration related transcripts were affected strongest in low P treated leaves.

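The mean log2 change of 20 photorespiration transcripts was -0.49 (standard error 0.049, adjusted p = 2.92e-05, but 0.028 under restricted spike-in scaling) under low P, with 18 of them lower, compared with -0.22 (standard error 0.067, adjusted p = 0.0207, but 0.31 under spike-in scaling and 0.36 under restricted spike-in scaling) under low N and -0.018 (standard error 0.069, adjusted p = 0.841, but 0.0042 under normexp background correction, 0.051 under quantile normalization, 0.43 under spike-in scaling and 0.20 under restricted spike-in scaling) under low temperature. Photorespiration lost its call for low N under quantile normalization (adjusted p = 0.142), without replicate 1 (adjusted p = 0.0948) and without replicate 2 (adjusted p = 0.0572). The change under low P lay below that under low N and low temperature, with differences of 0.27 (adjusted p = 0.00829, and 0.0832 under normexp background correction, 0.235 by the median over the list on each array and 0.109 without replicate 2) for low N minus low P and 0.47 (adjusted p = 7.43e-05) for low temperature minus low P. Low temperature and low N differed by 0.20 (adjusted p = 0.0491, and 0.0756 under normexp background correction, 0.0727 under quantile normalization, 0.820 under restricted spike-in scaling with a difference of -0.16, 0.308 without replicate 1, 0.195 without replicate 2, 0.0534 without replicate 3 and 0.0613 with the replicate number as a block).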

Under N deprivation, a general transcriptional reduction was also characteristic for pathways of C catabolism such as glycolysis, TCA cycle and oxidative pentose phosphate (OPP) pathway. In contrast, individual transcripts from glycolysis showed an upwards trend under low P conditions. 

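Under low N the mean log2 change was -0.38 (standard error 0.065, adjusted p = 0.00102, but 0.15 under spike-in scaling and 0.19 under restricted spike-in scaling) for 40 glycolysis transcripts, -0.37 (standard error 0.064, adjusted p = 0.00106, but 0.16 under spike-in scaling and 0.20 under restricted spike-in scaling) for 25 of the TCA cycle and -0.45 (standard error 0.061, adjusted p = 0.000221, but 0.078 under spike-in scaling and 0.12 under restricted spike-in scaling) for 23 of the OPP pathway. Of these, 33, 22 and 19 transcripts were lower. In the low temperature leaves the corresponding means were -0.26 (adjusted p = 0.00756, but 0.18 under spike-in scaling), 0.019 (adjusted p = 0.873) and -0.0041 (adjusted p = 0.955, but 0.036 under quantile normalization, 0.44 under spike-in scaling and 0.21 under restricted spike-in scaling). Glycolysis under low temperature lost its call without replicate 3 (adjusted p = 0.0515). The TCA cycle and the OPP pathway were lower under low N than under low temperature, with differences of 0.39 (adjusted p = 0.00234) and 0.45 (adjusted p = 7.06e-05).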

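Of 40 glycolysis transcripts, 22 were higher and 18 lower under low P, and 3 were called higher and 2 lower. The mean log2 change of the list was 0.10 (standard error 0.058, adjusted p = 0.147) and was not called, but was 0.62 and called under restricted spike-in scaling. The change of 0.10 lay above those in the other experiments, with differences of -0.48 (adjusted p = 6.00e-05) for low N minus low P and -0.37 (adjusted p = 0.000863) for low temperature minus low P. The TCA cycle had a mean change of 0.046 (adjusted p = 0.470) and the OPP pathway of -0.066 (adjusted p = 0.286, but 0.15 under spike-in scaling and 0.45 under restricted spike-in scaling) under low P. Both were called under restricted spike-in scaling, the TCA cycle at 0.56.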

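The probe for the PPi-dependent phosphofructokinase GRMZM2G059151 had a normalized log2 signal of 0.80 ± 0.41 (SD, n = 4) in the low temperature leaves and 2.15 ± 0.51 (SD, n = 4) in their controls. For the housekeeping PEPC GRMZM2G110714 the signal was 0.35 ± 0.069 (SD, n = 4) in the low P leaves and -3.39 ± 0.24 (SD, n = 4) in their controls, and in the low N experiment it was well above background on only 3 of 4 low N arrays and 2 of 4 control arrays.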

Particularly strong reaction to all three stress conditions was observed for two transcripts representing glycolytic bypass reactions, a PPi-dependent phosphofructokinase (GRMZM2G059151) and housekeeping PEPC (GRMZM2G110714). 

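The phosphofructokinase changed by -1.35 (standard error 0.30, adjusted p = 0.0111) on the log2 scale under low temperature, -0.99 (standard error 0.13, adjusted p = 0.00403) under low N and 0.73 (standard error 0.097, adjusted p = 0.000806) under low P, of which only the first passed the fold change limit. It lost its call for low temperature under spike-in scaling (adjusted p = 0.115) and without replicate 2 (adjusted p = 0.0717). It was called for low N without replicate 1 (-1.05, adjusted p = 0.0453), without replicate 2 (-1.04, adjusted p = 0.0451) and with the slide as a block (-1.10, adjusted p = 0.000931), and for low P under restricted spike-in scaling (1.24, adjusted p = 0.00136). For PEPC the log2 changes were -2.02 (standard error 0.76, adjusted p = 0.0755) under low temperature, -0.96 (standard error 0.41, adjusted p = 0.176) under low N and 3.74 (standard error 0.12, adjusted p = 1.92e-06) under low P. PEPC was called for low temperature in 1 fit over 24 arrays (-2.02, adjusted p = 0.00606), without replicate 4 (-2.41, adjusted p = 0.0212), with the replicate number as a block (-2.02, adjusted p = 0.0219) and with the slide as a block (-2.02, adjusted p = 0.0228).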

Their abundance decreased under low temperature and low N, but increased under low P (Additional file 5: Table S4).

Sucrose and starch are the main products of C assimilation in the source leaf. 

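The mean log2 change of 12 sucrose synthesis transcripts was -0.63 (standard error 0.096, adjusted p = 0.000715) under low temperature and -0.69 (standard error 0.13, adjusted p = 0.00180) under low N, against 0.16 (standard error 0.066, adjusted p = 0.0652) under low P. Sucrose synthesis was called for low P under quantile normalization (0.15, adjusted p = 0.0470) and under restricted spike-in scaling (0.67, adjusted p = 0.00115). The differences from low P were -0.78 (adjusted p = 0.000220) and -0.84 (adjusted p = 9.97e-05). The 5 sucrose transport transcripts went the other way under low temperature, with a mean of 1.17 (standard error 0.14, adjusted p = 0.000148) and single transcripts from -0.996 to 3.06, of which 2 were called higher. Their mean was 0.087 (standard error 0.17, adjusted p = 0.704, but -0.022 under normexp background correction) under low N and 0.20 (standard error 0.052, adjusted p = 0.0103, but -0.031 under normexp background correction) under low P. Sucrose transport lost its call for low P under quantile normalization (adjusted p = 0.785), in 1 fit over 24 arrays (adjusted p = 0.236), without replicate 1 (adjusted p = 0.0854) and by the median over the list on each array (adjusted p = 0.123). Sucrose transport took the other sign for low P under normexp background correction (-0.031, adjusted p = 0.915).

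The transporter SUT1 itself had a log2 change of -0.996 (standard error 0.23, adjusted p = 0.0133) under low temperature, just inside the fold change limit, and -0.53 (standard error 0.16, adjusted p = 0.0765, but 0.0052 under spike-in scaling and 0.047 under restricted spike-in scaling) under low N. SUT1 was called for low temperature without replicate 1 (-1.01, adjusted p = 0.0460) and without replicate 4 (-1.06, adjusted p = 0.0356). UDP-glucose pyrophosphorylase changed by -1.69 (standard error 0.34, adjusted p = 0.00768) under low temperature and -2.03 (standard error 0.38, adjusted p = 0.0153) under low N. This transcript lost its call for low N under spike-in scaling (adjusted p = 0.125), under restricted spike-in scaling (adjusted p = 0.0952), without replicate 2 (adjusted p = 0.0720), without replicate 3 (adjusted p = 0.0590) and without replicate 4 (adjusted p = 0.0559). Among the sucrose phosphate synthases, GRMZM2G013166 had -1.50 (standard error 0.12, adjusted p = 0.000226) and -1.88 (standard error 0.16, adjusted p = 0.000665), GRMZM2G140107 -1.56 (standard error 0.14, adjusted p = 0.000297) and -1.91 (standard error 0.23, adjusted p = 0.00264) and GRMZM2G008507 -1.48 (standard error 0.27, adjusted p = 0.00475) and -0.53 (standard error 0.29, adjusted p = 0.277, but 0.00015 under spike-in scaling and 0.042 under restricted spike-in scaling). GRMZM2G013166 lost its call for low N under spike-in scaling (adjusted p = 0.0689). GRMZM2G140107 lost its call for low N under spike-in scaling (adjusted p = 0.0926) and under restricted spike-in scaling (adjusted p = 0.0640). GRMZM2G008507 lost its call for low temperature under spike-in scaling (adjusted p = 0.0703). GRMZM2G008507 was called for low P under restricted spike-in scaling (1.18, adjusted p = 0.00316).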

Sucrose synthesis and transport seemed to be down-regulated under low temperature and low N. Several sucrose synthesis related transcripts such as UDP-glucose pyrophosphorylase (AC197705.4_FG011) and sucrose phosphate synthase (GRMZM2G013166, GRMZM2G008507, GRMZM2G140107; see Additional file 5: Table S4) were reduced significantly in low temperature and low N conditions, but not affected by low P. The maize sucrose transporter SUT1 (GRMZM2G034302), which is responsible for phloem loading in maize leaves [39] showed a similar expression pattern. 

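The 16 sucrose degradation transcripts had mean log2 changes of 0.064 (standard error 0.14, adjusted p = 0.721, but -0.0070 under normexp background correction) under low temperature, 0.020 (standard error 0.11, adjusted p = 0.884, but -0.076 under normexp background correction) under low N and 0.14 (standard error 0.12, adjusted p = 0.320, but -0.044 under normexp background correction) under low P, none of them called. Called transcripts went both ways within a stress, with 1 higher and 2 lower under low temperature and 2 higher and 1 lower under low P, while under low N 1 was called lower. Sucrose degradation was called for low P under restricted spike-in scaling (0.66, adjusted p = 0.00136) and under fry (adjusted p = 0.0141).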

Expression of sucrose degradation related transcripts was characterized by more individual responses to the stress conditions. Strong responses were found for few sucrose degrading genes. 

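The vacuolar invertase GRMZM2G089836 had a normalized log2 signal of 6.32 ± 0.52 (SD, n = 4) in the low temperature leaves and 3.24 ± 0.96 (SD, n = 4) in their controls, a log2 change of 3.07 (standard error 0.48, adjusted p = 0.00252).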

A vacuolar invertase transcript (GRMZM2G089836) was stimulated by low temperature, and this mirrors accumulation of the reaction products glucose and fructose (Figure 3). The same invertase transcript was reduced under low C status in P deficient leaves. 

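Under low P its log2 signal was -2.20 ± 1.66 (SD, n = 4) in the low P leaves and 1.78 ± 0.24 (SD, n = 4) in their controls, a log2 change of -3.98 (standard error 0.73, adjusted p = 0.00348), while under low N it changed by 0.26 (adjusted p = 0.724).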

A cell wall invertase transcript on the other hand was induced only by low P (GRMZM2G139300). 

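The cell wall invertase GRMZM2G139300 had a log2 signal of 1.20 ± 0.35 (SD, n = 4) in the low P leaves and -0.59 ± 0.20 (SD, n = 4) in their controls, a change of 1.80 (standard error 0.19, adjusted p = 0.000236). Its log2 change was 0.31 (adjusted p = 0.0936) under low temperature and -0.24 (adjusted p = 0.695, but 0.29 under spike-in scaling and 0.33 under restricted spike-in scaling) under low N. The differences between stresses were not tested for single transcripts.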

Two sucrose synthase transcripts (GRMZM2G060659; GRMZM2G045171) were up-regulated by all three stress conditions, and the correlation in their expression patterns to the majority of cellulose synthase transcripts suggests that they were probably both involved in cell wall metabolism [40]. 

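Neither sucrose synthase was called under any of the 3 stresses. GRMZM2G060659 had log2 changes of 1.69 (standard error 0.83, adjusted p = 0.153) under low temperature and 1.31 (standard error 0.64, adjusted p = 0.223) under low N, where it was well above background on 3 of 4 low N arrays and 1 of 4 control arrays and had 0.30 under normexp background correction. In the low P experiment it was well above background on 3 low P arrays and on no control array, and was at least 2.31-fold higher. GRMZM2G045171 changed by 1.02 (standard error 1.22, adjusted p = 0.546) under low temperature, with 3 of 4 control arrays well above background, but by 0.096 under normexp background correction and -0.28 without replicate 4. Under low N it was above background on 1 low N array and no control array, and no fold is given. Under low P it was above background on 2 low P arrays and no control array and was at least 1.15-fold higher. Such a bound sets the mean of the brighter group against the lowest signal among probes well above background on each control array, or the signal of the probe itself where that was higher. Under normexp background correction the fitted change under low P was negative for both. GRMZM2G060659 was called for low P under spike-in scaling (adjusted p = 0.0180), under restricted spike-in scaling (adjusted p = 0.0130) and with the floor on dim signals (adjusted p = 0.0290). GRMZM2G045171 was called for low P under spike-in scaling (adjusted p = 0.0193) and under restricted spike-in scaling (adjusted p = 0.0397).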

There was no correlation between starch content of leaves and expression of starch metabolism related transcripts. Transcripts of starch synthases tended to be generally reduced in all three stress experiments (Additional file 5: Table S4).

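The mean log2 change of 16 starch synthesis transcripts was -0.16 (standard error 0.064, adjusted p = 0.0528, but 0.28 under spike-in scaling and 0.055 under restricted spike-in scaling) under low temperature, -0.36 (standard error 0.12, adjusted p = 0.0267, but 0.17 under spike-in scaling and 0.21 under restricted spike-in scaling) under low N and -0.27 (standard error 0.075, adjusted p = 0.0124, but 0.25 under restricted spike-in scaling) under low P. Starch synthesis lost its call for low N without replicate 1 (adjusted p = 0.0803), without replicate 2 (adjusted p = 0.0765) and under fry (adjusted p = 0.0731), and for low P without replicate 2 (adjusted p = 0.0568). Starch synthesis was called for low temperature over probes well above background on all 24 arrays (-0.27, adjusted p = 0.00641), with the slide as a block (-0.16, adjusted p = 0.0369) and under fry (adjusted p = 0.0270). For 12 starch degradation transcripts it was 0.11 (standard error 0.074, adjusted p = 0.227), -0.36 (standard error 0.16, adjusted p = 0.0754, but 0.17 under spike-in scaling and 0.21 under restricted spike-in scaling) and 0.14 (standard error 0.063, adjusted p = 0.0793), and under low P the median transcript had -0.42, the opposite sign of the mean. Starch degradation was called for low temperature under restricted spike-in scaling (0.33, adjusted p = 0.0337), and for low N under normexp background correction (-0.41, adjusted p = 0.0254), with the floor on dim signals (-0.42, adjusted p = 0.0258), over probes well above background on all 24 arrays (-0.46, adjusted p = 0.000634), in 1 fit over 24 arrays (-0.36, adjusted p = 0.0127), with the replicate number as a block (-0.36, adjusted p = 0.0262), by the median over the list on each array (-0.39, adjusted p = 0.0248) and under fry (adjusted p = 0.0258), and for low P under restricted spike-in scaling (0.66, adjusted p = 0.00140). Starch degradation took the other sign for low P over probes well above background on all 24 arrays (-0.34, adjusted p = 0.000159), by the median over the list on each array (-0.23, adjusted p = 0.00985) and under fry (adjusted p = 0.000526).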

The reaction of transcripts directly involved in nitrate transport and assimilation was a uniform down-regulation under stress (Figures 5 and 6). 

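The 8 nitrate transport transcripts had a mean log2 change of -0.91 (standard error 0.083, adjusted p = 2.82e-05) under low temperature and -0.75 (standard error 0.070, adjusted p = 2.47e-05) under low N, with 3 of them higher and 5 lower in both. Called lower were 2 and 4, and the median transcript had -0.39 and -0.78. Under low P the mean was -0.14 (standard error 0.12, adjusted p = 0.320, but 0.077 under spike-in scaling and 0.38 under restricted spike-in scaling), with 4 transcripts higher and 4 lower, of which 1 was called higher and 2 lower. Nitrate transport took the other sign for low P under fry (adjusted p = 0.00898). The change under low P differed from that under low temperature, with -0.78 (adjusted p = 7.43e-05, and 0.641 by the median over the list on each array) for low temperature minus low P, and from that under low N, with -0.61 (adjusted p = 0.000835, and 0.0684 by the median over the list on each array) for low N minus low P.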

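The list of nitrate and nitrite reduction holds 6 transcripts. Their mean log2 change was -3.27 (standard error 0.13, adjusted p = 5.00e-08) under low N and -2.04 (standard error 0.14, adjusted p = 3.51e-06) under low P, and all 6 were called lower in both (6 and 6 when adjusted over the list alone). Under low temperature the mean was -0.84 (standard error 0.35, adjusted p = 0.0607), with all 6 lower and 2 called (2 when adjusted over the list alone). Nitrate reduction was called for low temperature in 1 fit over 24 arrays (-0.84, adjusted p = 0.00715), without replicate 2 (-1.13, adjusted p = 0.0421), with the replicate number as a block (-0.84, adjusted p = 0.0491) and with the slide as a block (-0.84, adjusted p = 0.0224). All 3 differences between the stresses were called, with 2.43 (adjusted p = 1.05e-05) for low temperature minus low N, 1.20 (adjusted p = 0.00744, and 0.103 without replicate 2) for low temperature minus low P and -1.23 (adjusted p = 0.00623) for low N minus low P. The nitrate reductase GRMZM2G104898 changed by -4.12 (standard error 0.15, adjusted p = 2.28e-05) under low N, -2.19 (standard error 0.20, adjusted p = 0.000126) under low P and -0.87 (standard error 0.46, adjusted p = 0.184) under low temperature, and GRMZM2G428027 by -4.18 (standard error 0.19, adjusted p = 7.02e-05), -2.05 (standard error 0.21, adjusted p = 0.000251) and -0.83 (standard error 0.50, adjusted p = 0.233). The nitrite reductase had -2.08 (standard error 0.17, adjusted p = 0.000491), -1.67 (standard error 0.19, adjusted p = 0.000426) and -0.53 (standard error 0.24, adjusted p = 0.126).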

Especially under low N and low P stress, all identified sequences for nitrate and nitrite reduction were significantly reduced; under low temperature stress, the reaction was slightly less prominent. 

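Of 7 GS/GOGAT transcripts, 2 passed both limits under low temperature, 0 under low N (limma, with 2 at an unadjusted p under 0.05) and 1 under low P. On average the log2 change was 0.26 (standard error 0.075, adjusted p = 0.0173) under low temperature, 0.021 (standard error 0.096, adjusted p = 0.866, but -0.0040 under normexp background correction) under low N and -0.14 (standard error 0.096, adjusted p = 0.208, but 0.070 under spike-in scaling and 0.37 under restricted spike-in scaling) under low P. Under low N the median transcript had -0.14, the opposite sign of the mean. The GS/GOGAT list lost its call for low temperature without replicate 1 (adjusted p = 0.0740), without replicate 2 (adjusted p = 0.0678) and without replicate 3 (adjusted p = 0.0551). The GS/GOGAT list was called for low P by the median over the list on each array (-0.23, adjusted p = 0.0152) and under fry (adjusted p = 0.0365). The GS/GOGAT list took the other sign for low temperature by the median over the list on each array (-0.11, adjusted p = 0.415), and for low N by the median over the list on each array (-0.26, adjusted p = 0.0235). Low temperature minus low P gave 0.40 (adjusted p = 0.0140, and 0.449 by the median over the list on each array, 0.206 without replicate 2 and 0.0521 without replicate 3).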

Transcripts of the connected ammonium assimilating GS/GOGAT cycle did not follow the same pattern and were mainly unchanged by stress treatment. The chloroplast GS2 even tended to be generally transcriptional up-regulated (Additional file 5: Table S4). 

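The GS2 transcript changed by 0.71 (standard error 0.16, adjusted p = 0.0133) on the log2 scale under low temperature, 0.58 (standard error 0.39, adjusted p = 0.377) under low N and 0.49 (standard error 0.46, adjusted p = 0.422) under low P, in no case by over 2-fold. GS2 was called for low temperature under spike-in scaling (1.16, adjusted p = 0.00726).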

There was no uniform picture for amino acid biosynthesis related transcripts in the presented experiments. 

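Of the 6 amino acid lists, 2 were called under low temperature, 4 under low N and 2 under low P. For Asp, Asn and Ala (16 transcripts) the mean log2 change was 0.0072 (adjusted p = 0.955) under low temperature, -0.34 (adjusted p = 0.0334, but 0.19 under spike-in scaling and 0.24 under restricted spike-in scaling) under low N and -0.27 (adjusted p = 0.0164, but 0.25 under restricted spike-in scaling) under low P. The list for Asp, Asn and Ala lost its call for low N under normexp background correction (adjusted p = 0.0577), under quantile normalization (adjusted p = 0.103), without replicate 1 (adjusted p = 0.0772), without replicate 2 (adjusted p = 0.0715), without replicate 3 (adjusted p = 0.0959), by the median over the list on each array (adjusted p = 0.0505) and under fry (adjusted p = 0.362), and for low P under normexp background correction (adjusted p = 0.0714), in 1 fit over 24 arrays (adjusted p = 0.0511) and without replicate 2 (adjusted p = 0.0837). For Arg and Pro (14 transcripts) the mean log2 change was 0.57 (adjusted p = 0.00537) under low temperature, -0.18 (adjusted p = 0.0288, but 0.35 under spike-in scaling and 0.39 under restricted spike-in scaling) under low N and 0.015 (adjusted p = 0.841) under low P. The list for Arg and Pro lost its call for low N under normexp background correction (adjusted p = 0.0810), under quantile normalization (adjusted p = 0.0593), in 1 fit over 24 arrays (adjusted p = 0.0866), without replicate 1 (adjusted p = 0.125), without replicate 3 (adjusted p = 0.113), without replicate 4 (adjusted p = 0.113), with the replicate number as a block (adjusted p = 0.0660) and by the median over the list on each array (adjusted p = 0.474). The list for Arg and Pro was called for low P under restricted spike-in scaling (0.53, adjusted p = 0.00994). For Leu, Val and Ile (14 transcripts) the mean log2 change was 0.25 (adjusted p = 0.118) under low temperature, 0.19 (adjusted p = 0.0288) under low N and 0.13 (adjusted p = 0.0501) under low P. The list for Leu, Val and Ile lost its call for low N in 1 fit over 24 arrays (adjusted p = 0.0816), without replicate 1 (adjusted p = 0.112), without replicate 2 (adjusted p = 0.153), without replicate 3 (adjusted p = 0.0992), with the replicate number as a block (adjusted p = 0.0658) and under fry (adjusted p = 0.0808). The list for Leu, Val and Ile was called for low temperature under restricted spike-in scaling (0.47, adjusted p = 0.0143), in 1 fit over 24 arrays (0.25, adjusted p = 0.0216) and with the slide as a block (0.25, adjusted p = 0.0224), and for low P under quantile normalization (0.14, adjusted p = 0.0388), under restricted spike-in scaling (0.65, adjusted p = 0.00153), with the authors' processed values (0.13, adjusted p = 0.0486), over probes well above background on all 24 arrays (0.13, adjusted p = 0.0358), with 1 probe per locus (0.13, adjusted p = 0.0496) and under fry (adjusted p = 0.00769). For Thr and Lys (20 transcripts) the mean log2 change was 0.34 (adjusted p = 0.0528) under low temperature, 0.032 (adjusted p = 0.704) under low N and 0.095 (adjusted p = 0.145) under low P. The list for Thr and Lys was called for low temperature under spike-in scaling (0.78, adjusted p = 0.0435), under restricted spike-in scaling (0.56, adjusted p = 0.00810), over probes well above background on all 24 arrays (0.31, adjusted p = 0.0496), in 1 fit over 24 arrays (0.34, adjusted p = 0.00393), without replicate 4 (0.42, adjusted p = 0.0432), with the replicate number as a block (0.34, adjusted p = 0.0366), with the slide as a block (0.34, adjusted p = 0.0127) and by the median over the list on each array (0.42, adjusted p = 0.0289), and for low P under restricted spike-in scaling (0.61, adjusted p = 0.00295) and over probes well above background on all 24 arrays (0.11, adjusted p = 0.0458). For Ser, Gly and Cys (18 transcripts) the mean log2 change was -0.33 (adjusted p = 0.00486, but 0.12 under spike-in scaling) under low temperature, -0.24 (adjusted p = 0.00394, but 0.29 under spike-in scaling and 0.33 under restricted spike-in scaling) under low N and -0.059 (adjusted p = 0.460, but 0.016 under normexp background correction, 0.16 under spike-in scaling and 0.46 under restricted spike-in scaling) under low P. The list for Ser, Gly and Cys lost its call for low temperature under normexp background correction (adjusted p = 0.123), by the median over the list on each array (adjusted p = 0.0957) and under fry (adjusted p = 0.300). The list for Ser, Gly and Cys was called for low P by the median over the list on each array (-0.24, adjusted p = 0.00785). For aromatic amino acids (39 transcripts) the mean log2 change was -0.069 (adjusted p = 0.510, but 0.38 under spike-in scaling and 0.15 under restricted spike-in scaling) under low temperature, -0.084 (adjusted p = 0.343, but 0.45 under spike-in scaling and 0.49 under restricted spike-in scaling) under low N and 0.37 (adjusted p = 0.000308) under low P. The list for aromatic amino acids lost its call for low P by the median over the list on each array (adjusted p = 0.135).

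The differences between stresses were called for Arg and Pro, with 0.75 (adjusted p = 5.64e-05) for low temperature minus low N and 0.56 (adjusted p = 0.000899) for low temperature minus low P, and for the aromatic amino acids, with -0.44 (adjusted p = 0.00101, and 0.446 by the median over the list on each array with a difference of 0.084) for low temperature minus low P and -0.45 (adjusted p = 0.000794, and 0.841 by the median over the list on each array) for low N minus low P. For Asp, Asn and Ala, low temperature minus low N gave 0.34 (adjusted p = 0.0867, and 0.00726 by the median over the list on each array, 0.0403 without replicate 4 and 0.0209 with the replicate number as a block) and low temperature minus low P 0.28 (adjusted p = 0.165, and 0.00445 by the median over the list on each array). For Thr and Lys they were 0.31 (adjusted p = 0.0578, and 0.0400 with the replicate number as a block) and 0.24 (adjusted p = 0.132, and 0.0220 by the median over the list on each array), and for Ser, Gly and Cys -0.081 (adjusted p = 0.464) and -0.27 (adjusted p = 0.0112, and 0.175 under normexp background correction, 0.0567 under quantile normalization, 0.922 by the median over the list on each array with a difference of 0.016 and 0.0534 without replicate 3).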

Interesting was however the behavior of proline synthesis. 

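The delta 1-pyrroline-5-carboxylate synthase transcript GRMZM2G028535 had a normalized log2 signal of 3.05 ± 0.57 (SD, n = 4) in the low temperature leaves and 0.80 ± 0.48 (SD, n = 4) in their controls, a log2 change of 2.25 (standard error 0.33, adjusted p = 0.00207). The second transcript of this enzyme, GRMZM2G375504, changed by 2.11 (standard error 0.26, adjusted p = 0.00106). The proline contents of Figure 3 were not analysed here.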

The final enzyme of proline biosynthesis (P5SC: delta 1-pyrroline-5-carboxylate synthase) was up-regulated under cold stress (Additional file 5: Table S4), and this correlated with significant increase in proline concentration of the leaf (Figure 3). The reaction was very specific for low temperature stress; N or P stress was not characterized by proline accumulation. Under low N, P5SC transcripts even seemed to be down-regulated, and this was connected to a decrease in proline content. 

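Under low N, GRMZM2G028535 changed by -1.20 (standard error 0.14, adjusted p = 0.00231) and GRMZM2G375504 by 0.41 (standard error 0.20, adjusted p = 0.217), of which only the first was called. Under low N, GRMZM2G028535 lost its call under normexp background correction (-0.80), under spike-in scaling (adjusted p = 0.236) and under restricted spike-in scaling (adjusted p = 0.190).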

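In the low P leaves GRMZM2G028535 changed by 0.36 (standard error 0.29, adjusted p = 0.344) and GRMZM2G375504 by -0.077 (standard error 0.086, adjusted p = 0.501, but 0.14 under spike-in scaling and 0.44 under restricted spike-in scaling), neither of which was called.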

P deficiency did not cause any significant changes in proline metabolism (Figure 3). In the source leaf amino acids are further incorporated into proteins, and the coordinated expression of ribosomal proteins usually gives a good indication of the activity of protein biosynthesis. In the presented experiments, ribosomal protein transcripts increased considerably under low temperature stress. 

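Ribosomal proteins had a mean log2 change of 0.88 (standard error 0.11, adjusted p = 0.000176) under low temperature, with single transcripts from -0.80 to 2.49. All 4 low temperature arrays had a higher mean of the list than all 4 control arrays (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 arrays allow).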

The same tendency was also observed under low N stress, but low P caused reduction in abundance of ribosomal protein transcripts (Figure 5, Additional file 5: Table S4). 

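Under low N, 165 of the ribosomal protein transcripts were higher and the mean log2 change of 0.22 (standard error 0.11, adjusted p = 0.116) was not called, with 1 single transcript called and 0 when adjusted over the list alone (limma, with 18 at an unadjusted p under 0.05). Camera with its preset correlation gave the list an adjusted p of 0.000137 and fry of 0.207. Under low P, 165 were lower and the mean was -0.24 (standard error 0.048, adjusted p = 0.00253, but 0.28 under restricted spike-in scaling). The ribosomal list was called for low N under restricted spike-in scaling (0.79, adjusted p = 0.0270). The difference was 0.66 (adjusted p = 0.000399) for low temperature minus low N.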

Protein degradation usually increases under stress for remobilization of protein reserves and also represents part of senescence related processes. 

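Table S4 holds 3 lists of proteases and 6 lists of senescence related transcripts. The senescence markers, senescence related proteases and cysteine proteases had the same largest increase under low temperature (3.21) and low N (1.47). Under low P the senescence markers and senescence related proteases had the same largest increase (1.92). These lists therefore share a transcript, and their results are not independent of each other. The 42 aspartyl proteases had mean log2 changes of 0.037 (adjusted p = 0.693) under low temperature, 0.12 (adjusted p = 0.169) under low N and 0.46 (adjusted p = 0.00113) under low P. The list of aspartyl proteases lost its call for low P under normexp background correction (adjusted p = 0.0543). The list of aspartyl proteases was called for low N with the slide as a block (0.22, adjusted p = 0.0202). The 29 cysteine proteases had mean log2 changes of -0.16 (adjusted p = 0.0501, but 0.28 under spike-in scaling and 0.056 under restricted spike-in scaling) under low temperature, -0.16 (adjusted p = 0.103, but 0.37 under spike-in scaling and 0.42 under restricted spike-in scaling) under low N and -0.13 (adjusted p = 0.0528, but 0.087 under spike-in scaling and 0.39 under restricted spike-in scaling) under low P. The list of cysteine proteases was called for low temperature with the floor on dim signals (-0.16, adjusted p = 0.0485), over probes well above background on all 24 arrays (-0.28, adjusted p = 0.00667), in 1 fit over 24 arrays (-0.16, adjusted p = 0.0299), with the slide as a block (-0.16, adjusted p = 0.0335) and with 1 probe per locus (-0.16, adjusted p = 0.0496), and for low N under normexp background correction (-0.18, adjusted p = 0.0478), with the floor on dim signals (-0.18, adjusted p = 0.0442), over probes well above background on all 24 arrays (-0.22, adjusted p = 0.0234), in 1 fit over 24 arrays (-0.16, adjusted p = 0.0337) and under fry (adjusted p = 0.0379), and for low P under normexp background correction (-0.18, adjusted p = 0.0132), under quantile normalization (-0.15, adjusted p = 0.0384), with the floor on dim signals (-0.13, adjusted p = 0.0454) and over probes well above background on all 24 arrays (-0.20, adjusted p = 0.00514). The 62 serine proteases had mean log2 changes of -0.37 (adjusted p = 0.00664, but 0.079 under spike-in scaling) under low temperature, -0.26 (adjusted p = 0.00570, but 0.27 under spike-in scaling and 0.31 under restricted spike-in scaling) under low N and 0.27 (adjusted p = 0.00134) under low P. The list of serine proteases lost its call for low temperature without replicate 3 (adjusted p = 0.0519) and by the median over the list on each array (adjusted p = 0.0590), and for low N by the median over the list on each array (adjusted p = 0.149), and for low P by the median over the list on each array (adjusted p = 0.208).

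Across the senescence markers (5 transcripts) the mean log2 change was 0.30 (adjusted p = 0.123) under low temperature, 0.42 (adjusted p = 0.0479) under low N and 0.76 (adjusted p = 0.00110) under low P. The list for the senescence markers lost its call for low N under normexp background correction (adjusted p = 0.159), with the floor on dim signals (adjusted p = 0.109), over probes well above background on all 24 arrays (adjusted p = 0.0672), without replicate 2 (adjusted p = 0.0844), without replicate 3 (adjusted p = 0.187), without replicate 4 (adjusted p = 0.0591), by the median over the list on each array (adjusted p = 0.356) and under fry (adjusted p = 0.114), and for low P under normexp background correction (adjusted p = 0.196) and by the median over the list on each array (adjusted p = 0.210). The list for the senescence markers was called for low temperature under quantile normalization (0.42, adjusted p = 0.0275). The list for the senescence markers took the other sign for low temperature over probes well above background on all 24 arrays (-0.49, adjusted p = 0.00622) and by the median over the list on each array (-0.55, adjusted p = 0.0415). For autophagy (27 transcripts) it was 0.20 (adjusted p = 0.0166) under low temperature, -0.0064 (adjusted p = 0.932, but 0.038 under quantile normalization, 0.53 under spike-in scaling and 0.57 under restricted spike-in scaling) under low N and -0.30 (adjusted p = 0.000849, but 0.22 under restricted spike-in scaling) under low P. The list for autophagy lost its call for low temperature under normexp background correction (adjusted p = 0.116), without replicate 1 (adjusted p = 0.0827), without replicate 2 (adjusted p = 0.0563) and without replicate 3 (adjusted p = 0.112). In the cytoskeleton (12 transcripts) the mean changed by 0.41 (adjusted p = 0.00172) under low temperature, 0.20 (adjusted p = 0.0651) under low N and -0.024 (adjusted p = 0.841, but 0.19 under spike-in scaling and 0.49 under restricted spike-in scaling) under low P. The list for the cytoskeleton was called for low N under quantile normalization (0.26, adjusted p = 0.0244), under restricted spike-in scaling (0.77, adjusted p = 0.0303), with the slide as a block (0.32, adjusted p = 0.00243) and by the median over the list on each array (0.25, adjusted p = 0.0103). The values for chlorophyll degradation (7 transcripts) were -0.24 (adjusted p = 0.0275, but 0.20 under spike-in scaling) under low temperature, 0.17 (adjusted p = 0.195) under low N and -0.20 (adjusted p = 0.00971, but 0.017 under spike-in scaling and 0.32 under restricted spike-in scaling) under low P. The list for chlorophyll degradation lost its call for low temperature under normexp background correction (adjusted p = 0.0633), without replicate 1 (adjusted p = 0.0538), without replicate 2 (adjusted p = 0.102) and without replicate 3 (adjusted p = 0.141), and for low P under normexp background correction (adjusted p = 0.102) and without replicate 1 (adjusted p = 0.0925). The list for chlorophyll degradation was called for low N under restricted spike-in scaling (0.74, adjusted p = 0.0377) and with the slide as a block (0.26, adjusted p = 0.0291). The list for chlorophyll degradation took the other sign for low temperature by the median over the list on each array (0.096, adjusted p = 0.692). Those for senescence related proteases (8 transcripts) were -0.038 (adjusted p = 0.805, but 0.022 under quantile normalization, 0.41 under spike-in scaling and 0.18 under restricted spike-in scaling) under low temperature, 0.27 (adjusted p = 0.0173) under low N and 0.44 (adjusted p = 0.000450) under low P. The list for senescence related proteases lost its call for low N under normexp background correction (adjusted p = 0.0927), over probes well above background on all 24 arrays (adjusted p = 0.165), without replicate 4 (adjusted p = 0.0756), by the median over the list on each array (adjusted p = 0.412) and under fry (adjusted p = 0.107), and for low P under normexp background correction (adjusted p = 0.0851) and by the median over the list on each array (adjusted p = 0.551). The list for senescence related proteases was called for low temperature over probes well above background on all 24 arrays (-0.50, adjusted p = 0.00257). Finally, senescence related transcription factors (21 transcripts) had -0.25 (adjusted p = 0.0334, but 0.20 under spike-in scaling) under low temperature, -0.13 (adjusted p = 0.155, but 0.40 under spike-in scaling and 0.45 under restricted spike-in scaling) under low N and 0.38 (adjusted p = 0.000130) under low P. The list for senescence related transcription factors lost its call for low temperature under normexp background correction (adjusted p = 0.364), under quantile normalization (adjusted p = 0.131), over probes well above background on all 24 arrays (adjusted p = 0.322), without replicate 1 (adjusted p = 0.112), without replicate 2 (adjusted p = 0.170), without replicate 3 (adjusted p = 0.135), with the replicate number as a block (adjusted p = 0.0681) and under fry (adjusted p = 0.114), and for low P under normexp background correction (adjusted p = 0.195) and by the median over the list on each array (adjusted p = 0.906). The median of the senescence markers under low temperature was -0.26, the other sign than their mean. Low temperature minus low P was -0.46 (adjusted p = 0.106, and 0.000175 over probes well above background on all 24 arrays, 0.0339 by the median over the list on each array and 0.0218 without replicate 4) for the senescence markers, 0.50 (adjusted p = 5.11e-06) for autophagy, -0.42 (adjusted p = 0.00209, and 0.0816 under normexp background correction) for aspartyl proteases and -0.64 (adjusted p = 7.42e-06) for serine proteases.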

The expression of main protease groups and other senescence markers was investigated but there was no evidence for a general induction of senescence in the examined source leaves (Additional file 5: Table S4).

**Figure 6:**
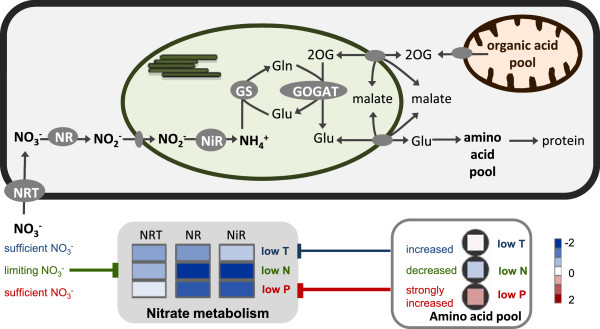
**Regulation of nitrate metabolism under low temperature, low nitrogen and low phosphorus stress.** Transcription of nitrate transporters (NRT), nitrate reductase (NR) and nitrite reductase (NiR) are down-regulated under all three stress conditions, but by different control mechanisms. Under low N the limited availability of nitrate causes down-regulation of nitrate metabolisms, under low temperature and low P conditions on the other hand increases in the amino acid pool were responsible for control of nitrate metabolism. Heat maps show log2 values of fold changes stress/control; data behind NRT and NR are mean values from more than one transcript (see Additional file 5: Table S4); data for amino acid pool averages values from all measured amino acids. [GS- glutamine synthase; GOGAT – glutamate synthetase; 2OG – 2-oxoglutarate].

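The Pi related transcripts of Table S4 fall into 5 lists. The mean log2 change of the SPX domain proteins (10 transcripts) was -2.64 (standard error 0.34, adjusted p = 0.000221) under low temperature, -1.55 (standard error 0.072, adjusted p = 1.32e-07) under low N and 0.40 (standard error 0.061, adjusted p = 0.000530) under low P. For phosphate transporters it was -0.98 (standard error 0.13, adjusted p = 0.000345), -0.52 (standard error 0.067, adjusted p = 0.000199, but 0.013 under spike-in scaling and 0.055 under restricted spike-in scaling) and 0.62 (standard error 0.058, adjusted p = 2.47e-05). The 8 transcripts for regulation of the Pi response had -1.12 (standard error 0.18, adjusted p = 0.000942), -0.66 (standard error 0.063, adjusted p = 2.47e-05) and 0.34 (standard error 0.079, adjusted p = 0.00570), and under low P their median transcript had -0.14, the opposite sign of the mean. For 7 other Pi related transcripts the means were -0.50 (standard error 0.13, adjusted p = 0.0105), -0.74 (standard error 0.062, adjusted p = 1.25e-05) and -0.18 (standard error 0.062, adjusted p = 0.0285, but 0.030 under spike-in scaling and 0.33 under restricted spike-in scaling), and under low P 4 of them were higher with a median of 0.034, again the opposite sign. The SPX list lost its call for low P in 1 fit over 24 arrays (adjusted p = 0.125). Regulation of the Pi response lost its call for low P under fry (adjusted p = 0.341). Regulation of the Pi response took the other sign for low P by the median over the list on each array (-0.20, adjusted p = 0.0906). The list of other Pi related transcripts lost its call for low P under normexp background correction (adjusted p = 0.148), in 1 fit over 24 arrays (adjusted p = 0.0927), without replicate 1 (adjusted p = 0.0805), without replicate 2 (adjusted p = 0.0568), without replicate 3 (adjusted p = 0.0931), without replicate 4 (adjusted p = 0.0668), by the median over the list on each array (adjusted p = 0.0970) and under fry (adjusted p = 0.114). Camera gave regulation of the Pi response under low P the other sign, with an adjusted p of 0.754 for the preset and 0.903 for the estimated correlation.

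Low temperature minus low P gave -3.04 (adjusted p = 8.74e-08) for the SPX list, -1.60 (adjusted p = 1.00e-08) for phosphate transporters, -1.46 (adjusted p = 1.05e-06, and 0.219 by the median over the list on each array) for regulation of the Pi response and -0.32 (adjusted p = 0.0491, and 0.0831 under quantile normalization, 0.232 by the median over the list on each array, 0.180 without replicate 2, 0.0568 without replicate 3 and 0.161 without replicate 4) for the other transcripts. Low N minus low P gave -1.94 (adjusted p = 2.95e-05), -1.14 (adjusted p = 7.83e-07), -0.997 (adjusted p = 9.87e-05, and 0.844 by the median over the list on each array) and -0.55 (adjusted p = 0.00129, and 0.183 by the median over the list on each array).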

Remarkably strong was the reaction of many transcripts previously described for their up-regulation under P starvation [38]. 

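Under low P, 6 of 10 SPX domain proteins and 11 of 12 acid phosphatases were higher. Of these, 5 and 8 were called higher (5 and 8 transcripts called when adjusted over the list alone). Among the transcripts for regulation of the Pi response 1 of 8 and among the other Pi related transcripts 1 of 7 were called higher, while 1 of the latter was called lower. Under low temperature 8 SPX domain proteins and 9 phosphate transporters were called lower (8 and 11 called when adjusted over the list alone) and 1 phosphate transporter was called higher, and under low N 7 SPX domain proteins were called lower and 1 higher.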

The increased expression of the majority of these genes under low P conditions confirms their importance in regulation P deficiency (Figure 7). It had previously been shown [26] that many P starvation genes are significantly down-regulated under N deficiency, when phosphate concentrations increased in the leaves. In this study, phosphate accumulation and regulation of related transcripts was also observed under low temperature stress. 

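The PHR1-like transcription factor changed by -0.25 (standard error 0.14, adjusted p = 0.208, but 0.20 under spike-in scaling) on the log2 scale under low temperature, -0.40 (standard error 0.14, adjusted p = 0.112, but 0.13 under spike-in scaling and 0.17 under restricted spike-in scaling) under low N and -0.31 (standard error 0.11, adjusted p = 0.0492, but 0.21 under restricted spike-in scaling) under low P. The SIZ1-like ligase GRMZM2G002999 changed by -0.59 (standard error 0.12, adjusted p = 0.00867), -0.10 (standard error 0.12, adjusted p = 0.636, but 0.43 under spike-in scaling and 0.47 under restricted spike-in scaling) and 0.029 (standard error 0.14, adjusted p = 0.885) and GRMZM2G155123 by 0.093 (standard error 0.14, adjusted p = 0.646), 0.11 (standard error 0.13, adjusted p = 0.614) and -0.20 (standard error 0.081, adjusted p = 0.0885, but 0.019 under spike-in scaling and 0.32 under restricted spike-in scaling). None of these changes passed the fold change limit.

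**Figure D4:**
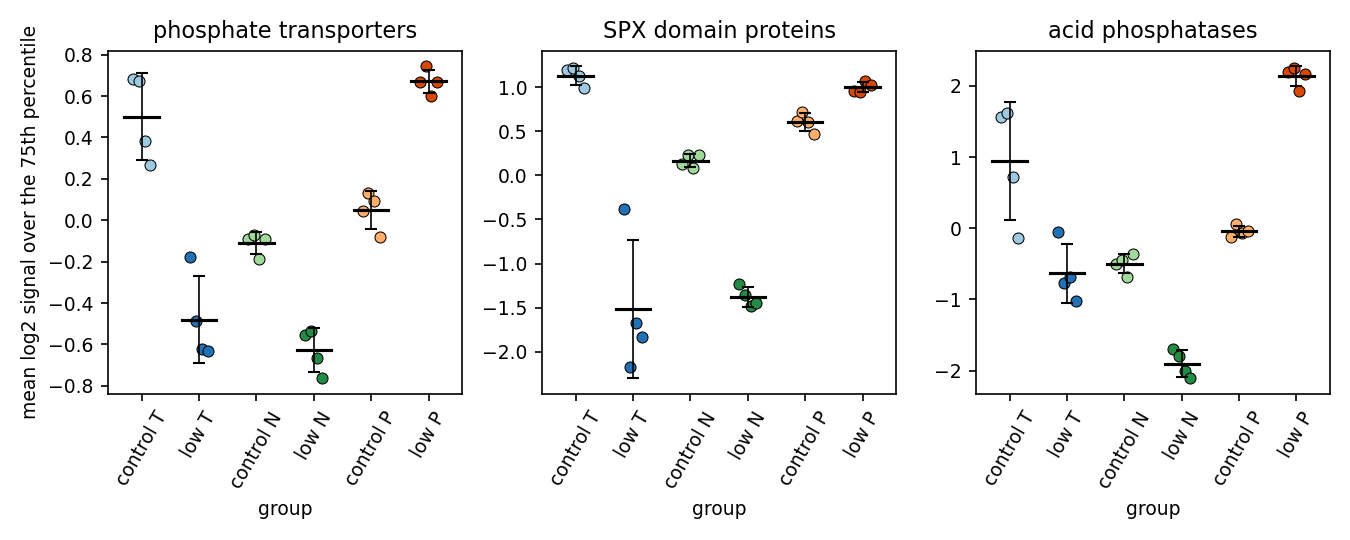
Mean normalized log2 value of the listed phosphate transporters, SPX domain proteins and acid phosphatases on each of the 24 arrays, with 1 point per array and bars giving mean ± SD over the 4 arrays of a group. The vertical axis is the log2 signal over the 75th percentile of the array, after each probe was centred on its mean over the 24 arrays. The low P arrays lie above and the low N arrays below all their controls in each panel, although the phosphate transporters changed under low N by 0.013 under spike-in scaling and 0.055 under restricted spike-in scaling. The low temperature arrays lie below theirs on average, with an overlap for the acid phosphatases.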

Only minor changes were observed for transcription of phosphate balance regulators (PHR1 and SIZ1-like proteins), but the reaction to stress was strong for many P starvation response genes (Figure 7, Additional file 5: Table S4). 

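Table S4 lists 3 SPX-MFS domain proteins. GRMZM2G086430 had a normalized log2 signal of 0.73 ± 0.36 (SD, n = 4) in the low N leaves and -2.79 ± 0.77 (SD, n = 4) in their controls. GRMZM2G050329 changed by -0.19 (adjusted p = 0.458, but 0.26 under spike-in scaling and 0.031 under restricted spike-in scaling) on the log2 scale under low temperature, 0.030 (adjusted p = 0.890) under low N and -0.66 (adjusted p = 0.00240) under low P.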

Only one SPX-MFS domain protein had an expression pattern opposite to the majority of response genes. It was reduced by low P and stimulated under high P status under low temperature and low N conditions.

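For GRMZM2G086430 the log2 change was 3.52 (standard error 0.37, adjusted p = 0.00169) under low N, 1.34 (standard error 0.72, adjusted p = 0.188) under low temperature and -0.79 (standard error 0.38, adjusted p = 0.128) under low P, and only the change under low N was called. GRMZM2G086430 was called for low temperature under spike-in scaling (1.79, adjusted p = 0.0405), with the replicate number as a block (1.34, adjusted p = 0.0111) and with the slide as a block (1.34, adjusted p = 0.00182), and for low P without replicate 3 (-1.06, adjusted p = 0.0159).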

**Figure 7:**
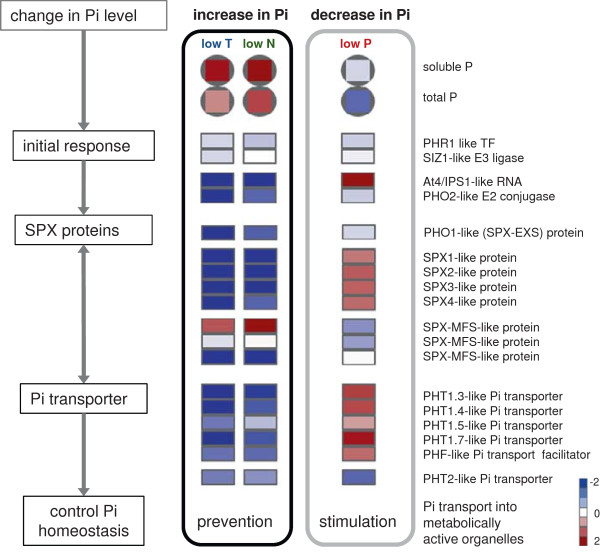
**Regulation of phosphate homeostasis under low temperature, low nitrogen and low phosphorus stress.** Leaf concentrations of soluble P (inorganic and organic P) and total P increased under low temperature and low nitrogen stress, but decreased under low P stress. The response of transcripts for initial P starvation response, SPX proteins and phosphate (Pi) transporters is shown as heat maps presenting log2 values of fold changes stress vs control. Sequences with similar expression patterns and the same predicted homologue in Arabidopsis are summarised as mean. Data for the individual sequences behind the heatmaps are listed in Additional file 5: Table S4.

## Discussion

### General impact of low temperature, low N and low P stress on metabolite and transcript profiles

Examination of results from the individual experiments generally confirmed core features of specific stress responses in plant shoot tissue as described in comparable studies. Low night temperature, low N and low P stress, all caused significant changes in the plant phenotype. Leaf elongation as well as biomass accumulation was reduced by stress. N deficiency caused decreases in transcripts directly involved in nitrate reduction. Furthermore, the majority of primary C and N metabolism, especially C assimilation, the oxidative pentose phosphate pathway and amino acid synthesis were down-regulated (Figure 5). Amino acid and organic acid concentration in the leaves decreased while selected carbohydrates, such as starch or raffinose, and secondary metabolites increased (Figure 3; [22,23,25,26,41]). A metabolic shift towards secondary metabolites was also observed under P starvation conditions (Figure 3), but in contrast to low N stress, amino acids accumulated under low P conditions while phosphorylated intermediates decreased (Figure 3; [13,42]). P starvation was also characterized by initiation of a specific set of transcripts (phosphorus starvation induced) which included phosphate transporters, SPX-domain proteins and sulfolipid metabolism related genes (Figure 7, Additional file 5: Table S4; [13,27]). Low temperature stress applied to plant leaves in the light resulted in photodamage and an increase in the ROS detoxification system [16]. Limitation of cold stress to the dark period can avoid serious damage to the photosynthetic apparatus [34], but many other features are generally shared between light and dark chilling stress such as reduction in transport processes (Table 5) and the accumulation of amino acids, organic acids, phosphorylated intermediates, sugars and starch (Figure 3; [14,16]).

Comparison of microarrays from heat, cold, darkness, desiccation, salt and UV-B stressed maize leaves had been dominated by transcriptional changes into same direction, revealing general abiotic stress markers [43]. Contrary to that, metabolites and transcripts significantly altered by the stress conditions in our experiment were characterized by patterns with opposite reactions in at least two of the experiments; and very few features showed a common response. Only 54 transcripts and four metabolites changed significantly in the same direction (Tables 4 and 6). 

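Of 239 transcripts called under all 3 stresses, 98 (41.0%) changed in the same direction. The share was 66.8% of 292 under spike-in scaling and 65.8% of 365 under restricted spike-in scaling, against 27.2% of 103 under normexp background correction. Omission of single replicates left between 31 and 48 such transcripts.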

From the primary metabolic pathways inspected in more detail, nitrate reduction generally decreased under stress, and cellulose synthases were generally induced (Figure 5).

The general transcript and metabolite profiles reacted in an antagonistic way especially to low N and low P treatment. They were separated by the same principal component in opposite directions from the controls (Figure 1). On metabolite level, the differences were reflected in opposite changes in amino acids and phosphorylated intermediates. The synthesis of these compounds was directly affected by limitations of N or P respectively. Additional differences were observed for several carbohydrates including starch. These accumulated under low N, but were negatively affected by low P. Under low temperature stress, almost all measured primary metabolites accumulated, and therefore had effects similar to low P samples for amino acids, and to low N stressed samples for phosphorylated metabolites and other carbohydrates (Figure 3). Remarkable was the carbohydrate starvation response observed specifically under low P conditions in the maize leaves. This contrasts with the situation described for many other abiotic stress experiments including P deficiency [12,44]. The conflict is probably connected to differences in duration and/or severity of the stress [30]. In maize, short-term P stress caused accumulation of sugar and starch, but prolongation of the stress lead to depletion of carbohydrates [45]. The conditions in our low P experiment seemed therefore harsher than in many comparable studies. Since the majority of studies had been done in other plant species, this could also indicate an especially high sensitivity of maize to low P stress. The comparably low number of general stress marker in our study could also be connected to the extreme situation of carbohydrate and energy metabolism in the low P treated maize leaves.

Similarities and differences in regulation of primary metabolic pathways under low temperature, low N and low P stress related disturbances will be discussed in more detail below.

### Ion balance of stressed leaves is regulated in a nutrient specific manner

Deficiencies of N or P generally impact on the uptake activity in the root and the associated transport systems. Since the root is also responsible for acquisition of all other nutrients, metabolism of all ions needed to be adjusted. The major nutrients P, S, K, Ca and Mg were significantly changed under low temperature, low N and low P in an element specific manner (Table 3), supporting the presence of active control mechanisms for their uptake and allocation [46].

Potassium (K) concentrations increased under all stress conditions indicating that its uptake was not considerably impaired by the stress. In plant material, K represents the most abundant cation, it contributes to enzyme activation, protein stabilization, osmo-regulation, turgor adjustment and ion transport regulation [47]. A similar strategy seemed to be present for P; its concentrations increased under cold and low N conditions, only under low P conditions its accumulation was limited by supply (Figure 7). P accumulation was particularly strong in low N treated plants, and there are indications, that phosphate uptake is actually promoted under low N conditions. Under low P conditions, the transport of sucrose from the shoot into the root increases and stimulates the phosphate transporters for improved uptake [12,48]. The sucrose related increase in phosphate uptake could also be active under low N stress conditions, because root growth is promoted by P as well as N deficiency [11]. Additionally, phosphate uptake in Arabidopsis seems to be enhanced under low N conditions via a signaling pathway involving miRNAs and the E3 ligase NLA (nitrogen limitation adaptation) [49]. The accumulation of K and P, underlines the importance of both elements for plant metabolism and growth, and it seems economically advantageous to transport and store them in the leaves.

In contrast to the excess uptake strategy of P and K, N did not accumulate significantly under low temperature and low P stress conditions. Therefore N economy of the leaf seemed to be regulated by demand rather than availability. A concomitant decrease in abundance of nitrate metabolism related transcripts indicated a general down-regulation of N assimilation under low temperature and low P stress (Figure 6). Under conditions of N limitation, the total N concentration decreased in the leaves and the same behavior was observed for sulfur (S). S is integrated into proteins, and therefore S metabolism is tightly linked to N metabolism. The metabolism of both elements correlated to decreased demand of amino acid synthesis for growth processes under stress [50].

The decline in Mg and Ca concentrations under stress suggested similar control strategies for these elements. Mg forms part of the chlorophyll complex and its utilization diminishes when synthesis of phytylesters is reduced (Table 4). Most minor nutrients also seemed to be regulated by demand rather than availability under stress. The decrease of Mo was particularly pronounced under low N conditions and since Mo serves as a cofactor for nitrate reduction, the very low Mo levels could reflect the strong reduction in nitrate assimilation. The situation is similar for Fe which is also involved in several steps of nitrate metabolism [51]. In contrast to minor nutrients, concentrations of trace elements tended to increase under stress. It is possible that the control of their uptake is under less strict control and the increase is simply a result of continued uptake during retarded growth under stress.

### Phosphorus deficiency causes very distinct disturbances in carbon assimilation and energy metabolism

The majority of abiotic stress conditions do not affect the primary carbon assimilation reaction directly. The decreased demand of photosynthates for biomass production usually causes accumulation of carbohydrates in the leaves and feed-back inhibition of photosynthetic gene expression and finally C fixation [52,53]. In our experiments, low temperature and low N treated plants followed this established pattern. Transcripts related to the two photosystems, the C_4_ shuttle and the Calvin-Benson cycle were reduced in the stressed plants in a coordinated manner (Figure 5; Additional file 5: Table S4). Especially in the low temperature treated leaves, transcripts for the PSI and PSII decreased and this might be directly connected to the higher sugar accumulation under these conditions. The photosynthetic gas exchange was not affected in the cold treated plants, it even showed slightly enhanced values, which could be connected to an increased density of Calvin-Benson cycle enzymes in leaves grown under low temperature condition [54]. Leaves of low N grown plants usually save N by reducing synthesis of chlorophyll and proteins [55]. In the N experiment, C assimilation in low N treated plants was lower than in the controls. Accumulation of phosphorylated intermediates indicated that downstream C utilization was reduced and contributed to the feedback inhibition.

The situation in low P grown plants seemed more complex. Prolonged P starvation led to depletion of phosphorylated intermediates, carbohydrates, organic acids and sugar as well as starch levels (Figure 3). Under these conditions, photosynthesis was more likely to be restricted directly by phosphate limitation of photophosphorylation and associated C metabolism [56], because P deficient leaves suffer from shortage of ATP and reduced adenylate energy charges [57]. The different regulation of C assimilation under low N and low P stress also seemed to have consequences for stomatal behavior. Stomata control leaf gas exchange by balancing CO_2_ supply for photosynthesis against water loss [58]. The reduced demand of CO_2_ under low N conditions was therefore adjusted by a decrease in stomatal conductance, and the internal CO_2_ concentration (Ci) remained constant in stressed and control leaves (Table 2). The P limitation related decrease of C assimilation on the other hand did not affect stomatal conductance in the same way, leading to an increase in the calculated Ci of the maize leaves (Table 2). A similar discrepancy between P starvation effects on C assimilation and stomatal conductance had already been observed for P starved sunflower, wheat and maize in an earlier study by Jacob and Lawlor [59]. In the field, changes in stomatal control by extreme P limitation thus could have serious consequences for the water use efficiency of the plants.

Carbohydrate feedback usually leads to decreases in abundance of photosynthesis related gene expression [60], and this could also be observed in the low temperature and low N treated leaves of our experiments (Figure 5, Additional file 5: Table S4). In the P experiment, however, gene expression of PSI and PSII related transcripts was enhanced. The same phenomenon was observed in extremely P limited maize plants growing under low P supply and in absence of arbuscular mycorrhiza; their promotion of gene expression was not only observed for the photosystems but also for C_4_ and Calvin-Benson cycle related transcripts (N. Zellerhoff, personal communication). It is possible, that the low sugar concentration in the leaves was responsible for the induction or at least de-repression of photosynthesis genes. The increased expression could also be connected to a higher turnover of photosystem related proteins and transcripts, caused by overexcitation and photodamage. The accumulation of metabolites with protective function such as lutein or zea- and antheraxanthin (Figure 3) also indicated enhanced demand for protective systems especially under low P conditions.

Phosphate is not only involved in the initial photophosphorylation, but also in downstream reactions of C_4_ photosynthesis [61]. In the C_4_ shuttle mechanism, CO_2_ is initially bound to PEP by the PEPC in the mesophyll producing oxaloacetate which is further converted into malate and transported to the bundle sheath for CO_2_ release in the proximate environment of Rubisco. It had been shown for C_3_ plants, that the carboxylation of PEP increases under low P conditions, thus bypassing the pyruvate kinase reaction under limited Pi and ATP conditions [62]. In the maize leaves of the P experiment, the housekeeping PEPC transcript increased in expression about 14 fold (Additional file 6: Table S5), such an increase was absent for cold treated leaves and the transcript decreased under low N (Additional file 6: Table S5). 

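By its log2 change, the housekeeping PEPC was 13.4-fold higher in the low P leaves. This log2 change of 3.74 was 2.59 under normexp background correction and 4.26 under restricted spike-in scaling. All 4 low P arrays lay above all 4 controls (exact permutation test, two-sided p = 0.0286).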

If P deprivation affected the availability of PEP, this could impair the operation of the C_4_ shuttle and the ratio between oxygenation and carboxylation reaction of Rubisco. Data from C_3_ plants actually suggested a general increase of the photorespiratory pathway under low P conditions, and it has been postulated that the release of phosphate during hydrolysis of 2PG contributes to the phosphate balance in the chloroplast [62]. The photorespiratory amino acids glycine and serine increased specifically in the P deficient maize leaves, but the organic acids glyoxylate and glycerate were not affected (Figure 3). Since glycine and serine are also involved in the C1 metabolism, the present data is insufficient for general statements about the activity of photorespiration in C_4_ plants under low P conditions. It would however be worthwhile to investigate the specific influence of P deficiency on C_4_ photosynthesis in more detail.

The P stress related problems in synthesis of energy equivalents would also affect further cellular reactions. In the maize leaves, this was visible by transcriptional induction of several genes involved in alternative pathways, e.g. PPi-dependent phosphofructokinase (PFK), PEPC, fermentation and alternative oxidase (Additional file 4: Table S3). The situation showed thereby similarities to the energy crisis suffered in plants under low oxygen supply (see reviews: [63,64]). Pyrophosphate concentrations in the cytoplasm are usually less sensitive to P deficiency than phosphate and ATP levels, and induction of a PPi-PFK transcript would indicate the rerouting of specific catabolic steps under low P conditions. Interestingly, the same transcript was regulated into the opposite direction under low temperature and low N conditions. Additionally, low P treatment was characterized by transcriptional up-regulation of AOX (Additional file 4: Table S3), a bypass reaction to the oxidative phosphorylation [65]. 

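Of 3 probes for AOX1a, the one paired with GRMZM2G125669 changed by 2.81 (standard error 0.30, adjusted p = 0.000297) on the log2 scale under low P, OptiV1C13995 by 2.86 (standard error 0.32, adjusted p = 0.000345) and OptiV1C10427 by 1.61 (standard error 0.43, adjusted p = 0.0187). In the same order, the changes were 0.080 (adjusted p = 0.856, but -0.18 under normexp background correction), 0.59 (adjusted p = 0.589) and 0.75 (adjusted p = 0.236) under low temperature and 0.082 (adjusted p = 0.856, but -0.070 under normexp background correction), -0.095 (adjusted p = 0.916, but 0.44 under spike-in scaling and 0.48 under restricted spike-in scaling) and -0.78 (adjusted p = 0.426) under low N. GRMZM2G125669 lost its call for low P under normexp background correction (adjusted p = 0.128). OptiV1C10427 lost its call for low P under normexp background correction (adjusted p = 0.0910), without replicate 2 (adjusted p = 0.0801) and without replicate 4 (adjusted p = 0.114). OptiV1C10427 was called for low N with the slide as a block (-1.64, adjusted p = 0.0432).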

Their increased activity would allow continued functioning of TCA cycle and electron transport chain with limited ATP productions and prevent oxidative damage [66]. Generally, the shifts in energy metabolism related transcripts confirm that the leaves from low P treated plants suffer from ATP shortage. Absence of similar responses or even opposite reactions indicated that energy supply was not limiting under low temperature or low N conditions.

### C partitioning is characterized by a shift towards starch under cold and low N stress, but a preference for sucrose under low P stress

C assimilated in the photosynthetically active leaf is primarily synthesized into sucrose for transport into sink organs or incorporated into starch as an internal C reserve. Starch synthesis increases, when the rate of CO_2_ fixation exceeds the demand for sucrose synthesis and export (see review: [67]). In the stressed maize leaves, changes in starch concentrations mirrored the general C status of the leaves. Low temperatures had no marked effect on C assimilation rate, so growth retardation and reduction in transport processes led to significant increases in sucrose and starch (Figure 3). In N stressed leaves, C assimilation was slightly affected, but enhanced amounts of C were synthesized into starch. The results generally confirmed promotion of starch synthesis under cold [16], and low N stress [22,23]. The response was different in the C starved low P treated leaves. Under these conditions, the assimilated C is preferentially partitioned in to sucrose [45].

These preferences for C partitioning were reflected in differences of transcriptional regulation of sucrose metabolism (Figure 5, Additional file 5: Table S4). In low temperature and low N treated leaves, sucrose synthesis and transporter genes were down-regulated, indicating that repression of sucrose metabolism contributed to starch accumulation. 

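Under low temperature 8 of 12 sucrose synthesis transcripts were lower and 4 were called (4 when adjusted over the list alone). The difference in mean change between low temperature and low N was 0.061 (adjusted p = 0.751) for sucrose synthesis and 1.09 (adjusted p = 0.000126) for sucrose transport, where low temperature was the higher. From the reduced sucrose synthesis and transport transcripts under low temperature and low N, the paper proposes that a repressed sucrose metabolism contributed to the accumulation of starch.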

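Under low P, 1 of 12 sucrose synthesis transcripts passed both limits. The log2 change was -0.15 (adjusted p = 0.316, but 0.037 under normexp background correction, 0.067 under spike-in scaling and 0.37 under restricted spike-in scaling) for UDP-glucose pyrophosphorylase, 0.29 (adjusted p = 0.0464) for GRMZM2G013166, 0.66 (adjusted p = 0.00312) for GRMZM2G008507, 0.25 (adjusted p = 0.0952) for GRMZM2G140107 and 0.19 (adjusted p = 0.114) for SUT1. GRMZM2G008507 was called for low P under restricted spike-in scaling (1.18, adjusted p = 0.00316).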

No such transcriptional repression was observed under low P conditions (Figure 5, Additional file 5: Table S4). In contrast to C_3_ plants, synthesis of sucrose and starch in the mature C_4_ leaf is localized in different cell types. Starch accumulates almost exclusively in the bundle sheath while sucrose synthesis takes place in the mesophyll [68]. The stress related shift towards one of these endproducts would therefore affect the metabolism of both cell types in a different way. Sucrose and starch synthesis both play important roles in the cellular recycling of phosphate for continuation of photosynthetic reactions. The control of phosphate homeostasis in C_4_ leaves might therefore require regulation of phosphate distribution between cell organelles as well as phosphate balancing between mesophyll and bundle sheath cells [69].

Independent of the nature of the stress, the amounts of transcripts for cellulose synthases were enhanced in all stressed maize leaves and therefore correlated negatively to the growth behavior of the plants (Figure 5). This could indicate generally increased partitioning of C into the cell wall under stress. However, cell wall formation continues even after the leaves have reached the final size, and it is possible that slight developmental differences in the control and stressed plants contributed to changes observed for transcription of cellulose synthesis. 

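The 23 cellulose biosynthesis transcripts had a mean log2 change of 0.46 (standard error 0.15, adjusted p = 0.0299) under low temperature, 1.20 (standard error 0.33, adjusted p = 0.0117) under low N and 0.69 (standard error 0.24, adjusted p = 0.0299) under low P, with 19 and 19 transcripts higher under low temperature and low N. Of these 2 were called higher and 1 lower under low temperature (3 when adjusted over the list alone), and 3 were called higher under low N (5 when adjusted over the list alone). Cellulose biosynthesis lost its call for low temperature in 1 fit over 24 arrays (adjusted p = 0.159), without replicate 1 (adjusted p = 0.0565), without replicate 2 (adjusted p = 0.0823) and without replicate 3 (adjusted p = 0.0670), and for low N under fry (adjusted p = 0.0522), and for low P under normexp background correction (adjusted p = 0.130), over probes well above background on all 24 arrays (adjusted p = 0.0614), without replicate 4 (adjusted p = 0.112) and under fry (adjusted p = 0.137). On control T replicate 4 the mean of the list was -0.094, against 0.52 to 0.59 on the other 3 control arrays. No difference between the stresses was called, with -0.74 (adjusted p = 0.127) for low temperature minus low N, -0.23 (adjusted p = 0.682) for low temperature minus low P and 0.51 (adjusted p = 0.299) for low N minus low P. Under restricted spike-in scaling, however, the difference between low temperature and low N was called.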

In monocot species, such as maize, developmental changes can be followed along the leaf gradient [70,71]. Transcripts involved in leaf maturation would be present in high amounts in the base and decrease towards the tip. The expression of cellulose synthases and other transcripts with predicted function in plastid maturation such as RS2 [37] followed this pattern in the maize leaf (Additional file 2: Figure S2). It can therefore not be excluded that stress related retardation of the growth program influenced the measured expression pattern. Analysis of stress related changes should therefore generally be viewed critical with respect to their growth patterns.

### Nitrate and amino acid metabolism adjust to demand under low temperature, low N and low P stress

During the day, a large proportion of nitrate is transported from the root to the shoot, where it is reduced and assimilated into amino acids and other organic compounds. In contrast to management of P, total N concentration did not increase significantly in the low temperature or low P stressed leaves (Table 3). Nitrate allocation within the plants depends on the activity of various specific transporters [72,73]. After uptake into the cell, nitrate is reduced to nitrite in the cytoplasm by nitrate reductase, followed by nitrite reduction in the chloroplast by nitrite reductase to ammonium (Figure 6). In the maize source leaves, the expression of many nitrate transporters, nitrate reductases and nitrite reductase was reduced by low temperature, low N and low P stress (Figure 6, Additional file 5: Table S4). Expression of nitrate assimilation related transcripts therefore showed positive correlation to the general growth rate of the plant, and it can be postulated that the reactions were regulated by demand of reduced nitrate for synthesis of building blocks for biomass. Nitrate assimilation requires considerable input of energy and reductants from the cellular metabolism [74]. Reduction in its activity would liberate this power for stress adaptation.

The activity of nitrate reductase is tightly regulated on transcriptional, post-transcriptional and enzyme activity levels [75]. Different control mechanisms should, however, have been active under the different stress conditions (Figure 6). Expression of nitrate reductase can be regulated directly by substrate (nitrate) supply [22]; and under low N conditions, nitrate limitation should have influenced transcript abundance. Under low temperature and low P stress, nitrate should have been available in abundance; and under these conditions, amino acid (end-product) accumulation would repress nitrate reductase transcripts [76,77]. Higher amino acid accumulation under low P thereby corresponded to stronger repression of nitrate metabolism related transcripts (Figure 6). The low carbohydrate levels in low P stressed plants could additionally negatively influence nitrate reductase expression [78]. Since the advantage for repression of nitrate reduction under stress lies mainly in the saving of energy and reductant, this strategy would also be more relevant for leaves under P starvation than under low temperature. The decrease in expression of several nitrate transporters indicated that also the allocation of nitrate to the shoot was negatively regulated in stressed leaves (Figure 6; Additional file 5: Table S4). Generally, the very tight regulation of nitrate assimilation under very different metabolic stress conditions confirmed the importance of its control for stress adaptation. Besides low temperature, low N and low P stress, repression of nitrate assimilation had also been observed under drought stress [79].

Nitrate assimilation produces ammonium, which is further incorporated into amino acids by the GS/GOGAT cycle. In contrast to the nitrate reduction process, transcripts for GS and GOGAT were much less affected by the different stress conditions (Figure 5, Additional file 5: Table S4). In the cell, ammonium is not only produced by primary nitrate fixation but also from photorespiration and turnover of amino acids and proteins [80]. Immediate re-fixation of ammonium under stress would avoid loss of reduced N to the environment, which is important especially under N deficiency [81].

The majority of amino acids followed a similar pattern under the different stress condition: slight increase under low temperature, decrease under low N and considerable increase under low P conditions (Figure 3). Correlation between amino acid changes and expression of amino acids related transcripts was however limited. Transcriptional regulation had been shown for asparagine metabolism [82]. With a high N:C ratio the amino acid can serve as N storage compound, under low N conditions specific transcripts involved in its synthesis decreased while transcript involved in its degradation increased [26]. The opposite picture could be observed under low P conditions, when N is available in abundance, but C skeletons were limited due to general shortage of carbohydrates. 

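By their descriptions, Table S4 lists 6 asparagine synthases and 2 asparaginases. Under low P, 1 asparagine synthase was called higher and 2 lower, and under low N 2 were called lower. The log2 change of GRMZM2G078472 was 3.62 (standard error 0.88, adjusted p = 0.0129) under low P, -2.15 (standard error 0.48, adjusted p = 0.0271) under low N and -4.92 (standard error 0.76, adjusted p = 0.00255) under low temperature. GRMZM2G078472 lost its call for low N with no background filter (adjusted p = 0.0524), in 1 fit over 24 arrays (adjusted p = 0.0610), without replicate 1 (adjusted p = 0.138) and without replicate 4 (adjusted p = 0.111), and for low P without replicate 1 (adjusted p = 0.0555) and without replicate 4 (adjusted p = 0.0643). GRMZM2G142802 changed by -2.42 (adjusted p = 0.00333), -2.85 (adjusted p = 0.195) and 1.08 (adjusted p = 0.343), and GRMZM2G003762 by -1.29 (adjusted p = 0.000152), -1.12 (adjusted p = 0.0499) and -1.01 (adjusted p = 0.0326). GRMZM2G142802 lost its call for low P in 1 fit over 24 arrays (adjusted p = 0.0818). GRMZM2G142802 was called for low N with the slide as a block (-3.97, adjusted p = 0.0362). GRMZM2G003762 lost its call for low temperature under normexp background correction (adjusted p = 0.218), under quantile normalization (adjusted p = 0.0992), under spike-in scaling (adjusted p = 0.175), under restricted spike-in scaling (-0.80), with no background filter (adjusted p = 0.0550), without replicate 1 (adjusted p = 0.0805), without replicate 3 (adjusted p = 0.155) and without replicate 4 (adjusted p = 0.0686), and for low N under quantile normalization (adjusted p = 0.254), under spike-in scaling (adjusted p = 0.257), under restricted spike-in scaling (adjusted p = 0.229), with the authors' processed values (adjusted p = 0.0506), with no background filter (adjusted p = 0.0895), without replicate 1 (adjusted p = 0.192), without replicate 2 (adjusted p = 0.180), without replicate 3 (adjusted p = 0.107), without replicate 4 (adjusted p = 0.0628) and with the slide as a block (-0.91), and for low P under restricted spike-in scaling (-0.77). Of the asparaginases 1 was called lower under low P. Under low N both were higher, but limma called 0 of them, with 1 at an unadjusted p under 0.05.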

Another example for correlation between amino acid concentration and levels of related transcripts could be found for proline. The final enzymes of the proline synthesis pathway were strongly induced in cold stressed leaves and this correlated with a particularly strong accumulation of proline (Figure 3, Additional file 5: Table S4). This specific amino acid serves as protectant of cellular structures in different abiotic stress situations [83], including low temperatures and our results confirmed that this accumulation was influenced by transcriptional control. Under low N and low P condition, no specific proline responses could be observed, showing that proline accumulation is not a general stress response but regulated only under specific environmental conditions.

N metabolism is strongly interconnected with C metabolism. Organic acids for instance supply C skeletons for amino acid synthesis and C partitioning into the organic acid pool is also supposed to be regulated by N supply [77]. Such a correlation between amino acids and organic acids was present in the maize leaves under low temperature and low N treatment. The level of compounds from both groups increased under low temperature and decreased under low N. The correlation was, however, lost under low P conditions (Figure 3). Their general C shortage resulted in reduction of organic acids, while amino acids accumulated [42]. Amino acid accumulation resulted more likely from a decline in protein biosynthesis. Only in low P treated leaves, a coordinated reduction in transcripts for ribosomal proteins was observed (Figure 5, Additional file 5: Table S4) indicating general repression of protein synthesis under P starvation. In comparison with maize seedlings grown under P abundance, P starved leaves usually also had decreased total protein contents [84]. 

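Single ribosomal protein transcripts changed by -1.03 to 0.98 on the log2 scale under low P, and 1 was called lower (1 called when adjusted over the list alone). All 4 low P arrays had a lower mean of the list than all 4 controls (exact permutation test, two-sided p = 0.0286), but the mean change of the list was 0.28 under restricted spike-in scaling. Low N minus low P was 0.46 (adjusted p = 0.00829, and 0.0833 without replicate 1 and 0.0553 without replicate 2) and low temperature minus low P 1.12 (adjusted p = 1.05e-06). From this coordinated reduction, the paper proposes a general repression of protein synthesis under P starvation.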

Repression of protein synthesis probably represented another energy saving adaptation process under P limitation.

In summary, the maize source leaf metabolism adapted to N limitation by reduced input into nitrate assimilation, but also transcriptional down-regulation of many other pathways of primary metabolism (Figure 5). Supply of stressed plants with abundant N did not initiate the buildup of N storage pools.

### Control of phosphate homeostasis under stress depends on transcriptional regulation of a specific set of genes

The strategy for adaptation to variation in P supply followed a very different strategy. Abundance of P caused accumulation of the element in the leaves. The concentration of P in the leaf tissue correlated negatively to a specific set of significant transcripts. About 40% of these transcripts had assigned functions in P salvation and transport processes. Transcripts with the same expression patterns but so far unknown function could represent further candidates for regulators of P homeostasis (Figure 7, Additional file 6: Table S5).

An important P salvation mechanism involves the replacement of phospholipids in the cellular membranes by sulfo- and galactolipids. The synthesis of sulfolipids was therefore promoted under low P conditions by an increase in the SQD2 transcript. Arabidopsis mutants without a functioning SQD2 protein showed retarded growth under P deficiency supporting the importance of sulfolipid in the adaptation response [85]. In the examined maize leaves, the SQD2 homolog increased significantly under low P stress, but the transcript decreased significantly under low N and cold (Additional file 5: Table S4). 

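The SQD2-like transcript had log2 changes of 1.20 (standard error 0.12, adjusted p = 0.000218) under low P, -1.76 (standard error 0.25, adjusted p = 0.00532) under low N and -1.84 (standard error 0.32, adjusted p = 0.00415) under low temperature. SQD2 lost its call for low N under spike-in scaling (adjusted p = 0.143) and under restricted spike-in scaling (adjusted p = 0.104).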

Under conditions of high phosphate availability, incorporation of sulfur was therefore actually repressed and by this way incorporation of P seemed to be actively promoted. 

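For 12 acid phosphatases the mean log2 change was 2.18 (standard error 0.075, adjusted p = 2.42e-08) under low P, with single transcripts up to 6.96, against -1.58 (standard error 0.39, adjusted p = 0.00883) under low temperature and -1.40 (standard error 0.10, adjusted p = 5.61e-06) under low N. Under low temperature 12 transcripts were lower and 6 were called, and under low N 11 and 7. The exact permutation test of the list means gave a two-sided p of 0.0571 under low temperature. The acid phosphatase list lost its call for low temperature without replicate 2 (adjusted p = 0.0561). Low temperature minus low P was -3.75 (adjusted p = 7.58e-08) and low N minus low P -3.58 (adjusted p = 8.74e-08), while low temperature minus low N was -0.17 (adjusted p = 0.723).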

Transcript patterns of several purple acid phosphatases also indicated increased activity under low P conditions and subsequently release of phosphate from phosphoesters [86], while decreased abundance of the same transcripts under low temperature and low N suggested reduced phosphatase reaction (Additional file 5: Table S4).

Distribution of P needs to be regulated in the whole plant as well as at the cellular level [87,88]. After phosphate uptake in the root, it is released into the xylem and transported into the shoot. Phosphate demand is thereby highest in young tissue, and older leaves contribute to phosphate supply of growing tissue. Since maintenance of root metabolism is vital for whole plant survival under nutrient deficiency, phosphate can also be redistributed from the shoot to the root [74,89]. Within the cell, many processes are dependent on phosphate distribution between organelles. Excess of phosphate in the cytosol could for instance drain the chloroplast of triose-P [90]. Stabilization of phosphate homeostasis can be conferred by buffering the system through exchange with the phosphate pool in the vacuole [88]. Features involved in the phosphate control system should therefore include mechanism avoiding excess as well as shortage of phosphate in the metabolically active compartments. This correlates with the identification of numerous transcripts related to P metabolism with opposite expression patterns under conditions with increased phosphate levels under low temperature or low N, and decreased levels under low P (Figure 7).

In Arabidopsis, various transcripts involved in regulation of P metabolism have been identified. These include the transcription factor PHR1 and the phosphate control system consisting of the E3 ligase SIZ1, miRNA399, the E2-conjugase PHO2 and At4/AtIPS1 (for review see: [91,92]). Homologues of the Arabidopsis genes could be identified in other plant species such as rice and maize [38] indicating evolutionary conservation in the phosphate regulatory mechanism. 

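The At4/IPS1-like RNA had a normalized log2 signal of 6.74 ± 0.19 (SD, n = 4) in the low P leaves and 3.41 ± 0.40 (SD, n = 4) in their controls. Its log2 change was 3.33 (standard error 0.20, adjusted p = 2.13e-05) under low P, -3.06 (standard error 0.36, adjusted p = 0.00246) under low N and -4.62 (standard error 1.10, adjusted p = 0.0150) under low temperature, where the groups were not fully apart (exact permutation test, two-sided p = 0.0571). This RNA lost its call for low temperature without replicate 2 (adjusted p = 0.0846) and without replicate 3 (adjusted p = 0.0602). No correlation with the phosphate contents was computed, since these were not analysed here.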

In the maize leaves, expression of the At4/IPS1-like RNA showed a very strong negative correlation to phosphate concentration of the leaves under all tested stress conditions (Figure 7). The PHO2-like transcript on the other hand was only slightly reduced by low P; and surprisingly a much stronger down-regulation was observed under low temperature and low N, when phosphate concentration was high. 

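The PHO2-like transcript changed by -0.32 (standard error 0.11, adjusted p = 0.0511, but 0.20 under restricted spike-in scaling) on the log2 scale under low P, -2.92 (standard error 0.34, adjusted p = 0.000849) under low temperature and -1.21 (standard error 0.20, adjusted p = 0.00846) under low N. PHO2 lost its call for low N under spike-in scaling (adjusted p = 0.262), under restricted spike-in scaling (adjusted p = 0.225) and without replicate 2 (adjusted p = 0.0703).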

In Arabidopsis PHO2 down-regulation of inhibited remobilization of phosphate from older to young shoot tissue [89]. Its strong regulation in the maize leaves could indicate that phosphate remobilization was down-regulated to a greater extent in phosphate abundant than in phosphate deficient leaf tissue, thus promoting retention of phosphate in leaves under generally high P conditions.

Four groups of phosphate transporters have been described in Arabidopsis [93]. Best studied are high-affinity transporters from the PHT1 group, they have been localized in the plasma membrane and mediate phosphate uptake in the roots under P limiting conditions [94]. PHT2-like low affinity phosphate transporters are associated with chloroplasts, while the PHT3 transporters are predicted to be mitochondrial phosphate carriers. Different members of the PHT4 groups have been localized in the plastid envelope or the Golgi membrane system. Knowledge about phosphate transport system across the tonoplast, which would be important for the exchange of phosphate between cytosol and vacuole, is so far limited to kinetic studies [95].

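Of 6 transcripts of PHT1-like transporters, 5 were called higher under low P, 5 lower under low N and 6 lower under low temperature. The log2 change of PHT1;3 was 1.51 (adjusted p = 1.82e-05) under low P, -2.17 (adjusted p = 0.00475) under low temperature and -1.67 (adjusted p = 0.00122) under low N. PHT1;3 lost its call for low N under spike-in scaling (adjusted p = 0.0752) and under restricted spike-in scaling (adjusted p = 0.0584). For the PHT1;4-like GRMZM2G154090 it was 1.44 (adjusted p = 0.000106) under low P, -2.39 (adjusted p = 0.00405) under low temperature and -1.35 (adjusted p = 0.00926) under low N. GRMZM2G154090 lost its call for low N under spike-in scaling (adjusted p = 0.214), under restricted spike-in scaling (adjusted p = 0.191), without replicate 1 (adjusted p = 0.0517) and without replicate 2 (adjusted p = 0.0568). The log2 change of the PHT1;4-like GRMZM2G326707 was 1.37 (adjusted p = 0.000208) under low P, -3.03 (adjusted p = 0.00101) under low temperature and -2.24 (adjusted p = 0.00405) under low N. GRMZM2G326707 lost its call for low N under spike-in scaling (adjusted p = 0.0533). For PHT1;5 it was 0.68 (adjusted p = 0.00806) under low P, -1.02 (adjusted p = 0.00404) under low temperature and -0.43 (adjusted p = 0.322, but 0.099 under spike-in scaling and 0.14 under restricted spike-in scaling) under low N. PHT1;5 lost its call for low temperature under normexp background correction (-0.91), under quantile normalization (-0.97), under spike-in scaling (adjusted p = 0.180), under restricted spike-in scaling (-0.80) and without replicate 3 (-0.88). PHT1;5 was called for low P under restricted spike-in scaling (1.20, adjusted p = 0.00325). The log2 change of the PHT1;7-like GRMZM2G075870 was 1.91 (adjusted p = 1.50e-05) under low P, -1.86 (adjusted p = 0.0402) under low temperature and -1.41 (adjusted p = 0.00115) under low N. GRMZM2G075870 lost its call for low temperature under normexp background correction (adjusted p = 0.0557), under spike-in scaling (adjusted p = 0.122), under restricted spike-in scaling (adjusted p = 0.0848), with no background filter (adjusted p = 0.0653), without replicate 1 (adjusted p = 0.0722), without replicate 2 (adjusted p = 0.159) and without replicate 3 (adjusted p = 0.0880), and for low N under spike-in scaling (adjusted p = 0.167) and under restricted spike-in scaling (adjusted p = 0.137). For the PHT1;7-like GRMZM2G112377 it was 1.70 (adjusted p = 3.29e-05) under low P, -2.11 (adjusted p = 0.0135) under low temperature and -1.36 (adjusted p = 0.00663) under low N. GRMZM2G112377 lost its call for low temperature under normexp background correction (adjusted p = 0.0788), without replicate 2 (adjusted p = 0.0699) and without replicate 3 (adjusted p = 0.0578), and for low N under spike-in scaling (adjusted p = 0.205) and under restricted spike-in scaling (adjusted p = 0.177). The low temperature and control arrays of GRMZM2G075870 overlapped (exact permutation test, two-sided p = 0.0571).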

In the maize leaves, expression pattern of PHT1-like high affinity phosphate transporters correlated negatively with phosphate concentrations (Figure 7). Considering the plasma membrane localization of this transporter group, the results suggested that uptake of phosphate by leaf cells was transcriptionally down-regulated under high P conditions, and up-regulated under P deficiency (Figure 7). Expression patterns of transcripts from the other groups (PHT2-PHT4) showed much less correlation to the soluble and total P concentrations measured in the maize leaves (Figure 7; Additional file 5: Table S4). 

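Table S4 describes 10 transcripts as PHT2-, PHT3- or PHT4-like. Under low temperature 1 of them was called higher and 3 lower, and under low P 1 higher and 1 lower. Limma called 0 under low N, with 2 at an unadjusted p under 0.05. Their correlation with phosphate contents was not analysed here.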

Their regulation was probably more dependent on phosphate levels in the organelles than on total P concentrations in the leaf.

Another group of proteins usually connected to phosphate transport are SPX (SYG1/PHO81/XPR1) domain proteins (see review [96]). In yeast, SPX proteins have been described for their involvement in control of intracellular phosphate homeostasis and also for their contribution to vacuolar transport [97]. In plants, SPX domain proteins are also connected to phosphate transport or at least in its fine-tuning, but their precise mode of action is still unknown [96,98]. SPX domain proteins in plants are further divided into subgroups depending on the existence of additional domains (SPX; SPX-EXS; SPX-MFS; SPX-RING). 

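The SPX1-like transcript changed by 1.01 (standard error 0.14, adjusted p = 0.00103) on the log2 scale under low P, -4.23 (standard error 0.58, adjusted p = 0.00159) under low temperature and -2.47 (standard error 0.21, adjusted p = 0.000660) under low N. SPX1 lost its call for low P in 1 fit over 24 arrays (adjusted p = 0.0631) and without replicate 4 (0.94). Of the SPX3-like transcripts, GRMZM2G065989 had 1.15 (adjusted p = 0.000103), -5.13 (adjusted p = 0.00251) and -4.37 (adjusted p = 0.000106) and GRMZM2G370780 1.34 (adjusted p = 0.000215), -4.64 (adjusted p = 0.00202) and -2.88 (adjusted p = 0.000365). GRMZM2G065989 lost its call for low P in 1 fit over 24 arrays (adjusted p = 0.109). The SPX4-like transcript had 1.14 (adjusted p = 0.000207), -2.78 (adjusted p = 0.000629) and -1.23 (adjusted p = 0.0122). SPX4 lost its call for low N under spike-in scaling (adjusted p = 0.334), under restricted spike-in scaling (adjusted p = 0.284), without replicate 1 (adjusted p = 0.0743), without replicate 2 (adjusted p = 0.0717) and without replicate 4 (adjusted p = 0.0712). The SPX2-like transcript changed by 1.27 (adjusted p = 8.07e-05) under low P. Under low temperature it was called lower at -4.20 (adjusted p = 0.00321), but had -1.71 under normexp background correction, and with 1 of 4 low temperature arrays well above background the size of this decrease rests on signals near background. Under low N it was well above background on all control arrays and on no low N array, and was at least 4.63-fold lower. SPX2 lost its call for low temperature under normexp background correction (adjusted p = 0.0554), and for low P under normexp background correction (adjusted p = 0.312).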

In the maize leaves, different SPX domain proteins showed strong P status dependent expression patterns supporting an involvement in control of intracellular phosphate homeostasis in leaves (Figure 7).

Studies in Arabidopsis and rice indicated that the different SPX domain proteins interact with each other, forming a regulatory network depending on activating and inhibiting interactions [96,98]. The results from maize would also support interaction between different SPX domain containing proteins. Simple SPX domain proteins were thereby regulated in coordination, while an SPX-MFS protein showed a differential picture (Figure 7). In Arabidopsis, a SPX-MFS proteins had been assigned to the vacuolar membrane [99] and the maize homologues therefore represent good candidates as regulators of phosphate exchange between cytosol and vacuole under changing P regimes [100]. In the suggested system, the SPX-MFS transcript with increased expression under high P status could be responsible for removal of phosphate from the cytosol. A related transcript showed the opposite pattern, and it is possible that vacuolar import and export of phosphate are controlled by different proteins. The SPX-MFS transcript with reduced abundance under high P was not affected by low P conditions, so it might be involved in reduction of phosphate transport out of vacuole when phosphate is generally high, but does not influence phosphate export under low phosphate conditions (Figure 7).

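The SPX-MFS protein GRMZM2G166976 changed by -1.96 (standard error 0.47, adjusted p = 0.0161) on the log2 scale under low temperature, -2.06 (standard error 0.44, adjusted p = 0.0231) under low N and 0.021 (standard error 0.26, adjusted p = 0.956) under low P. GRMZM2G166976 lost its call for low temperature without replicate 3 (adjusted p = 0.0809) and without replicate 4 (adjusted p = 0.0683), and for low N under spike-in scaling (adjusted p = 0.139), under restricted spike-in scaling (adjusted p = 0.102), without replicate 1 (adjusted p = 0.0704), without replicate 2 (adjusted p = 0.0844), without replicate 3 (adjusted p = 0.0683) and without replicate 4 (adjusted p = 0.0803).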

The so far best characterized SPX domain containing protein is PHO1 (SPX-EXS domain protein) and there is evidence for its function as an exporter of phosphate from the cell [101]. Overexpression in Arabidopsis leads to drainage of Pi from the leaf cells into the apoplast [102]. 

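The PHO1 family transcript GRMZM2G335989 had log2 changes of -2.61 (standard error 0.51, adjusted p = 0.00695) under low temperature, -1.77 (standard error 0.28, adjusted p = 0.00793) under low N and -0.11 (standard error 0.14, adjusted p = 0.549, but 0.10 under spike-in scaling and 0.41 under restricted spike-in scaling) under low P. GRMZM2G335989 lost its call for low temperature without replicate 2 (adjusted p = 0.0511), and for low N under spike-in scaling (adjusted p = 0.136) and under restricted spike-in scaling (adjusted p = 0.106). For GRMZM2G466545 they were -2.04 (standard error 0.36, adjusted p = 0.00466), -0.78 (standard error 0.25, adjusted p = 0.0830) and -0.40 (standard error 0.21, adjusted p = 0.166, but 0.12 under restricted spike-in scaling). GRMZM2G466545 was called for low N without replicate 4 (-1.09, adjusted p = 0.0486).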

The maize homolog of PHO1 was down-regulated under low temperature and low N conditions, when P status of the tissue was high, thus also supporting intracellular storage of excess phosphate and reduction of phosphate transport out of the cell. The results further supported a reduction in phosphate remobilization from leaf cells into other plant parts when the general phosphate status is high.

The phosphate homeostasis regulatory system is further influenced by sucrose concentrations. Increases in sucrose thereby enhance the induction of SPX proteins and other phosphate starvation response genes [94]. The P starved leaves had generally low carbohydrate contents, but the above described preference for C partitioning into sucrose would support the induction of SPX domain proteins. The presented results would suggest that phosphate balancing plays a major role in stress adaptation, especially under conditions which affect P as well as C status of the plant. Disturbances in regulation of P homeostasis, e.g. by mutation of a phosphate regulator such as PHO2, can therefore interfere with the plants adaptation capacity to stress [103].

## Conclusions

Maintenance of cellular metabolism under stress depends on stabilization of all metabolic processes. Exposure of maize leaves to prolonged low temperature, low N and low P conditions caused very different disturbances in the primary C, N and P metabolism. The selection of stress conditions with contrasting effects on specific metabolic processes helped in understanding their regulation.

Regulation of central parts of C metabolism showed similarities under low temperature and low N stress. The stress related growth retardation was thereby connected to accumulation of carbohydrates including starch thus indicating that growth was not limited by C assimilation, but that photosynthesis was feed-back regulated. Simultaneously, transcripts associated with C assimilation and sucrose synthesis were reduced. In contrast to this, P deficiency influenced C and energy metabolism in a more direct manner. Photosynthetic activity decreased considerably, carbohydrates and related metabolites declined and alternative energy processes were induced. The results underlined the importance of optimal phosphate balance for efficient photosynthesis. In the C_4_ plant maize, the CO_2_ concentrating shuttle mechanism could also be affected. The lack of carbohydrate stores would impact negatively on further plant development and finally yield.

Transcripts associated with primary nitrate metabolism were considerably decreased under all tested stress conditions. Nitrate assimilation thus seems to be regulated by demand and not by availability, and different control systems should have taken effect under conditions of limiting and abundant nitrate supply. The transcript data suggested close correlation between activity of nitrate assimilation and the plant’s growth rate. Because the plants do not build up stores in the leaves, their growth would always be highly dependent on the availability of N in the soil.

The plant’s strategy was very different for long-term management of P. Abundant availability of P stimulated accumulation of P stores in the leaves. A cluster of transcripts with very strong correlation to P concentrations in the leaves could be identified. Several of these had been described for their involvement the P starvation response before, but the list also provided new candidates with possible function in regulation of P homeostasis.

## Methods

### Plant growth

Maize seeds (*Zea mays* cv. B73) were submitted to the different stresses in independent experiments. Each experiment consisted of control plants and stressed plants. The low temperature experiment was conducted in autumn 2009 in two successive experimental sets. N deficiency tests were carried also carried out in two successive experimental sets in spring 2010. P deficiency was applied to one experimental set in summer 2011. Photosynthesis measurements were performed in additional independent experiments for low temperature and low N tests. Plants used for photosynthesis analysis of the nutrient experiments were thereby cultivated at the same time in the same growth chamber, and this happen in parallel to the initial P experiment.

In the low temperature experiment the seedlings were subjected to cold stress in the dark period only. In the nutrient deficiency experiments, seedlings were supplied with nutrient solutions containing either insufficient nitrate or insufficient phosphate for optimal growth. For the nutrient experiments, control plants were cultivated under exactly the same conditions, but experimental variation in growth could still be observed. The low temperature experiment was arranged in a different growth chamber which allowed setting night temperatures down to 4°C. The use of different growth facilities also caused variation in light quality and quantity during seedling growth.

Low night temperatures had the strongest effects on early seedling growth, and 20 days after germination the biomass of stressed plants was already reduced to ca. 40% of the control plants. A comparable stress severity was achieved by low N or low P stress only 30 days after germination. In order to be able to compare stress conditions causing similar growth retardation, plants from the low temperature experiment were harvested at 20 days after germination, plants from the nutrient stress treatments were harvested at 30 days after germination. The analysis of results concentrates on the differences between stressed plants (low temperature, low N or low P) and the associated controls (control T, control N and control P).

For all experiments, seeds were incubated on wet filter paper for three days, and uniform seedlings were transferred into pots of 1.5 L volume containing nutrient poor peat soil (Basissubstrat 2, Klasmann & Deilmann, Germany). Fertilization started at day seven of the experiment with modified Hoagland solutions. Control and low temperature stress treated plants were supplied with 15 mM KNO_3_, 5 mM CaCl_2_, 2 mM MgSO_4_, 2 mg/L Fe, 0.5 mM KH_2_PO_4_, 50 μM H_3_BO_4_, 10 μM MnCl_2_, 1 μM ZnSO_4_, 0.3 μM CuSO_4_, 0.5 μM Na_2_MoO_4_. For low N treatment, the nitrate content was reduced to 0.15 mM KNO_3_, for low P treatment the phosphate content of the nutrient solution was 0.1 mM KH_2_PO_4_. The differences in potassium supply were balanced with KCl. Plants received 100 ml of nutrient solution every third day, between the fertilisation supply, plants were watered with distilled water depending on water status in the pot. The last watering with nutrient solution always happened two days before the harvest. Plant growth performance was assessed by daily measurements of leaf length from ligule of the most previous developed leaf until tip. For the leaf elongation rate data in Table 1 measurements from at least four consecutive days before harvest were used.

The low temperature experiment was performed in two Snijders climate chambers (IMAGO F3000, Snijders Scientific) at 14 h days with 28°C and 80% humidity, followed by 10 h of night at 20°C and 50% humidity. Light intensity on soil level was ca. 600 μmol m^-2^ s^-1^, and ca. 800 μmol m^-2^ s^-1^ at the position of the highest leaves. All seedlings were allowed to establish in the pots under control conditions. At day 7 after germination, conditions in one chamber were switched to low temperature stress and the night temperatures were reduced to 4°C while all other settings were kept constant. At day 20 after germination leaf five represented the main source leaf and it was harvested for analysis of ion, transcript and metabolites profiles.

The nutrient deficiency experiments (N, P) were performed in a CLF climate chamber (PlantMaster PGR 3045, CLF Plant Climatics GmbH, Germany) with a diurnal rhythm of 14 h light (ca. 200 μmol m^-2^ s^-1^ at level of the soil surface and ca. 650 μmol m^-2^ s^-1^ just under the light source which was adjusted according to plant height to give maximal possible irradiance) at 28°C and 80% humidity, and 10 h night at 20°C and 50% humidity. The nutrient deficiency stressed plants received modified nutrient solution for the whole period of the experiment and at 30 days after germination, growth retardation in stressed plants was comparable to the cold experiment. Leaf six was harvested as a source leaf in all plants for further molecular analysis.

Harvest of plant material always started two hours after start of the light period and was always completed before midday. The whole plant was cut at soil surface and immediately weighed for shoot fresh weight analysis. The leaf lamina was harvested 2 cm above the appearance point and the top 6 cm from the tip were removed. The remaining mid-part of the leaf was immediately frozen in liquid nitrogen and stored at −80°C. The whole leaf was homogenised with cooled mortar and pistil and aliquoted under liquid nitrogen for transcriptome and metabolome and ionome anaylsis. A subsample of leaf and stem material was dried at 80°C for 3 days for determination of plant dry weight. Since there was no significant difference in fresh/dry weight ratio of stressed and control plants, biomass of plant is usually given as fresh weight.

### Photosynthetic parameter

Gas exchange and PSII fluorescence were determined in the main source leaves (leaf 5 in low temperature, leaf 6 in low N and low P experiment) using a combined infrared gas exchange-chlorophyll fluorescence imaging system (GFS-3000 and Mini-Imaging PAM fluorometer; Heinz Walz, Germany) at actinic illumination of 600 μmol m^-2^ s^-1^, 28°C leaf temperature, 400 mL L^-1^ CO_2_ and 13,000 mL L^-1^ H_2_O. Assimilation, conductance and internal CO_2_ concentration were calculated according to Farquahr et al. [104], effective PSII quantum yield was determined after Gentry et al. [105]. Because already small injuries of the plants can influence molecular parameter, the photosynthesis measurements were always done on maize seedlings from different sets of experiments. Plants for analysis of photosynthetic parameter under low N and low P stress were grown at the same time in the climate chamber and data for control N and control P is therefore identical.

### Ion content analysis

For determination of different elements by ICP-MS analysis a microwave digestion system (Anton Paar, Multiwave 3000) was employed. Approx. 0.5 g of fresh, homogenized plant material was digested using 4 ml of concentrated HNO_3_ (66%) and 2 ml of H_2_O_2_ (30%). Final solutions were diluted with deionised water to an end volume of 30 ml. The reagent blank was treated in the same way. The program used in the microwave starts with a power ramp of 10 min followed by 30 min at 1400 W and finished with 15 min of cool down. As a certified reference material “hay powder” was used. The concentration of 21 elements was determined using an Agilent 7700 ICP-MS (Agilent Technologies, Tokyo, Japan) following the manufacturer’s instructions. Five biological replicate samples were used for ion profile analysis. Additionally aliquots from the same leaf samples were used for determination of total N and C concentrations. For this the leaf material was freeze dried, and 10 mg samples were subjected to elemental analysis using the Vario EL cube (Elementar Analysensysteme GmbH, Germany) in the CN operation mode.

### Microarray analysis

RNA was extracted from four biological replicates for each stress condition (low temperature, low N, low P) and each associated control (control T, control N, control P) described by Logemann et al. [106] using 100 mg of frozen leaf material. The isolated RNA was purified with the RNeasy purification kit according to the manufacturer’s instructions (Qiagen, Germany). The quality was checked with the Agilent 2100 Bioanalyzer using the RNA 6000 Nano kit. The cDNA and following antisense cRNA synthesis was performed according the one-color microarray-based gene expression analysis protocol (Agilent Technologies). An aliquot of 1.65 μg of Cy3 labeled cRNA was loaded on one-color microarrays with custom-designed oligonucleotide probes (Agilent 025271). Randomization of samples from low temperature and low N experiments over different chip batches and hybridization dates had shown that this had no marked influence on results; samples from the P experiment were hybridized in one set. Validation of data for the described microarray method by quantitative RT-PCR was demonstrated by Pick et al., [71]. Transcripts were normalized to the 75^th^ percentile followed by baseline correction across all samples using the Agilent Gene spring GX12.0 software. The sample from the low temperature and low N experiments had been randomized using different chip batches and different hybridization dates, but the influence of these two parameters was judge as minor and samples from the low P experiment were measured in one batch. Annotation and classification followed the characterization of the Agilent 025271 array chip as described in the OPTIMAS databank [107]. Transcripts from the primary C, N and P related pathways presented in the paper were manually confirmed. For this, orthologs of the transcripts of interest from Arabidopsis and/or maize were selected from databases (TAIR, NCBI, MaizeGDB) and blasted against the sequences available on the chip [107]. The functional annotation of the selected sequences was then again confirmed by another round of BLAST search in the NCBI database. In the summarized data only the data from one representative signal output is shown when multiple identifiers were present for the same transcript (alignment according to the 4a.53 B73 genome assembly). All array data can be accessed under submission number GSE46704 in the NCBI Gene Expression Omnibus database. The data for the N experiment had already been used in a previous paper by Schlüter et al., [26].

### Metabolites

Lyophilized tissue equivalent to 200 mg of fresh weight was used for metabolite profiling. Metabolites were extracted with the use of accelerated solvent extraction with polar (methanol + water, 80 + 20 by volume) and nonpolar (methanol + dichlormethan, 40 + 60 by volume) solvents. Subsequent analyses of metabolites by gas chromatography–mass spectrometry (GC-MS) were performed as described elsewhere [108,109]. Sucrose and starch levels were determined in 100 mg of homogenized leaf material extracted with 80% (v/v) ethanol and 20 mM HEPES, pH 7.5, as described by Stitt et al. [110] but adapted for determination in a plate reader by direct downscaling the assay to a volume of 200 μL. Three to five replicate samples were measured per treatment.

### Data analysis

Statistical analysis of microarray data was performed using the Agilent GeneSpring GX12.0 program. The significance level for differently regulated feature was set at a fold change of FC > 2 and a Benjamini-Hochberg correction false discovery rate of FDR < 0.05. For metabolite and ion data, significant differences were calculated by *t*-test and cut-off level set at p < 0.05. MarkerView software 1.2 (Applied Biosystems, UK), was used for principal component analysis of transcript and metabolite data using the Pareto algorithm. GO term enrichment was performed using the AgriGO webtool [36].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Experiments were conducted and analyzed by U.Schlüter. CC and U.Scholz developed the data warehouse and provided bioinformatics tools. AB supplied annotation of the custom produced microarray and contributed to data analysis. NZ and MB provided ionomics data, HF provided metabolite data. U. Sonnewald supervised the project. The paper was written by U.Schlüter, APMW, NZ, HF and U.Sonnewald. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Elemental concentrations in the maize leaf. Click here for file

Additional file 2: Figure S1 Changes in metabolites connected to primary metabolism under low temperature, low N and low P stress. Data is presented as heatmaps for log2 fold changes in stressed vs control conditions. **Figure S2** Expression of transcripts commonly upregulated under low temperature, low nitrogen and low phosphorus conditions along the leaf gradient (tip – base). Click here for file

Additional file 3: Table S2 List of metabolite peaks with significant change (*t* test: P < 0.05) under at least one stress condition. Click here for file

Additional file 4: Table S3 Transcripts with significant changes (fold change >2; FDR < 0.05) in maize source leaves stressed by low temperature, low nitrogen or low phosphorus. Click here for file

Additional file 5: Table S4 Transcriptional changes by low temperature, low N and low P in selected pathways of primary C and N metabolism, Pi homeostasis, hormone metabolism and senescence related processes. Click here for file

Additional file 6: Table S5 Intersection of significant transcriptional changes in low temperature, low N and low P treated leaves. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

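Transcript levels were measured in 24 source leaf samples of maize B73 from 3 independent experiments, each with 4 stressed and 4 control samples: low temperature (low T, with control T), low N (with control N) and low P (with control P). The condition and the replicate number of each sample were taken from the sample labels and the Methods, and no sample was left out. Each sample was labelled with 1 dye and hybridized to 1 custom Agilent maize array, on which every probe that is not a control is spotted once.

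The authors deposited the scanner output of each array and 1 table of processed values. The scanner files hold intensity values that the authors obtained with Agilent's Feature Extraction software, which subtracted the background and removed spatial trends within the array, without normalization between arrays. The deposited table of the series holds log2 values that the authors made in GeneSpring from the same intensities, scaled to the 75th percentile and then baseline corrected over all samples as the Methods state. Set against the scanner values, each array differed from the log2 intensity by a constant per array and per probe, and the median of every probe over the 24 arrays was 0 in this table, so that the baseline was the median. The largest median difference left after these constants was 0.000921. The files held 0 columns of other samples.

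From the intensities the log2 value of each probe was taken and the 75th percentile of the array over transcript probes was subtracted. Spots with an outlier flag were left out and saturated spots were kept. Probes well above background on all 4 arrays of at least 1 of the 6 groups were tested (31507 of 41780), and 24236 were well above background on all 24 arrays. Precision is limited by the 4 arrays per group, and for dim probes by the signal over background. Where a probe was well above background on none of the arrays of a group, only a bound is given ("at least N-fold"). It sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest signal among probes well above background and the probe's own signal.

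Each stress was compared with its own control by limma (version 3.58.1, in R 4.3.3; lmFit and eBayes) on the 8 arrays of the experiment. A transcript was called at a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p in the passages is from limma unless another test is named. For each list of Table S4 the probes were centred on their mean over all 24 arrays and then averaged on each array. These list means were tested in the same way, with adjustment over 38 lists and 3 stresses. Beside this stood an exact permutation test of 4 against 4 arrays, which cannot give a two-sided p under 0.0286. Differences between stresses were tested as interaction contrasts in 1 fit over all 24 arrays, adjusted over 114 contrasts. The principal component analysis used Pareto-scaled, mean-centred log2 values. The control groups of the low N and low P experiments were compared by the same test and limits. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

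By the rule that the correlation of every pair exceeds 0.1, the samples with the same replicate number are taken as paired in the low temperature experiment, where the deviations of same-numbered arrays from their group means correlated at 0.189 to 0.424 across transcripts, and of the low N experiment (0.175 to 0.362). The pairing comes from these correlations only, since neither labels nor Methods say what a number shares. Arrays with different numbers correlated at 0.171 to 0.413 in the low temperature and 0.108 to 0.347 in the low N experiment when both were among replicates 1 and 2 or both among replicates 3 and 4, and at -0.407 to -0.108 and -0.397 to -0.164 otherwise. The correlations therefore do not separate the replicate number from a difference between replicates 1 and 2 and replicates 3 and 4. In the low P experiment they were -0.104 to 0.0452, and between the 2 control groups -0.0723 to 0.105, so that there the arrays share only a number.

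The transcripts named were fixed by a rule before the data were examined, as were the tests and most of the alternatives. They are every transcript that the results or discussion name by identifier or by an unambiguous description in Table S4, with the transcripts of Table 6 and the lists of Table S4 as counts. Added to these were, for each stress, the 3 called probes with the largest increase and the 3 with the largest decrease among those well above background and unsaturated on all 8 arrays and without overlap between the groups. Names and identifiers of loci (build 4a.53) come from the paper's tables. A gene table of assembly Zm-B73-REFERENCE-NAM-5.0 matched 2512 of the 3962 loci by a synonym and was used for this count only, and no coordinates are given. Of Table S3 the first 1999 of 3816 entries for low temperature and the first 1531 of 3236 for low P were at hand, and all 1179 for low N. The 129 log2 fold changes of named transcripts in Table S4 differed from those computed here by at most 0.00081. Table S5 and the functional enrichment were not used here.

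The alternatives were normexp background correction (offset 50), quantile normalization, scaling on spike-in probes, the authors' processed values, no background filter, a filter over all 24 arrays, a floor on dim signals, 1 fit over 24 arrays, omission of each replicate, the replicate number or the slide as a block, an unmoderated test, trend and robust priors, other limits for a call, loci in place of probes, set tests (camera and fry), the median of a list, 1 probe per locus and other scalings of the components. Normexp was run on the median spot intensity, which was chosen after seeing the data because the files used here carry no mean intensity column. A block of replicates 1 and 2 against 3 and 4, isoamylases counted with starch degradation, and scaling on the 7 of 10 spike-in probes that were well above background in every spot of all 24 arrays (restricted spike-in scaling) were also chosen after seeing the data. A count was taken as similar within 1.5 times, and a change of sign as a reversal only where the value or its alternative was called.

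The test was checked on simulated data with 200 changed probes among 31507. It recovered 84.5% of these in the low temperature experiment, 83.5% for low N, 90% for low P and 91% between the controls. In the same order, 3, 4, 5 and 5 other probes were called. These rates depend on the size of the simulated changes and on the simulated noise, and hold for the simulation only. They do not show what share of the real changes was found, or how many of the calls reported here are false.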

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

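Of the tests in this part, the splits of the control arrays and the look at their slides were chosen only after the result was seen, and so were the limits used to read the correlation of replicates 1 and 2 with replicates 3 and 4 of the controls and the mixing test.

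In each group of 4 arrays, the array farthest from the others was taken as far off when its gap to the nearest one divided by the range of the group exceeded Dixon's critical value for 4 samples. Chance alone exceeds this value in about 1 of 20 groups. It was exceeded in 1 of 36 groups for measures of the whole array (1.80 by chance), in 8 of 228 for list means (11.4) and in 17 of 306 for named transcripts (15.3). The total is therefore about what chance gives, but it was not spread evenly over the arrays. Of the 26 values far off 5 lay on low T replicate 1 and 5 on low P replicate 3, and no other array had more than 3. Lists and transcripts are not independent of each other, and no explanation was tested for low P replicate 3. The design has no condition that sets replicates of 1 group apart, and no biological explanation was tested for single arrays except where one is given below.

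The 75th percentile of the log2 signal was high on control N replicate 2 (9.75, others 9.61 to 9.63, ratio 0.846). The percentile is subtracted from each array, so that a difference in overall brightness is removed. Quantile normalization gave 1814 calls under low N, near the 1828 of the 75th percentile.

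Among the list means, the arrays far off were starch synthesis in low P replicate 2 (-0.44, others -0.21 to -0.17, ratio 0.853), cellulose biosynthesis in control T replicate 4 (-0.094, others 0.52 to 0.59, ratio 0.911), Leu, Val, Ile metabolism in low N replicate 4 (-0.33, others -0.21 to -0.20, ratio 0.936), phosphate transporters in control N replicate 3 (-0.19, others -0.090 to -0.073, ratio 0.859), cytoskeleton in low P replicate 3 (-0.095, others -0.46 to -0.43, ratio 0.914), senescence related transcription factors in control P replicate 4 (-0.0096, others -0.11 to -0.093, ratio 0.847), serine proteases in control T replicate 4 (0.21, others 0.48 to 0.53, ratio 0.850) and serine proteases in low P replicate 3 (0.21, others 0.083 to 0.10, ratio 0.852). Without low P replicate 2 and its control starch synthesis under low P was no longer called (mean log2 change -0.19, adjusted p 0.0568, where the adjusted p over the alternatives of this result was 0.00444 to 0.881). None of the other list means with an array far off changed its call when that replicate number was left out.

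Among the named transcripts under low P and in its controls, the values far off were rough sheath RS2 in low P replicate 3 (-0.095, others -1.43 to -1.21, ratio 0.832), GSA2 in control P replicate 4 (-1.28, others -0.93 to -0.90, ratio 0.920), GSA2 in low P replicate 3 (0.48, others 0.012 to 0.086, ratio 0.843), amino acid transporter in control P replicate 1 (0.57, others 0.27 to 0.32, ratio 0.839), PHT1;4 like transporter GRMZM2G326707 in control P replicate 2 (2.35, others 2.01 to 2.05, ratio 0.894), SPX3 like protein GRMZM2G370780 in control P replicate 3 (4.09, others 4.31 to 4.34, ratio 0.880), SPX-MFS protein GRMZM2G086430 in low P replicate 3 (-3.46, others -5.08 to -4.80, ratio 0.830) and SPX-MFS protein GRMZM2G166976 in control P replicate 4 (0.35, others 1.41 to 1.50, ratio 0.921). Without replicate 3, SPX-MFS protein GRMZM2G086430 under low P was called at a log2 change of -1.06 (adjusted p 0.0159, with 0.0159 to 0.516 over its alternatives). The calls of the other transcripts in this paragraph did not change when the array far off was left out with its replicate number.

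In the low N experiment the values far off were sucrose phosphate synthase GRMZM2G013166 in control N replicate 3 (6.57, others 6.85 to 6.90, ratio 0.838), the same transcript in low N replicate 3 (4.55, others 4.99 to 5.07, ratio 0.837) and SIZ1 like ligase GRMZM2G002999 in control N replicate 4 (-0.52, others -0.84 to -0.79, ratio 0.830). In control T the sucrose synthase GRMZM2G045171 was far off on replicate 4 (-7.80, others -2.36 to -1.74, ratio 0.897). None of these calls changed without the replicate number of that array, and the sucrose synthase was not called with or without it.

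On low T replicate 1 the values far off were those of sucrose phosphate synthase GRMZM2G013166 in low T replicate 1 (5.63, others 5.34 to 5.36, ratio 0.916), sucrose phosphate synthase GRMZM2G140107 in low T replicate 1 (2.19, others 1.76 to 1.83, ratio 0.857), PHT1;3 like transporter in low T replicate 1 (-0.049, others -0.89 to -0.86, ratio 0.963), SPX1 like protein in low T replicate 1 (2.78, others 0.21 to 0.44, ratio 0.912) and SPX4 like protein in low T replicate 1 (0.87, others -0.51 to -0.29, ratio 0.845), all of them nearer to the controls than on the other 3 arrays. Control RNA mixed into this sample would bring every strongly reduced transcript back by the same share of the way to the control. Among transcripts that fell at least 8-fold on the other low T arrays, the 11 of the Pi lists came back by a median of 15.5% (quartiles 11.68 to 19.0) and the 213 others by 5.94% (quartiles 2.20 to 11.65), with 190 of them above 0. The same share for the other transcripts was -0.433% on replicate 2, -1.72% on replicate 3 and -2.05% on replicate 4. The quartile ranges of both sets nearly touch, and the limit for reading them was set after these values were seen, so that a small admixture and a weaker response of this sample cannot be told apart. A milder stress of that plant may also be the cause and was not tested.

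The control groups of the low N and low P experiments, which the paper compares in leaf elongation and by principal components, were also compared here transcript by transcript. Between them 396 transcripts were called, 182 higher in control N and 214 higher in control P, of which 138 were also called under low N and 187 under low P. Of the 35 splits of these 8 arrays the real one gave the most calls, and the share 1 of 35 is one that chance seldom gives. The number rests on single replicates, with 185 calls without replicate 3 and 249 without replicate 4, while limma called 0 without replicate 1 and 0 without replicate 2, with 4511 and 4334 transcripts at an unadjusted p under 0.05. Noise of single arrays would leave the differences from replicates 1 and 2 unrelated to those from replicates 3 and 4. They correlated at 0.215 across transcripts, which are not independent, compared with 0.731, 0.565 and 0.802 for low T, low N and low P. Mixed splits of the same control arrays gave sizes of 0.00556 to 0.2004, and these 4 splits are too few to exclude noise. No slide held arrays of both control groups (0 slides), so that slide and group cannot be told apart. Differences in growth between the 2 experiments remain open as a biological explanation and were not tested.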

How the results depend on the processing

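Of the settings in this part, the block of replicates 1 and 2 against 3 and 4, the isoamylases with starch degradation, restricted spike-in scaling and the intensity column for normexp were chosen only after the results were seen. Where no value or construction of an alternative shows why a result moved, the cause was not tested.

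Low N lowered more transcripts than it raised under every alternative that counts calls except spike-in scaling and restricted spike-in scaling, and low P raised more than it lowered under each of them. Named transcripts kept their direction and their side of the limits in 206 of 207 comparisons with the authors' processed values, 201 under quantile normalization, 204 with the floor, 200 with no filter, 196 in 1 fit over 24 arrays, 190 under normexp, 173 under spike-in scaling and 177 under restricted spike-in scaling. Omission of a replicate kept 185 to 192 of them. Over probes well above background on all 24 arrays all 174 comparisons that remained were kept, while the other named transcripts were too dim on some array to be compared. Of 228 list results, 227 were kept with the authors' processed values, 226 with 1 probe per locus, 221 with the floor, 209 over probes well above background on all arrays, 205 under quantile normalization, 196 under normexp, 173 by the median over the list on each array, 131 under spike-in scaling and 132 under restricted spike-in scaling. Omission of a replicate kept 195 to 215. Lists keep all their probes, so that no background filter leaves them as they are. With isoamylases moved to starch degradation 5 of 6 results were kept and 1 gained a call.

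Normexp background correction gave 1635, 1181 and 1610 calls for low T, low N and low P, 63.0% of the low P calls higher, 103 transcripts called under all 3 stresses with 68.9% lower under low T and low N and higher under low P, 13 lists called under low P, 7 calls between the control groups and 38.0% and 21.2% of the variance on PC1 and PC2. Of the 4528 calls under low temperature it shared 1615. It reversed sucrose transport under low P (-0.031) and OptiV1S20294 under low P (-0.23). Quantile normalization moved only the share of higher low P calls among these results (57.7%).

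Scaling on the spike-in probes moved the median log2 change up in each experiment, gave 86.5% higher calls under low P and 21.6% of the transcripts shared by all 3 stresses in the down, down, up pattern, and left 8, 4 and 8 lists and 11 interaction contrasts called. PC1 held 38.6%. The mean changes that took the other sign were C4 shuttle under low temperature (0.23), glycolysis under low temperature (0.18), Ser, Gly, Cys metabolism under low temperature (0.12), chlorophyll degradation under low temperature (0.20), senescence related transcription factors under low temperature (0.20), serine proteases under low temperature (0.079), C4 shuttle under low N (0.027), Calvin cycle under low N (0.25), photorespiration under low N (0.31), glycolysis under low N (0.15), TCA cycle under low N (0.16), oxidative pentose phosphate pathway under low N (0.078), starch synthesis under low N (0.17), Asp, Asn, Ala metabolism under low N (0.19), Arg, Pro metabolism under low N (0.35), Ser, Gly, Cys metabolism under low N (0.29), phosphate transporters under low N (0.013), serine proteases under low N (0.27), other Pi related transcripts under low P (0.030) and chlorophyll degradation under low P (0.017).

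Of the 10 spike-in probes 3 were not well above background on every array. Restricted to the other 7, this scaling gave 4659, 3161 and 7076 calls for low T, low N and low P, 94.9% of the low P calls higher, 365 transcripts called under all 3 stresses with 22.2% in the down, down, up pattern, 15, 10 and 26 lists called, 19 interaction contrasts called and 37.9% and 20.1% of the variance on PC1 and PC2. The changes that took the other sign were C4 shuttle under low temperature (0.0057), C4 shuttle under low N (0.069), Calvin cycle under low N (0.29), photorespiration under low N (0.36), glycolysis under low N (0.19), TCA cycle under low N (0.20), oxidative pentose phosphate pathway under low N (0.12), starch synthesis under low N (0.21), Asp, Asn, Ala metabolism under low N (0.24), Arg, Pro metabolism under low N (0.39), Ser, Gly, Cys metabolism under low N (0.33), phosphate transporters under low N (0.055), serine proteases under low N (0.31), C4 shuttle under low P (0.12), photorespiration under low P (0.028), oxidative pentose phosphate pathway under low P (0.45), starch synthesis under low P (0.25), Asp, Asn, Ala metabolism under low P (0.25), Ser, Gly, Cys metabolism under low P (0.46), other Pi related transcripts under low P (0.33), autophagy under low P (0.22), cytoskeleton under low P (0.49), chlorophyll degradation under low P (0.32), ribosomal proteins under low P (0.28), photorespiration, low temperature minus low N (-0.16) and autophagy, low temperature minus low N (-0.15).

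With no background filter 74.8% of the low P calls were higher, and the components held 28.3% and 18.1%. Over probes well above background on all 24 arrays, which tests fewer probes, there were 2225 low P calls (66.1% higher), 153 shared by all 3 stresses and 36.3% and 20.3% on the components. The list means that reversed under it were senescence markers under low temperature (-0.49), starch degradation under low P (-0.34) and starch degradation, low temperature minus low P (0.43). Components without Pareto scaling held 37.8% and 21.8%, with unit variance 30.1% and 18.1% and with Pareto scaling of linear values 37.7% and 21.9%.

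Leaving out 1 replicate number leaves fewer arrays. The low N calls ranged from 621 to 1302, the share of higher low P calls from 66.2% to 75.0%, the calls under all 3 stresses from 82 to 142 and their share in the down, down, up pattern from 50% to 61.9%. The lists called under low T ranged from 14 to 22, and PC2 held 18.7% to 21.3%. Between the control groups limma called 0 to 249 transcripts, and 4334 to 7294 had an unadjusted p under 0.05.

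With the slide as a block there were 3355 low N calls, and for low P and the control groups no such fit was possible. In 1 fit over 24 arrays 42.1% of the transcripts shared by all stresses followed the down, down, up pattern. The unmoderated test gave 1187 low N calls and 143 under all 3 stresses. Without the fold change limit there were 9783, 3493 and 12963 calls, 50.8% of those under low P higher, 791 under all 3 stresses and 37.8% of these in the down, down, up pattern. A test against a 1.5-fold change gave 2247, 401 and 2338 calls, 70.6%, 52 and 76.9%, respectively. At an adjusted p under 0.01 there were 797 low N calls and 81 under all 3 stresses (60.5% down, down, up). Counted as loci there were 2037, 1132 and 1652 calls (57.1% higher under low P), over the loci that the paper's tables pair with probes, of which part was at hand. Only 4387 of 31507 probes have such a locus, so that these numbers reflect that selection and are not set against the counts of probes.

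Camera with its preset correlation called 10, 15 and 10 lists and with an estimated correlation 0, 0 and 0, where 1, 10 and 2 had an unadjusted p under 0.05 and fry called 21, 18 and 23. By the median over the list on each array the changes that reversed were GS/GOGAT cycle under low temperature (-0.11), senescence markers under low temperature (-0.55), chlorophyll degradation under low temperature (0.096), GS/GOGAT cycle under low N (-0.26), starch degradation under low P (-0.23), regulation of the Pi response under low P (-0.20), chlorophyll degradation, low temperature minus low N (0.068), Ser, Gly, Cys metabolism, low temperature minus low P (0.016), aromatic amino acid metabolism, low temperature minus low P (0.084) and senescence related transcription factors, low N minus low P (0.047). Both camera tests gave regulation of the Pi response under low P the other direction, at an adjusted p of 0.754 and 0.903 (2.44e-05 to 0.903 over its alternatives). Fry called starch degradation under low P with the other sign (0.000526, 0.000159 to 0.736 over its alternatives) and nitrate transport under low P (0.00898, 0.00898 to 0.890).

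Where samples with the same replicate number are taken as paired, in the low temperature and low N experiments, the values with the number as a block, which also removes a difference between replicates 1 and 2 and replicates 3 and 4, stand beside the results whose calls it changed, and for transcripts named only under another stress it called OptiV1S26565 under low T (-1.52), OptiV1C05327 under low T (-4.05) and OptiV1S21843 under low T (-4.05). It changed no other call there. In the low P experiment and between the control groups the arrays share only a number. With the number as a block there were 3401 low P calls and 26 calls between the controls in place of 396, and the Calvin cycle list under low P was called. The added block of replicates 1 and 2 against 3 and 4 gave 4992, 2602 and 3488 calls and was chosen after seeing the data.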

Differences from the paper's values

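Of the settings in this part, the block of replicates 1 and 2 against 3 and 4, restricted spike-in scaling and the intensity column for normexp were chosen only after the results were seen.

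The paper's number is 1179 transcripts changed by low N, and 1828 were called here. All alternatives in these counts were fixed before the data were examined, apart from the intensity column for normexp and restricted spike-in scaling, and a count within 1.5 times the paper's is taken as meeting it. This limit was met by normexp background correction (1181, on an intensity column chosen after seeing the values), no background filter (1347), probes well above background on all 24 arrays (1378), the floor on dim signals (1640), without replicate 3 (1302), without replicate 4 (1126), the unmoderated test (1187) and an adjusted p under 0.01 (797). It was not met by quantile normalization (1814), spike-in scaling (1851), restricted spike-in scaling (3161), the authors' processed values (1810), 1 fit over 24 arrays (2416), without replicate 1 (621), without replicate 2 (659), the replicate block (2215), the slide block (3355), trend and robust priors (1935), no fold change limit (3493) and the test against a 1.5-fold change (401).

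Here 239 transcripts changed under all 3 stresses were called, whereas the paper's number is 142. The limit was met under normexp background correction (103, on an intensity column chosen after seeing the values), no background filter (176), probes well above background on all 24 arrays (153), the floor on dim signals (210), without replicate 1 (97), without replicate 3 (129), without replicate 4 (142) and the unmoderated test (143). It was not met under quantile normalization (216), spike-in scaling (292), restricted spike-in scaling (365), the authors' processed values (237), 1 fit over 24 arrays (302), without replicate 2 (82), the replicate block (288), trend and robust priors (258), no fold change limit (791), the test against a 1.5-fold change (52) and an adjusted p under 0.01 (81).

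The paper's number is 30 transcripts lower under all 3 stresses, and 49 were called here. Within the limit lay spike-in scaling (21), no background filter (36), probes well above background on all 24 arrays (37), without replicate 1 (21), without replicate 3 (28), without replicate 4 (25) and the unmoderated test (30). Outside it lay normexp background correction (18), quantile normalization (48), restricted spike-in scaling (14), the authors' processed values (48), the floor on dim signals (47), 1 fit over 24 arrays (64), without replicate 2 (19), the replicate block (56), trend and robust priors (50), no fold change limit (185), the test against a 1.5-fold change (4) and an adjusted p under 0.01 (16).

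Here 49 transcripts higher under all 3 stresses were called, whereas the paper's number is 24. Near the paper's number were quantile normalization (29), no background filter (32), probes well above background on all 24 arrays (24), without replicate 4 (23) and the unmoderated test (24). Away from it were normexp background correction (10), spike-in scaling (174), restricted spike-in scaling (226), the authors' processed values (49), the floor on dim signals (41), 1 fit over 24 arrays (68), without replicate 1 (10), without replicate 2 (15), without replicate 3 (12), the replicate block (57), trend and robust priors (56), no fold change limit (143), the test against a 1.5-fold change (4) and an adjusted p under 0.01 (10).

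The paper's number is 54 transcripts changed in the same direction under all 3 stresses, and 98 were called here. Values within the limit came from quantile normalization (77), no background filter (68), probes well above background on all 24 arrays (61), without replicate 3 (40), without replicate 4 (48) and the unmoderated test (54). Values outside it came from normexp background correction (28), spike-in scaling (195), restricted spike-in scaling (240), the authors' processed values (97), the floor on dim signals (88), 1 fit over 24 arrays (132), without replicate 1 (31), without replicate 2 (34), the replicate block (113), trend and robust priors (106), no fold change limit (328), the test against a 1.5-fold change (8) and an adjusted p under 0.01 (26).

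Here 406 transcripts changed by low N and low P only were called, whereas the paper's number is 245. Numbers within the limit came with normexp background correction (264, on an intensity column chosen after seeing the values), no background filter (269), probes well above background on all 24 arrays (312), the floor on dim signals (363), without replicate 3 (305), without replicate 4 (200), the unmoderated test (244) and an adjusted p under 0.01 (170). Numbers outside the limit came with quantile normalization (409), spike-in scaling (398), restricted spike-in scaling (972), the authors' processed values (404), 1 fit over 24 arrays (456), without replicate 1 (133), without replicate 2 (158), the replicate block (450), trend and robust priors (434), no fold change limit (1054) and the test against a 1.5-fold change (84).

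The paper's number is 239 transcripts changed by low temperature and low N only, and 383 were called here. The difference closed with normexp background correction (183, on an intensity column chosen after seeing the values), no background filter (279), probes well above background on all 24 arrays (301), without replicate 3 (261), without replicate 4 (237) and the unmoderated test (241). It stayed open with quantile normalization (400), spike-in scaling (496), restricted spike-in scaling (511), the authors' processed values (378), the floor on dim signals (360), 1 fit over 24 arrays (551), without replicate 1 (154), without replicate 2 (123), the replicate block (491), trend and robust priors (407), no fold change limit (642), the test against a 1.5-fold change (85) and an adjusted p under 0.01 (157).

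Loci in place of probes gave 1132 changed by low N, 199 changed under all 3 stresses, 48 lower, 34 higher and 82 changed in the same direction under all 3. Only 4387 of 31507 probes were paired with a locus, by the paper's own tables of changed transcripts and its lists, so that these counts cannot show whether counting loci meets the paper's numbers. Among those probes the step from probes to loci took the low N count from 1231 to 1132.

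The paper states that the housekeeping PEPC and the PPi-dependent phosphofructokinase transcripts fell under low temperature and low N and rose under low P. For housekeeping PEPC under low T the log2 change was -2.02 (adjusted p 0.0755), and it was called in 1 fit over 24 arrays (-2.02, adjusted p 0.00606), without replicate 4 (-2.41, adjusted p 0.0212), with the replicate number as a block (-2.02, adjusted p 0.0219), with the slide as a block (-2.02, adjusted p 0.0228) and with the block of replicates 1 and 2 against 3 and 4, chosen after seeing the data, (-2.02, adjusted p 0.0228), with an adjusted p of 0.00606 to 0.261 over its alternatives. For housekeeping PEPC under low N it was -0.96 (adjusted p 0.176, with -0.51 under normexp background correction on an intensity column chosen after seeing the values), where 3 of 4 low N arrays and 2 of 4 control arrays were well above background, and it was called under no setting used here. For PPi-dependent phosphofructokinase under low N it was -0.99 (adjusted p 0.00403), and it was called without replicate 1 (-1.05, adjusted p 0.0453), without replicate 2 (-1.04, adjusted p 0.0451) and with the slide as a block (-1.10, adjusted p 0.000931), with an adjusted p of 0.000931 to 0.406 over its alternatives. For PPi-dependent phosphofructokinase under low P it was 0.73 (adjusted p 0.000806), and it was called under restricted spike-in scaling, chosen after seeing the values, (1.24, adjusted p 0.00136), with an adjusted p of 0.000285 to 0.0175 over its alternatives.

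The sucrose phosphate synthase GRMZM2G008507 and the transporter SUT1 are described as reduced by low temperature and low N. For sucrose phosphate synthase GRMZM2G008507 under low N the log2 change was -0.53 (adjusted p 0.277), and it was called under no setting used here. That of SUT1 under low T was -0.996 (adjusted p 0.0133), and it was called without replicate 1 (-1.01, adjusted p 0.0460) and without replicate 4 (-1.06, adjusted p 0.0356), with an adjusted p of 0.000114 to 0.289 over its alternatives. That of SUT1 under low N was -0.53 (adjusted p 0.0765), and it was called under no setting used here. The paper describes sucrose transport as lowered by both stresses. Of 5 listed transcripts 4 were higher and 1 lower under low T and likewise under low N, and the mean log2 change of sucrose transport under low T was 1.17 (adjusted p 0.000148), with 2 members called higher. No setting used here gave a lower mean under low T. The mean of sucrose transport under low N was 0.087 (adjusted p 0.704), and below 0 but not called under normexp background correction (-0.022, on an intensity column chosen after seeing the values) and without replicate 4 (-0.070).

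According to the paper the sucrose synthases GRMZM2G060659 and GRMZM2G045171 rose under all 3 stresses. Here sucrose synthase GRMZM2G060659 under low T changed by 1.69 (adjusted p 0.153), and it was called under no setting used here. For sucrose synthase GRMZM2G060659 under low N it was 1.31 (adjusted p 0.223, with 0.30 under normexp background correction on an intensity column chosen after seeing the values), where 3 of 4 low N arrays and 1 of 4 control arrays were well above background, and it was called under no setting used here. For sucrose synthase GRMZM2G060659 under low P it was at least 2.31-fold higher, with no control array well above background (adjusted p 0.106), and it was called under spike-in scaling (adjusted p 0.0180), under restricted spike-in scaling, chosen after seeing the values, (adjusted p 0.0130) and with the floor on dim signals (adjusted p 0.0290), with an adjusted p of 0.0130 to 0.747 over its alternatives. The second, sucrose synthase GRMZM2G045171 under low T, changed by 1.02 (adjusted p 0.546, with 0.096 under normexp background correction on an intensity column chosen after seeing the values), where 4 of 4 low T arrays and 3 of 4 control arrays were well above background, and it was called under no setting used here. For sucrose synthase GRMZM2G045171 under low N it was too dim to compare, with 1 low N array and no control array well above background and no bound above 1-fold (adjusted p 0.283), and it was called under no setting used here. For sucrose synthase GRMZM2G045171 under low P it was at least 1.15-fold higher, with no control array well above background (adjusted p 0.156), and it was called under spike-in scaling (adjusted p 0.0193) and under restricted spike-in scaling, chosen after seeing the values, (adjusted p 0.0397), with an adjusted p of 0.0193 to 0.769 over its alternatives.

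One SPX-MFS transcript is described as changing opposite to most phosphate response genes. For SPX-MFS protein GRMZM2G086430 under low T the log2 change was 1.34 (adjusted p 0.188), and it was called under spike-in scaling (1.79, adjusted p 0.0405), with the replicate number as a block (1.34, adjusted p 0.0111), with the slide as a block (1.34, adjusted p 0.00182) and with the block of replicates 1 and 2 against 3 and 4, chosen after seeing the data, (1.34, adjusted p 0.00182), with an adjusted p of 0.00182 to 0.636 over its alternatives. For SPX-MFS protein GRMZM2G086430 under low P it was -0.79 (adjusted p 0.128), and it was called without replicate 3 (-1.06, adjusted p 0.0159), with an adjusted p of 0.0159 to 0.516 over its alternatives.

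The paper describes nitrate transport as uniformly lowered under stress. Of 8 listed transcripts 3 were higher and 5 lower under low T and likewise under low N, and 4 were higher and 4 lower under low P. The mean log2 change of nitrate transport under low P was -0.14 (adjusted p 0.320). Fry called this list under low P with the other sign (adjusted p 0.00898, with 0.00898 to 0.890 over the alternatives of nitrate transport under low P), and no setting used here called it lower.

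The paper also states that most transcripts changed under exactly 2 stresses followed the down, down, up pattern. Of the 1538 such transcripts, 408 were lower under low T and higher under low P, 111 lower under low N and higher under low P, and 201 lower under both low T and low N, while the others took other patterns. This tally was taken with the limma calls only, and not under the alternatives.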

Other observations

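Of the tests in this part, the splits of the arrays, the comparison of replicates 1 and 2 with 3 and 4, the share of higher low P calls and the spike-in comparisons were chosen only after the result was seen, and the limit for reading the spike-in comparisons was set after their values.

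In each stress comparison the real grouping gave the most calls of the 35 splits of its 8 arrays (4528, 1828 and 3537), so that a chance split of the arrays is excluded (1 of 35). The same holds for the lists called (1 of 35 splits each, adjusted within a stress). The samples of the low temperature and low N experiments are taken as paired by number, and of the 8 splits that part all 4 pairs, 1 of 8 has as many calls, a share of 0.125 that cannot go under 0.05. The other splits leave some pairs together. For the transcripts called under all 3 stresses and for the interaction contrasts, 100 combinations of splits were compared, of which 1 was the real one. Only the real combination reached its number, and the highest of the others had 0 transcripts and 17 contrasts.

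When replicates 1 and 2 were set against replicates 3 and 4, 482 transcripts were called in the low temperature experiment and 750 in the low N experiment, the highest number of any split besides the real one in both, while in the low P experiment it called no more than the other splits. The paper states that the plants of the low temperature and low N experiments were grown in 2 successive sets and those of low P in 1, without saying which replicates belong to which. That replicates 1 and 2 differ from 3 and 4 as sets of plants or arrays is a hypothesis from these 750 low N transcripts. In both experiments no slide held arrays of both sets, so that plants and slides cannot be told apart.

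The unmoderated test called 1187 transcripts under low N, with 1177 of the 1179 transcripts that the paper's Table S3 lists (99.8%) and 10 others. Limma called all 1179 and 649 others. A candidate explanation for the smaller number in the paper is a test without moderation of the variance. The unmoderated test also gave 143 transcripts under all 3 stresses. Of these 30 were lower and 24 higher under all 3, which are the paper's own numbers. Under low temperature and low P it gave 3841 and 3232 calls, where the paper lists 3816 and 3236. Which test the authors used is not named in the paper's text.

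The 239 transcripts called under all 3 stresses exceed the 29.5 of the product of the shares. Probes with a bright signal or a large spread are called more easily. The product taken within 20 classes of mean signal added up to 31.0 and within 20 classes of replicate spread to 69.8, both far below the observed number, as were the 95.4 within classes of both. The 3 experiments have no control in common. A response shared by the stresses is a hypothesis that these values leave open, and other properties of the probes were not tested.

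The share of higher transcripts under low P (73.2%) was 66.2% without replicate 1, whose low P array had the most probes well above background of the experiment, and 57.7% under quantile normalization, which makes the distributions of all arrays equal. Both stay above an equal share, and argue against this array or the scaling as the whole explanation, though each lowers the share. All low P arrays lie on 1 slide and all their controls on another, so that the slide stays open.

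Ribosomal protein transcripts had a median log2 change of 1.05 under low T, and of 10000 random lists of the same size and signal level 0 had a median as far (95% of them between -0.18 and 0.0080). Under low P their median was -0.25, although the mean of the list was 0.28 under restricted spike-in scaling, again with 0 random lists as far (-0.16 to -0.014). Photosystem I under low T had -0.62, reached by 210 of 10000 lists (95% of them between -0.61 and 0.0084, median -0.29), and photosystem II under low P 0.36, reached by 39 (-0.44 to 0.20). These counts argue against the signal level of the probes as the whole reason for the medians, although for photosystem I the value lies just outside the range, and part of it goes with signal level. Members of a list are not independent of each other, so that these counts describe the arrays and are no p-values.

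Agilent's spike-in control probes were dimmer against the 75th percentile in the stressed than in the control leaves, with a difference on the log2 scale of -0.445 in the low temperature experiment, -0.531 for low N and -0.215 for low P. By an exact two-sided permutation test of 4 against 4 arrays the p was 0.0571, 0.171 and 0.371. Without 1 replicate number these differences were -0.565 to -0.197 for low T, -0.704 to -0.370 for low N and -0.464 to -0.0502 for low P. Over the 7 of 10 probes that were well above background in every spot of all 24 arrays, the differences were -0.218, -0.574 and -0.517, and -0.269 to -0.183, -0.813 to -0.380 and -0.577 to -0.451 without 1 replicate number. The p of the same test was 0.0571, 0.114 and 0.0286, and 0.0857, 0.114 and 0.0857 after Benjamini-Hochberg adjustment over the 3 experiments. All 4 low P arrays lay below all 4 controls, and 1 of 35 splits gave as large a difference, which argues against variation between single arrays for low P, although not past the limit after adjustment. For low T and low N that variation is not excluded. No slide held arrays of both low P groups (0 slides), so that slide and treatment cannot be told apart for this shift. A change in the total amount of transcript may be one reason and the labelling of single samples another, and neither was tested. The amount of spike-in RNA added to each sample is not stated in the paper's text.

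The transcripts with the largest changes under the rule on named genes come from 3575 eligible probes under low T, 1283 under low N and 2708 under low P. Under low T the largest increases were those of OptiV1S24475, PEBP (phosphatidylethanolamine-binding protein) family protein, (7.47, adjusted p 4.85e-05), OptiV1S30351 (6.55, adjusted p 9.70e-05) and OptiV1S20294 (5.76, adjusted p 0.000435), and the largest decreases those of OptiV1C13185, AMP-binding protein, (-8.08, adjusted p 0.00132), OptiV1S27128, defense-related protein containing SCP domain, (-6.69, adjusted p 0.00199) and OptiV1S20232 (-6.32, adjusted p 0.00224). Under low N the increases were OptiV1C03333, molecular chaperone, heat shock protein, Homeodomain-like, (4.60, adjusted p 0.00146), OptiV1S22597, molecular chaperone, heat shock protein, Homeodomain-like, (3.89, adjusted p 0.00187) and OptiV1C10502, peroxidase superfamily protein, (3.58, adjusted p 0.000566) and the decreases OptiV1C11631, starch-binding protein, (-6.90, adjusted p 0.000168), OptiV1C11040 (-4.97, adjusted p 0.000106) and OptiV1S26565 (-4.71, adjusted p 0.0280). Under low P they were OptiV1N41856 (8.36, adjusted p 1.47e-06), OptiV1C05327, glutathione peroxidase, (8.29, adjusted p 1.99e-06) and OptiV1S21843, glutathione peroxidase, (7.73, adjusted p 3.34e-06), and OptiV1C12505, pyridoxal phosphate (PLP)-dependent transferases superfamily protein, (-5.08, adjusted p 0.000183), OptiV1S20758, cysteine proteinase Cathepsin L, (-4.85, adjusted p 2.56e-05) and OptiV1C08417 (-4.63, adjusted p 1.12e-05). OptiV1S26565 under low N lost its call without each replicate in turn (adjusted p 0.0611 to 0.0959) and with no background filter (0.0533), with 0.000624 to 0.0959 over all its alternatives. The other transcripts kept the call under the stress they are named for under each alternative run on named transcripts that tested them. No explanation was tested for these transcripts.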
